# Tgfβ signaling stimulates glycolysis to promote the genesis of synovial joint interzone in developing mouse embryonic limbs

**DOI:** 10.1126/sciadv.adq4991

**Published:** 2025-01-08

**Authors:** Chao Song, Jasmin Koehnken Sawall, Xing Ji, Fangfang Song, Xueyang Liao, Renpeng Peng, Hao Ren, Eiki Koyama, Maurizio Pacifici, Fanxin Long

## Abstract

The initial interzone cells for synovial joints originate from chondrocytes, but such critical transition is minimally understood. With single-cell RNA sequencing (scRNA-seq) of murine embryonic knee joint primordia, we discovered that heightened expression of glycolysis genes characterized developing interzone cells when compared to flanking chondrocytes. Conditional deletion of the glucose transporters *Glut1* and/or *Glut3*, in either the incipient pre-skeletal mesenchyme with *Prx1Cre* or in chondrocytes with *Col2Cre*, disrupted interzone formation dose-dependently. In contrast, deletion of *Glut1*/*3* in established interzone cells with *Gdf5Cre* did not have similar severe disruption of joint development. scRNA-seq revealed that *Glut1/3* deletion by *Prx1Cre* impeded Tgfβ signaling in the developing interzone cells. Direct elimination of Tgfβ signaling with *Prx1Cre* partially phenocopied the deletion of *Glut1/3* in impairing interzone formation. Tgfβ stimulated glycolysis in chondrocytes via activation of mTOR and Hif1α in vitro. The data support that the essential conversion of chondrocytes to interzone cells requires a transient elevation of glycolysis partly dependent on Tgfβ signaling.

## INTRODUCTION

Synovial joint development in the embryonic limbs becomes appreciable with the emergence of a mesenchymal interzone at each prescribed joint site (*1*). Previous studies in mouse and chick embryos showed that the initial primordial skeletal template in early limbs is entirely cartilaginous without joints, and that the interzone originates from chondrocytes occupying each predetermined joint site that cease expression of cartilage markers such as *Col2a1* (*2*, *3*). The initial interzone not only marks the anatomical position of future joints, but also supplies progenitor cells for various joint tissues including articular cartilage, synovium, menisci, and cruciate ligaments in the knee (*4*). Following the initial interzone cells derived from chondrocytes, additional *Gdf5*-expressing cells are subsequently recruited from *Sox9*-positive progenitors surrounding the joint site and also contribute to distinct joint tissues over time (*5*, *6*). However, the mechanisms controlling the derivation of initial interzone cells from chondrocytes remain incompletely defined.

Extensive studies have implicated transforming growth factor–β (Tgfβ)/Bmp signaling in early joint development. *Gdf5* is not only an early marker for the interzone cells but is also functionally required for the formation of many synovial joints in the mouse limb (*7*). Deletion of both *Bmp2* and *Bmp4* in the embryonic limb mesenchyme caused joint fusion between the stylopod and the zeugopod, although molecular markers for joint development were not assessed (*8*). Reminiscent of the Bmp mutants, mice lacking Tak1, a mitogen-activated protein kinase kinase kinase (MAP3K) activated by Bmp signaling, also exhibited joint fusion at the elbow and knee, a defect linked with the loss of *Gdf5* at embryonic day 14.5 (E14.5), the earliest time point examined (*9*). Excessive Bmp signaling due to deletion of the Bmp antagonist Noggin also blocked early joint formation particularly in the digits, as evidenced by the lack of *Gdf5*-positive interzones, highlighting the sensitivity of joint development to Bmp dosage (*10*). Similarly, Tgfβ signaling is critical for digit joint development, as loss of the obligatory receptor Tgfβr2 in the limb mesenchyme resulted in lack of interphalangeal joints, due to the failure in maintaining *Gdf5* expression in the presumptive interzone beyond E14.5 (*11*, *12*). Thus, Bmp and Tgfβ are important signals in controlling interzone formation with apparent site specificities.

Other developmental signals and transcription factors have been implicated in the initiation of joint development. Ihh deletion led to unsegmented digits in the mouse embryo, due to an early arrest in interzone formation as *Gdf5*-positive cells failed to traverse the cartilage anlagen (*13*, *14*). Wnt/β-catenin signaling has been shown to suppress chondrogenic differentiation from the joint progenitors to ensure proper joint tissue formation (*15*). The zinc-finger transcription factors *Osr1* and *Osr2* exhibit overlapping expression with *Gdf5* at the onset of interzone formation, and deletion of both genes markedly reduces *Gdf5* in the presumptive interzone, resulting in lack of multiple joints at the elbow, the knee, the carpus and the tarsus (*16*). Most recently, Creb5 was shown to control *Gdf5* expression in the interzone cells and was indispensable for the formation of most synovial joints (*17*). Thus, multiple growth factors and transcription factors are critical in controlling interzone formation.

In contrast to such wealth of information above, little is known about the potential role of metabolic regulation in joint development. Earlier studies in mouse embryos showed that the hypoxia-inducible factor Hif1a is enriched in digit interzones of the digits reflecting normal local hypoxia, and when deleted, causes a delay in digit interzone formation (*18*, *19*). Joint fusion and cell death were also observed at the elbow of those mutant mouse embryos (*19*). However, a potential link between Hif1a and metabolic regulation in the interzone was not explored. Increasing evidence supports the importance of glucose metabolism in skeletal development and homeostasis (*20*). In particular, glucose uptake via Glut1 is critical for embryonic skeletal growth by ensuring proper proliferation and hypertrophy of the growth plate chondrocytes (*21*). In addition, impaired glucose uptake via Glut1 was linked with joint cartilage degradation in mouse models of osteoarthritis (OA), whereas forced expression of Glut1 ameliorated the damages to articular cartilage caused by OA (*22*, *23*). Tgfβ1, an important factor for maintaining joint cartilage homeostasis, has been shown to stimulate glycolysis in human articular chondrocytes (*24*). However, whether glucose metabolism also influences early joint development has not been investigated.

Here, we discovered that glycolysis is notably up-regulated in emerging interzone cells compared to the adjacent chondrocytes in knee joint primordia. Deletion of *Glut1* and *Glut3* with either *Prx1Cre* in preskeletal limb mesenchyme or *Col2Cre* in chondrocytes (including interzone precursors) blocked the genesis of interzone in mouse embryonic limbs. In contrast, *Glut1/3* deletion with *Gdf5Cre* in established interzone cells did not cause the same defect, indicating a transient requirement of heightened glycolysis before full establishment of interzone cells. Furthermore, blocking Tgfβ signaling by deletion of *Tgf*β*r2* with *Prx1Cre* partially phenocopied the loss of *Glut1/3* in causing interzone defects. Biochemically, Tgfβ stimulates *Glut1/3* expression and glycolysis in chondrocytes via activation of mTORC1 and Hif1a. Our data reveal that a transient increase in *Glut1/3* expression and glycolysis dependent on Tgfβ signaling is required for chondrocyte-to-interzone cell conversion during early limb joint development.

## RESULTS

### scRNA-seq identifies glycolytic feature in synovial joint interzone cells

To gain a molecular signature of synovial joint interzone cells, we isolated the presumptive knee joint from E13.5 and E14.5 mouse embryos and performed single-cell RNA sequencing (scRNA-seq) (fig. S1A). 

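Single-cell RNA-seq counts mRNA molecules in many separately barcoded cells. Each molecule carries a unique molecular identifier (UMI), so that copies made by PCR are counted once, and with this kit the UMIs are read from the 3' ends of transcripts. For the control embryos without Cre, 1 library was made at E13.5 and 1 at E14.5. The authors called the cells and counted the UMIs per gene with Cell Ranger, and they deposited these counts without normalization. The E13.5 library held 12769 cell barcodes with 100344565 UMIs, and the E14.5 library held 9707 with 84188147. Cells with 200 to 6000 detected genes and at most 10% mitochondrial counts were kept, as in the methods. This left 12446 cells with a median of 6176.5 UMIs and 2422 genes at E13.5, and 9305 cells with a median of 7279 UMIs and 2563 genes at E14.5. Doublets were not removed, because the methods describe no such step.

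The kept cells of both libraries were integrated and clustered at a resolution of 0.3, which was chosen here because the paper's text gives none. Clusters were named by known marker genes, and the names carry the suffix "-like". The genes chosen beforehand for report, other than those markers, were left out of the features used for clustering. For each cell class, the UMIs were summed over its cells in each library and scaled to the same total, as CPM. Each age has a single library, so the values have no replicate check and no test between conditions was made. The 95% intervals given with the values are exact intervals of the counts and cover counting error only. Of the gene identifiers in the files, 32235 (99.85%) matched the GENCODE M21 annotation of GRCm38. That annotation gives the coordinates printed here, since neither the paper's text nor the files name the genome build. The embryos pooled at E13.5 were of both sexes, with Xist UMIs in 64.7% of the cells and Y-linked UMIs in 18.4%. At E14.5 the corresponding shares were 0.172% and 65.9%.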

Initial integrated analyses of data from the two time points identified a total of nine clusters, including minor populations of endothelial cells, erythrocytes, skeletal muscle cells, and neuronal cells (Fig. 1, A and B). 

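At a resolution of 0.3, the cells of both control libraries fell into 12 clusters, of which 10 could be named by their markers. Skeletal muscle-like cells numbered 782 at E13.5 and 251 at E14.5, erythroid-like cells 137 and 88, endothelial-like cells 82 and 50, macrophage-like cells 60 and 89, and glial or neuronal-like cells 26 and 10. A further cluster of 1060 and 416 cells could not be named. Its median depth was 866.5 UMIs at E13.5 and 836.5 at E14.5, far below the 6176.5 and 7279 of all kept cells. Macrophage-like cells were also shallow, at 1000 and 1551 UMIs. The chondrocyte-, fibroblast-, osteogenic- and interzone-like clusters, together with the remaining unnamed cluster beside them, held 82.7% of the kept cells at E13.5 (95% exact binomial interval 82.1 to 83.4) and 90.3% at E14.5 (89.7 to 90.9).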

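In the clustering of all cells, chondrocyte-like clusters were recognized by 8 markers, among them Col2a1, Acan and Matn1, and fibroblast-like clusters by 6, among them Col1a1, Col1a2 and Col3a1. Of the clusters obtained, 2 were chondrocyte-like. The larger held 1603 cells at E13.5 and 3177 at E14.5, and the other held 1227 and 1735. The fibroblast-like cluster made up 20.6% of the kept cells at E13.5 (19.9 to 21.3) and 8.18% at E14.5 (7.63 to 8.75).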

Most of the cells were closely clustered together including three groups of chondrocytes (#1, 2, and 6) expressing high levels of *Col2a1*, *Acan* and *Matn1*, and fibroblasts (#0) enriched for *Col1a1*, *Col1a2*, and *Col3a1* (Fig. 1, A and B). 

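A single cluster scored as interzone-like by the markers Gdf5, Osr2, Sfrp2, Creb5 and Tgfbi. The score is the mean over these genes of the cluster's CPM relative to the highest CPM among the clusters, and it reached 1.0. The cluster held 1152 cells at E13.5, or 9.26% of the kept cells (8.75 to 9.78), and 1017 cells at E14.5, or 10.9% (10.3 to 11.6). A neighboring cluster of 2206 and 1247 cells, or 17.7% and 13.4%, scored 0.434 for interzone and 0.413 for fibroblast. It stayed unnamed because a score of at least 0.5 was required, a limit that was set after the scores had been seen.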

Cluster 4, nestling between the fibroblasts and chondrocytes, uniquely expressed *Gdf5*, together with *Osr2*, *Sfrp2*, *Creb5*, and *Tgfbi*, and therefore represented interzone cells (Fig. 1, A and B) (*25*). To uncover additional heterogeneity, we reclustered the chondrocytes, fibroblasts, and interzone cells, and again yielded a single cluster of interzone cells (#1), three clusters (#0, 4, and 5) of chondrocytes, a fibroblast population (#2), but also a group of osteogenic cells (#3) expressing the most *Runx2* (Fig. 1, C and D). 

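Clustering the skeletal cells again, 10299 at E13.5 and 8401 at E14.5, gave 6 clusters. The interzone-like cluster held 1100 cells at E13.5, which was 10.7% of the skeletal cells (10.1 to 11.3), and 962 cells at E14.5, which was 11.5% (10.8 to 12.2). The chondrocyte-like clusters, again 2 in number, together held 2436 cells at E13.5 and 4809 at E14.5. The fibroblast-like cluster numbered 2478 and 740 cells, and the osteogenic-like cluster 2082 and 691. The remaining cluster scored 0.454 for interzone and 0.428 for fibroblast and was left unnamed. It held 21.4% of the skeletal cells at E13.5 (20.6 to 22.2) and 14.3% at E14.5 (13.53 to 15.0).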

Trajectory analyses indicated that the interzone cells were more closely related to chondrocyte cluster 0 than the fibroblasts or osteogenic cells and could theoretically be derived from the chondrocytes (Fig. 1E). 

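Similarity between cell groups was measured here by the Pearson correlation of log2(CPM + 1) profiles within each library, over the genes with at least 10 CPM in any group. These correlations run across genes, which are not independent replicates, and they give no direction of descent. At E13.5, over 9401 genes, the interzone-like profile correlated at 0.951 with chondrocyte-like cluster 0, at 0.911 with all chondrocyte-like cells, at 0.910 with osteogenic-like cells and at 0.896 with fibroblast-like cells. The other chondrocyte-like cluster, whose leading genes include Ihh, lay lowest at 0.864. At E14.5, over 9419 genes, the correlation was 0.914 with cluster 0, 0.901 with osteogenic-like cells, 0.896 with all chondrocyte-like cells and 0.873 with fibroblast-like cells. The unnamed cluster that scored for both interzone and fibroblast was nearly as close as cluster 0 at E13.5, at 0.9504, and closer at E14.5, at 0.957. The order depended on the clustering. With the same E14.5 control cells clustered together with the mutants, over 9564 genes, the chondrocyte-like cluster 0 stood at 0.9136, below tendon-like (0.931), osteogenic-like (0.920) and fibroblast-like cells (0.9143). Without the cell type markers, in the clustering of the controls, the value for cluster 0 was 0.952 at E13.5 and 0.917 at E14.5.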

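For gene-level comparisons, the UMIs of the 1100 interzone-like cells at E13.5, 6874870 in all, were set against those of the other 9199 skeletal cells of the same library. At E14.5 the 962 interzone-like cells had 6094295 UMIs. Because the cells of 1 library are not replicates, no count of changed genes was made. The copy of table S1 used here could be read in part, with 464 rows, of which 247 listed a higher level in interzone cells. The list was therefore used only to look up single genes and in no overlap or enrichment test.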

Analyses of differentially expressed genes (DEGs) showed that 261 genes were significantly enriched in the interzone cells compared to the other clusters as a whole (table S1). 

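Gas1 lies on chromosome 13 of GRCm38 from 60174405 to 60177365. Its level at E13.5 was 1566 CPM in interzone-like cells and 325 CPM in the other skeletal cells, a log2 ratio of 2.27 (95% interval 2.23 to 2.30). Htra1, on chromosome 7 from 130936111 to 130985660, had 210.5 against 39.6 CPM, a log2 ratio of 2.41 (2.32 to 2.50). For Sulf1, on chromosome 1 from 12692277 to 12861192, the log2 ratio was 2.22 (2.16 to 2.29), and for Ier3, on chromosome 17 from 35821684 to 35822923, it was 2.25 (2.19 to 2.32). Ier3 is also an immediate-early gene of the kind that enzymatic dissociation can induce. Tm4sf1, on chromosome 3 from 57285611 to 57301988, stood furthest apart, with 310.0 against 21.3 CPM and a log2 ratio of 3.87 (3.77 to 3.96). At E14.5 the log2 ratios were 2.63 for Gas1, 3.01 for Htra1, 2.80 for Sulf1, 1.51 for Ier3 and 3.75 for Tm4sf1. All 10 ratios kept their sign under every alternative. The largest move came from merging the E14.5 and E13.5 libraries without integration, under which the E14.5 ratio of Tm4sf1 was 1.37.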

Among the top 10 most enriched are *Gas1*, *Htra1*, *Sulf1*, *Ier3*, and *Tm4sf1* that have not been previously studied in interzone cells (Fig. 1F). Also enriched were multiple genes in the core glycolysis pathway including *Ldha*, *Aldoa*, *Pkm*, *Eno1*, and *Gapdh* (table S1). 

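At E13.5, Ldha (chromosome 7 of GRCm38, 46841475 to 46855627) reached 1904 CPM in interzone-like cells and 911 CPM in the other skeletal cells, a log2 ratio of 1.06 (95% interval 1.04 to 1.09). The ratio was 1.18 for Aldoa (1.15 to 1.22), 0.91 for Pkm (0.88 to 0.95), 1.12 for Eno1 (1.07 to 1.16) and 0.58 for Gapdh (0.56 to 0.60). At E14.5 the same genes had smaller ratios of 0.48, 0.50, 0.67, 0.31 and 0.21. Which cells were counted as interzone-like mattered for these values. With the unnamed neighboring cluster counted as interzone-like, an alternative chosen after seeing the data, the ratios at E13.5 lay between 0.17 for Gapdh and 0.25 for Ldha. At E14.5 the ratios of Ldha, Aldoa, Eno1 and Gapdh fell below 0 under this alternative, to as low as -0.29 for Eno1. Cells with a Gdf5 UMI, set against skeletal cells with none, gave -0.24 for Eno1 and -0.03 for Ldha at E14.5. Some of these genes have near-identical copies in the genome, Eno1b for Eno1 among them, and how reads shared with such copies were counted is not stated, which leaves their levels uncertain.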

Overall, scRNA-seq uncovered emergent interzone cells at different stages of development in the primordial knee joint of mouse embryos.

**Fig. 1.**
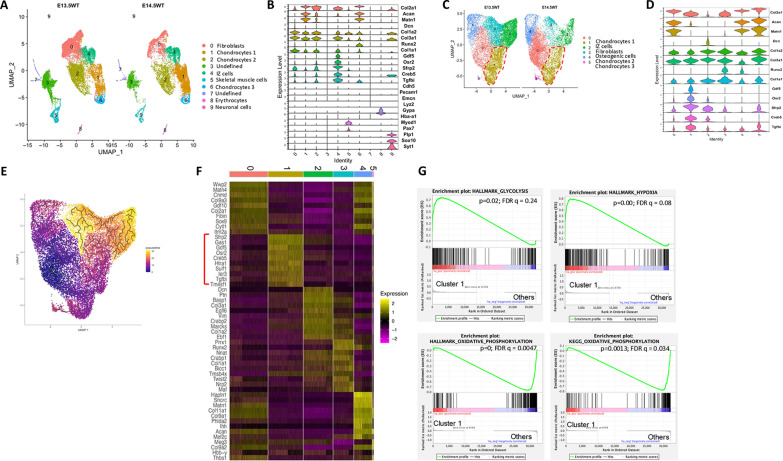
scRNA-seq identifies interzone cells in mouse embryonic knee joint primordia. (**A**) scRNA-seq uncovers diverse cell types in knee joint primordia of E13.5 versus E14.5 mouse embryos. IZ cells, interzone cells. (**B**) Violin plots of select marker genes for each cluster. (**C**) Reclustering of chondrocytes, fibroblasts, and interzone cells as identified in (A). The clusters are further analyzed in (D) to (H). (**D**) Violin plots of select marker genes for each cluster. (**E**) Monocle trajectory analysis with chondrocyte cluster 0 as origin. (**F**) Heatmap of top 10 DEGs enriched in each cluster. Red bracket denotes top genes in interzone cell cluster 1. (**G**) GSEA plots showing enrichment of glycolysis and hypoxia pathways but decrease in OXPHOS in interzone cells over all other clusters.

To gain further insights into the interzone cell cluster, we performed gene set enrichment analysis (GSEA) with the scRNA-seq data above. 

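The HALLMARK and KEGG collections and GSEA were not used here. In their place, lists of genes written before the data were examined were summarized by the median of their log2 ratios between interzone-like cells and the other skeletal cells of the same library. Genes with at least 10 UMIs in either group were used. Each median was placed among the medians of 10000 random lists of the same size, drawn to match the list's distribution over 10 classes of mean expression. The resulting percentile describes these libraries and is not a test across embryos. On data simulated from the E13.5 comparison of interzone-like with other skeletal cells, with 21755 genes, a list of 16 genes shifted by 0.3 was found at 0.317.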

Compared with the other cell clusters, the interzone cells exhibited significant (*P* < 0.05 and *q* < 0.25) enrichment of seven HALLMARK pathways and suppression of five HALLAMRK pathways (fig. S1, B and C). Notably, hypoxia and glycolysis pathways were enriched, whereas oxidative phosphorylation (OXPHOS) was suppressed in the developing interzone cells (Fig. 1G). 

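At E13.5 the 16 genes of the glycolysis list, which encode the enzymes from hexokinase to lactate dehydrogenase, had a median log2 ratio of 0.93 between interzone-like and other skeletal cells, and 14 of the 16 were higher. This was above all 10000 matched random lists, 95% of which lay between -0.20 and 0.14. The hypoxia list of 38 HIF target genes, which shares no gene with the glycolysis list, had a median of 1.00, also above all random lists, with 34 genes higher. The 75 nuclear OXPHOS genes had a median of -0.22, below all random lists, and 5 of them were higher. Counting the unnamed cluster nearest to interzone as interzone-like moved the glycolysis median at E13.5 the most, to 0.20.

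At E14.5 the glycolysis median was 0.36 (percentile 99.7), the hypoxia median 0.55 (percentile 100) and the OXPHOS median -0.03 (percentile 13.1), so that the OXPHOS list lay within the range of the random lists. Scaling with TMM factors in place of total UMIs shifts all ratios of this comparison by -0.16, and relative to that shift the medians were 0.21, 0.39 and -0.19. The sign of the glycolysis median at E14.5 depended on how the interzone-like cells were chosen. When the same E14.5 cells were clustered together with the E14.5 mutant libraries, which placed 1765 cells in the interzone-like cluster, the median was -0.10 and its percentile 5.26. It was also below 0 at a resolution of 0.15, at -0.14 (percentile 1.34), and when cells with a Gdf5 UMI were set against skeletal cells with none, at -0.09. The hypoxia median stayed above 0 at both ages under every alternative, and was lowest at E14.5 with the libraries merged without integration, at 0.13, where it lay within the random lists (percentile 58.4). The paper reasons from the enrichment of the hypoxia and glycolysis pathways and the suppression of OXPHOS that glycolysis is increased in the developing interzone. It then tests this with Glut1 protein staining, uptake of a glucose analog, glucose consumption and lactate production, none of which is measured by these RNA counts.

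**Figure D1:**
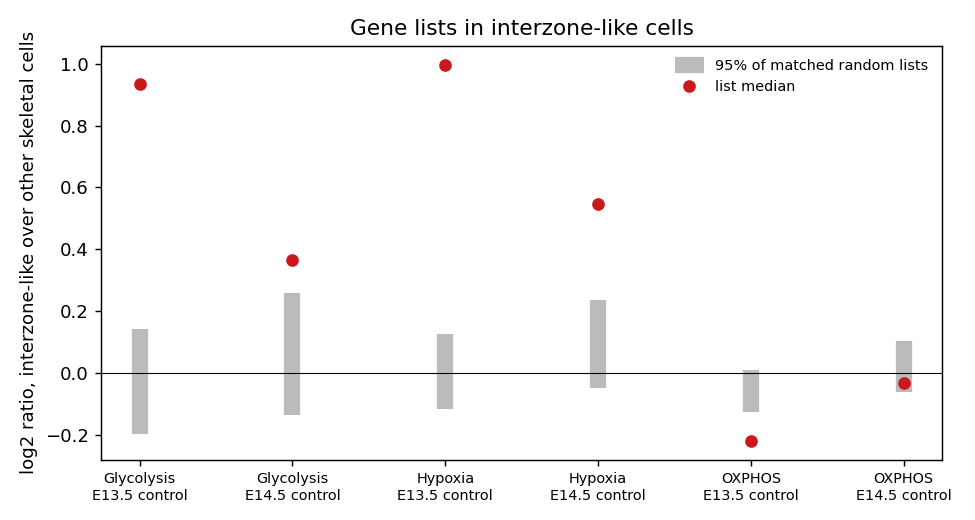
Median log2 ratio of each gene list between interzone-like cells and the other skeletal cells of the E13.5 and E14.5 control libraries (red), with the range of 95% of the matched random lists (grey). The glycolysis and hypoxia medians lie above the grey ranges at both ages in this clustering, and the OXPHOS median lies below its range at E13.5 only.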

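Nuclear OXPHOS genes encode subunits of the respiratory chain and ATP synthase. Set against chondrocyte-like cells alone, their median in interzone-like cells was -0.15 at E13.5 (percentile 1.20) and -0.007 at E14.5 (percentile 36.0). The 13 protein genes of the mitochondrial genome, which were kept as a list of their own, had a median of -0.11 at E13.5 against all other skeletal cells (percentile 30.4), with 3 genes higher. Their median was -0.002 at E14.5 (percentile 44.3). For the OXPHOS list at E14.5 the sign changed under several alternatives, with the highest value, 0.18, when the libraries were merged without integration.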

GSEA analyses also identified OXPHOS among the six Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways significantly reduced in the interzone cells but no enrichment of KEGG pathways (fig. S1D). 

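Chondrocyte-like cells were also taken as the only comparison for glycolysis. At E13.5 the glycolysis median in interzone-like over chondrocyte-like cells was 0.36 (percentile 99.8), with 13 of 16 genes higher, among them Ldha at 0.32, Aldoa at 0.55, Pkm at 0.54 and Eno1 at 0.39. Hk2, which encodes hexokinase 2 and lies on chromosome 6 of GRCm38 from 82725025 to 82774454, was lower, with 33.2 CPM against 69.5 CPM and a log2 ratio of -1.07 (-1.27 to -0.86). At E14.5 the median over chondrocyte-like cells was 0.18 and within the range of the random lists (percentile 83.3). Ldha was then higher by 0.25 and Pkm by 0.49, and Eno1 at 0.03 (-0.06 to 0.12) did not differ beyond counting error. With the E14.5 control cells clustered together with the mutants, the median over chondrocyte-like cells was -0.26 (percentile 0.290), and 2 of the 16 genes were higher.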

The results therefore identify increased glycolysis as a prominent feature of developing interzone cells compared to the neighboring cells including chondrocytes.

We next sought to verify the up-regulation of glycolysis in the developing interzone. Glut1 is the predominant glucose transporter in chondrocytes (*21*). 

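Glut1 is encoded by Slc2a1, on chromosome 4 of GRCm38 from 119108711 to 119137983. At E13.5 its level was 73.5 CPM in interzone-like cells (95% Poisson interval 67.2 to 80.2) and 93.2 CPM in chondrocyte-like cells (89.2 to 97.4), a log2 ratio of -0.34 (-0.49 to -0.20). At E14.5 it was 53.2 CPM in interzone-like cells and 85.5 CPM in chondrocyte-like cells, a log2 ratio of -0.69 (-0.85 to -0.52). Against all other skeletal cells the ratio was 0.58 at E13.5 (0.45 to 0.72) and -0.38 at E14.5 (-0.54 to -0.21). The E13.5 value became -0.36 when the unnamed neighboring cluster was counted as interzone-like and -0.29 at a resolution of 0.15. Slc2a3, which encodes Glut3, had few UMIs at E13.5, with 7.42 CPM in interzone-like cells (51 UMIs) and 3.85 CPM in chondrocyte-like cells (82 UMIs).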

Although scRNA-seq did not identify a significant increase of Glut1 mRNA in interzone cells over chondrocytes, immunostaining showed that Glut1 protein was up-regulated in the presumptive knee joint at both E12.5 and E13.5 (Fig. 2A). The increase of Glut1 was maintained in the developing articular cartilage and cruciate ligaments at E14.5 and E15.5 (Fig. 2B). Glut3, on the other hand, was expressed at similar levels in incipient interzone cells and chondrocytes at E12.5 and E13.5 but increased in articular cartilage and ligaments at E14.5 and E15.5 (Fig. 2, A and B). We next assessed glucose uptake ex vivo by incubating hindlimb explants isolated from E13.5 embryos without skin and soft tissues in a solution containing 2-[N-(7-nitrobenz-2-oxa-1,3-diazol-4-yl) amino]-2-deoxy-D-glucose (2-NBDG), a fluorescently labeled nonmetabolizable analog of glucose. The results showed a stronger signal in the presumptive joint region than the adjacent cartilage (fig. S1E). Last, to examine glycolysis directly, we isolated cells from the knee joint primordia and neighboring cartilage from E13.5 embryos. By using embryos with the genotype of *Gdf5Cre;Ai9*, we determined that approximately 40% of the isolated joint cells were tdTomato^+^ and therefore of the *Gdf5* lineage. During the brief culture period of in vitro testing, the joint cells consumed significantly more glucose and produced more lactate than the chondrocytes (Fig. 2C). Thus, both expression and functional studies support a more active glycolytic state in developing interzone cells than chondrocytes.

**Fig. 2.**
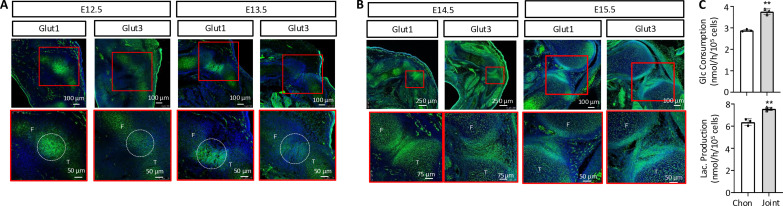
Interzone cells are enriched with Glut1 and Glut3 proteins and are highly glycolytic. (**A** and **B**) Immunofluorescence staining for Glut1 and Glut3 on frozen sections of hindlimbs. Dotted circles denote presumptive joint region. Boxed regions in lower magnification images were amplified at a higher magnification. (**C**) Glucose consumption and lactate production by knee joint primordial cells versus adjacent chondrocytes (Chon) from E13.5 hindlimbs. F, femur; T, tibia. **P < 0.01, *n* = 3, Student’s *t* test. Error bars: SD.

### Glut1 and Glut3 deletion disrupts interzone formation

To determine the role of glycolysis in interzone formation, we deleted *Glut1* and *Glut3* in preskeletal limb mesenchyme with *Prx1Cre*, which becomes fully effective in the limb bud as early as E10.5, before the formation of mesenchymal condensations and cartilage anlagen (*26*). Whole-mount skeletal staining with alcian blue and alizarin red showed that newborn pups with one intact *Glut1* allele and no *Glut3* (*Prx1Cre;Glut1*^*f/+*^*;Glut3*^*f/f*^) were relatively normal, but those with one intact *Glut3* allele and no *Glut1* alleles (*Prx1Cre;Glut1*^*f/f*^*;Glut3*^*f/+*^) had notably shortened limb skeletal elements, especially the stylopods (femur or humerus) and zeugopods (tibia or radius/ulna) (Fig. 3A). The limbs were further reduced in *Prx1Cre;Glut1*^*f/f*^*;Glut3*^*f/f*^ double conditional knockout (DCKO) mice (Fig. 3A). Measurements of the femur confirmed that both the total length and the mineralized region were significantly reduced in both *Prx1Cre;Glut1*^*f/f*^*;Glut3*^*f/+*^ and DKO mice, but not in the *Prx1Cre;Glut1*^*f/+*^*;Glut3*^*f/f*^ littermates (fig. S2A). The findings not only confirm the essential role of *Glut1* in embryonic skeletal growth as previously reported but also uncover a role for *Glut3* when *Glut1* is absent (*21*).

**Fig. 3.**
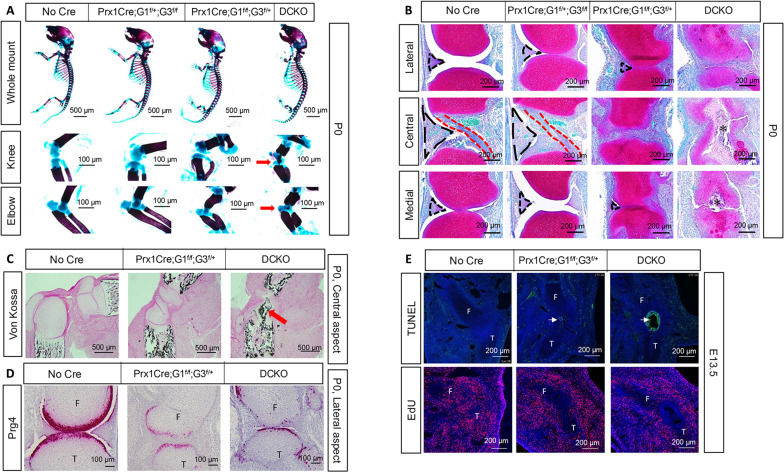
Deletion of *Glut1* and *Glut3* causes severe joint malformation. (**A**) Whole-mount skeletal staining at P0. Red arrows denote defects in knee and elbow joints. (**B**) Safranin O staining of sections through various planes of knee joints at P0. Black dashed line: meniscus; red dashed line: ligament. *: dead tissue. (**C**) Von Kossa staining of central sections through the knee joint. Red arrow: ectopic mineralization. (**D**) RNAscope of Prg4 on lateral sections of the knee. (**E**) EdU and TUNEL staining on knee sections at E13.5. White arrow denotes dead cells. G1, *Glut1*; G3, *Glut3*; DCKO, *Prx1Cre;Glut1*^*f/f*^*;Glut3*^*f/f*^. F, femur; T, tibia.

Besides limb shortening, skeletal staining revealed defects at both knee and elbow joints in the mutant mice. Most notably, the DCKO mice failed to show clear separation between the stylopod and the zeugopod, but instead displayed ectopic mineralization in the presumptive joint region (Fig. 3A, red arrows). Staining of serial sections with Safranin O confirmed that the knee joint in the *Prx1Cre;Glut1*^*f/+*^*;Glut3*^*f/f*^ embryo was largely normal, but the one in *Prx1Cre;Glut1*^*f/f*^*;Glut3*^*f/+*^ mutants had only residual menisci and no cruciate ligament, with abnormally narrow separation between the femur and the tibia along the central plane of section (Fig. 3B). In the DCKO mice, no menisci were present and the cartilage elements remained connected at the central aspect of the prospective knee, with apparently dead tissue in the middle (Fig. 3B). Histological examination of the femur also revealed normal development in the *Prx1Cre;Glut1*^*f/+*^*;Glut3*^*f/f*^ newborn mice but profound shortening and disorganization of cartilage and bone in the *Prx1Cre;Glut1*^*f/f*^*;Glut3*^*f/+*^ or DCKO littermates (fig. S2B). Therefore, for subsequent analyses, we focused on the comparison between control and *Prx1Cre;Glut1*^*f/f*^*;Glut3*^*f/+*^ or DCKO mice. Von Kossa staining showed that the dead tissue in the knee of DCKO mice was mineralized, thus explaining the ectopic alizarin red staining observed earlier in the whole-mount skeletal preparation (Fig. 3C). Additional defects were observed in the articular cartilage of both *Prx1Cre;Glut1*^*f/f*^*;Glut3*^*f/+*^ and DCKO neonates, as RNAscope detected only weak signals of *Prg4* mRNA, in contrast to the robust expression in the normal articular chondrocytes (Fig. 3D). Severe joint defects were also observed at the elbow of *Prx1Cre;Glut1*^*f/f*^*;Glut3*^*f/+*^ and DCKO mutants even though segmentation of the skeletal elements appeared to have occurred (fig. S2C, upper panel). The phalange joints were virtually normal in either mutant, indicating site specificity of the dependence on *Glut1* and *Glut3* in synovial joint development (fig. S2C, lower panel). Overall, the data demonstrate a crucial role for glucose uptake in the development of knee and elbow joints.

We next determined the effect of Glut deletion on cell viability and proliferation. Terminal deoxynucleotidyl transferase–mediated deoxyuridine triphosphate nick end labeling (TUNEL) staining at E13.5 detected extensive cell death at the center of the presumptive knee joint in the DCKO mutant and also a few dead cells in the *Prx1Cre;Glut1*^*f/f*^*;Glut3*^*f/+*^ littermate but none in the wild-type embryo (Fig. 3E, upper panel). Similarly, cell death was notable in the knee at E16.5 or the elbow at E13.5 of the DCKO mutant (fig. S2D). On the other hand, EdU staining showed that cell proliferation in both the cartilage anlagen and the presumptive interzone was drastically reduced in the *Prx1Cre;Glut1*^*f/f*^*;Glut3*^*f/+*^ and DCKO mutants compared to the control (Fig. 3E, lower panel). A proliferation defect in growth plate chondrocytes was also observed at E16.6 in the two mutants but not in *Prx1Cre;Glut1*^*f/+*^*;Glut3*^*f/f*^ littermates (fig. S3, A and B). Thus, glucose uptake via Glut1 and Glut3 is essential for proliferation of both chondrocytes and prospective interzone cells but is uniquely required for survival of the latter.

### Glut1 and Glut3 deficiency impairs interzone genesis

To gain molecular insights into the defects in joint formation caused by *Glut1/3* deletion, we performed comprehensive RNAscope analyses for *Gdf5* mRNA, a classic marker for both developing and established interzone cells, during the early stages of joint development. At E12.5, *Gdf5* mRNA demarcated the segmentation between the femur and tibia anlagen in controls and the level remained relatively normal in *Prx1Cre;Glut1*^*f/f*^*;Glut3*^*f/+*^ embryos (Fig. 3A). In the DCKO embryo, however, *Gdf5*-positive cells were largely absent along the prospective interzone area but were present in the immediately surrounding tissues, indicating a failure in interzone formation (Fig. 4A). On the other hand, *Col2a1* was abundant in most cells in the E12.5 DCKO presumptive joint region, except for a small cluster of likely dead cells at the center (Fig. 4A). Given their incipient nature at this stage, the newly emerging interzone cells in the control and *Prx1Cre;Glut1*^*f/f*^*;Glut3*^*f/+*^ embryos continued to express *Col2a1* (Fig. 4A). By E13.5, the interzone was further defined in the control, as indicated by the loss of *Col2a1* expression and increase in *Gdf5* expression (Fig. 4B). However, such changes did not occur in the *Prx1Cre;Glut1*^*f/f*^*;Glut3*^*f/+*^ embryos, which maintained strong *Col2a1* expression in the prospective interzone, whereas *Gdf5* mRNA was detected in fewer cells and more scattered than normal (Fig. 4B). The scattered pattern of *Gdf5*^*+*^ cells was also observed in E13.5 *Prx1Cre;Glut1*^*f/f*^ single CKO mutants even though the overall number of those cells appeared to be relatively normal, thus likely representing a less severe phenotype than that in *Prx1Cre;Glut1*^*f/f*^*;Glut3*^*f/+*^ embryos (fig. S3C). Most notably, *Gdf5* expression was virtually lost in the DCKO embryo, with only residual levels remaining at the periphery of the presumptive joint, whereas the center was occupied by dead cells (Fig. 4B). The defects in the *Prx1Cre;Glut1*^*f/f*^*;Glut3*^*f/+*^ embryo became more obvious at E14.5 when the center of the presumptive interzone failed to express *Gdf5* and showed signs of cell death reminiscent of, but less severe than, that in the DCKO mutant (Fig. 4C). Similarly, regarding the elbow joint of E13.5 embryos, the interzone in *Prx1Cre;Glut1*^*f/f*^*;Glut3*^*f/+*^ mutants was less developed than that in the control as indicated by the abnormal retention of *Col2a1* expression, whereas the prospective interzone in DCKO mutants was replaced by a zone of extensive cell death (Fig. 4D). The data therefore uncover an essential role for *Glut1/3* and glucose uptake at the early stages of interzone determination and formation.

**Fig. 4.**
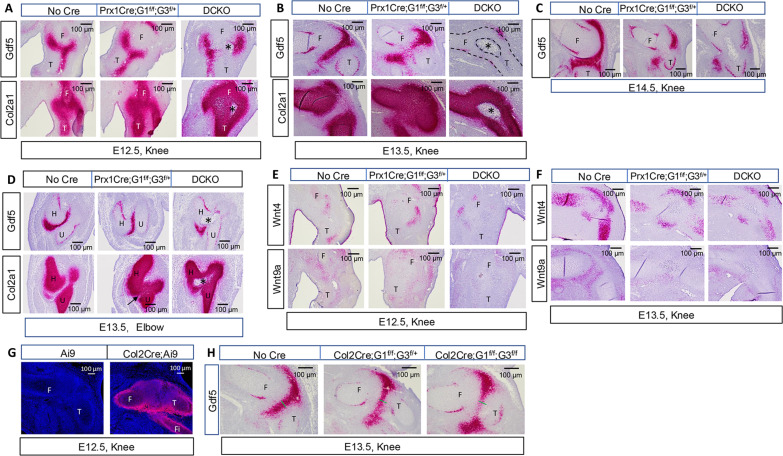
*Glut1/3* deletion disrupts interzone formation. (**A** to **D**) RNAscope for *Gdf5* and *Col2a1* on knee [(A) to (C)] or elbow (D) sections of *Prx1Cre*-mediated *Glut1/3* deletion mutants versus controls at E12.5 (A), E13.5 [(B) and (D)] and E14.5 (C). *: cell death area. (**E** and **F**) RNAscope for *Wnt4* and *Wnt9a* on knee sections at E12.5 (E) or E13.5 (F). (**G**) Confocal images of hindlimb sections showing red fluorescence in skeletal elements and knee joint primordia of *Col2-Cre;Ai9* but not *Ai9* embryos. (**H**) RNAscope of *Gdf5* on knee sections of *Col2Cre*-mediated *Glut1/3* deletion mutants versus controls at E13.5. Green line denotes normal height of developing interzone in the control embryo. G1, *Glut1*; G3, *Glut3;* DCKO, *Prx1Cre;Glut1*^*f/f*^*;Glut3*^*f/f*^. F, femur; T, tibia; H, humerus; U, ulna; Fi, fibula.

Additional markers for early joint development were evaluated with RNAscope. *Wnt4* and *Wnt9a* expression progressively marked the peripheral joint tissues and the articular surface, respectively, in the control embryo from E12.5 to E13.5 (Fig. 4, E and F). Although *Wnt4* exhibited a relatively normal pattern in the *Prx1Cre;Glut1*^*f/f*^*;Glut3*^*f/+*^ or DCKO embryo, Wnt9a expression was not detected in the presumptive joint of either mutant at E12.5 or E13.5 (Fig. 4, E and F). Overall, the data indicate that disruption of glucose uptake via Glut1 and Glut3 in the precursors of interzone cells prevents interzone formation and subsequent joint tissue development.

As *Prx1Cre* targeted all limb mesenchymal cells, the joint defects above could potentially be due to non–cell-autonomous effects on the interzone. As the first and main cohort of interzone cells originated from chondrocytes, we tested the potential direct effect by deleting *Glut1/3* in chondrocytes with *Col2Cre*. Analysis with the *Ai9* reporter mouse confirmed that all presumptive joint cells at E12.5 were of the *Col2* lineage (Fig. 4G). Double deletion of *Glut1* and *Glut3* with *Col2Cre (Col2Cre;Glut1*^*f/f*^*;Glut3*^*f/f*^*)* markedly reduced the *Gdf5-*expressing emerging interzone cell population at the knee of E13.5 embryos, whereas partial deletion of *Glut1/3* (*Col2Cre;Glut1*^*f/f*^*;Glut3*^*f/+*^) resulted in a less severe but still noticeable reduction of the prospective interzone height (Fig. 4H). Consequently, by E18.5 the gene deletions led to a severe reduction of menisci in both mutants and to the absence of cruciate ligaments in the *Col2Cre;Glut1*^*f/f*^*;Glut3*^*f/f*^ but not *Col2Cre;Glut1*^*f/f*^*;Glut3*^*f/+*^ embryos (fig. S4). The results therefore support a direct role for the glucose transporters in interzone genesis and progression from chondrocytes.

We next sought to determine whether *Glut1* and *Glut3* continue to play a role after interzone cells are established. To this end, we chose to delete the transporters with *Gdf5Cre*, which, as previously reported, unlike the endogenous *Gdf5* expression in both developing and established interzone cells, elicits efficient recombination only from the three-layer interzone stage onward (e.g., E14.5 in the knee joint) (*27*). By crossing with the *Ai9* reporter mouse, we observed whole-body red fluorescence in a fraction of the progenies, indicating generalized Cre recombination in agreement with previous findings (*27*). In mice without the generalized Cre activity, *Gdf5Cre* was effective in targeting cells of the knee joint region at E14.5 and all knee joint structures at E18.5 (Fig. 5A). We therefore generated mice with *Gdf5Cre* deleting *Glut1* and *Glut3* while simultaneously activating *Ai9* expression and collected only mice without global red fluorescence for further analyses. In contrast to the deletions elicited by *Prx1Cre* or *Col2Cre*, deletion of both *Glut1* and *Glut3* with *Gdf5-Cre* did not overtly affect embryonic joint development, as indicated by the relative normalcy of knee joints at birth in *Gdf5Cre;Ai9;Glut1*^*f/f*^*;Glut3*^*f/+*^ or *Gdf5Cre;Ai9;Glut1*^*f/f*^*;Glut3*^*f/f*^ mice (Fig. 5B). However, at 2 months of age, articular cartilage of the lateral tibial condyle became notably thinner and flatter in both mutant mice than the control (Fig. 5C). The loss of articular cartilage was at least partly explainable by notable cell death among articular chondrocytes in both *Gdf5Cre;Ai9;Glut1*^*f/f*^*;Glut3*^*f/+*^ and *Gdf5Cre;Ai9;Glut1*^*f/f*^*;Glut3*^*f/f*^ mice, particularly clear in the tibial plateau as detected by TUNEL staining (Fig. 5D). It is currently unknown whether the cell death was secondary to the abnormal geometry of the tibial plateau that likely altered the distribution of mechanical force in the mutant knee. Furthermore, tissue damage to articular cartilage, reminiscent of that in OA, was observed in the medial tibial condyle of *Gdf5Cre;Ai9;Glut1*^*f/f*^*;Glut3*^*f/f*^ mice at 2 months of age (fig. S5). On the other hand, other joint tissues including cruciate ligaments and fat pads appeared to be largely normal in the mutants (fig. S5). Thus, *Glut1* and *Glut3* are dispensable for the survival and subsequent function of interzone cells once the cells become established but appeared to be necessary for the long-term maintenance of articular cartilage during postnatal life.

**Fig. 5.**
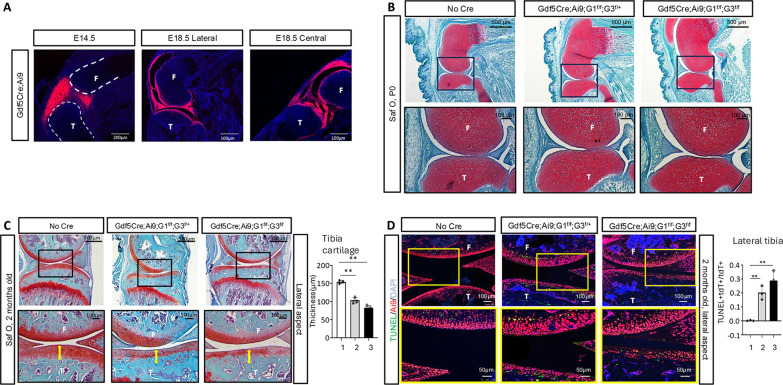
Deletion of *Glut1/3* with *Gdf5Cre* does not impede joint development but causes postnatal loss of articular cartilage. (**A**) Confocal fluorescent images of knee joint sections from *Gdf5Cre;Ai9* embryos. (**B** and **C**) Safranin O staining of knee sections from newborn (B) or 2-month-old mice (C) with genotypes as indicated. Boxed areas shown at higher magnification below. Double-headed arrows in (C) denote thinning of articular cartilage in tibial lateral condyle of mutant mice, with quantification shown to the right. (**D**) Confocal fluorescent images of knee joint sections from 2-month-old mice with genotypes as indicated. Red: *Gdf5-*lineage cells including articular chondrocytes; Green: TUNEL staining. Note increased dead articular chondrocytes (yellow nuclei) in the lateral tibia plateau of mutant mice, with quantification shown to the right. 1: No cre, 2: *Gdf5Cre; Ai9;G1*^*f/f*^*;G3*^*f/+*^, and 3: *Gdf5Cre;Ai9;G1*^*f/f*^*;G3*^*f/f*^. **P < 0.01, Student’s *t* test, *n* = 3 mice, one section from each mouse. Error bars: SD. F, femur; T, tibia.

### Tgfβ signaling pathway is down-regulated in Glut1- and Glut3-deficient interzone cells

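For E14.5, 1 library was made from each of the control, Prx1Cre;Glut1f/f;Glut3f/+ and DCKO embryos. In these conditional alleles loxP sites flank part of the gene, and Prx1Cre removes that part in limb mesenchyme but not in blood, endothelial or muscle cells. The authors deposited UMI counts per gene and cell for the mutants as for the controls. After the same filter of the cells, 11264 of 11690 cells remained in the Prx1Cre;Glut1f/f;Glut3f/+ library, with a median of 6757 UMIs, and 11305 of 11602 in the DCKO library, with a median of 6379. These were integrated and clustered together with the 9305 control cells, apart from the E13.5 cells. Log2 ratios between libraries come from UMIs summed over a cell class and have no replicates behind them. Xist UMIs were found in 92.2% of the cells of the library labelled Prx1Cre;Glut1f/f;Glut3f/+ and in 91.2% of those of the library labelled DCKO, and Y-linked UMIs in 0.0355% and 0.0265%. In the control of this age the shares were reversed, so that sex and genotype differed together between these libraries.

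The deleted genes were examined first. In skeletal cells, Slc2a1 (Glut1) had 67.6 CPM in the control, 364 CPM in the library labelled Prx1Cre;Glut1f/f;Glut3f/+ and 439 CPM in the library labelled DCKO. The log2 ratios to the control were 2.43 (95% interval 2.39 to 2.47) and 2.70 (2.66 to 2.74), so Slc2a1 UMIs were higher where the labels name its deletion. Averaging the CPM of single cells, the only alternative run for these ratios, gave 2.24 and 2.60. In chondrocyte-like cells the levels were 84.1, 399 and 454 CPM, and in non-skeletal cells 25.4, 57.2 and 96.5 CPM. The unnamed skeletal clusters together had 47.2, 797 and 835 CPM, the highest level of any class in both mutant libraries. They held 9027 of the 31030 Slc2a1 UMIs of skeletal cells in the library labelled Prx1Cre;Glut1f/f;Glut3f/+ and 8978 of 37466 in the library labelled DCKO. Slc2a3 (Glut3) was sparse, with 3.46, 4.22 and 2.44 CPM in skeletal cells. Its log2 ratio was 0.29 in the library labelled Prx1Cre;Glut1f/f;Glut3f/+ (0.05 to 0.53) and -0.51 in the library labelled DCKO (-0.78 to -0.24). In the former, interzone-like cells went the other way, at -0.77 (-1.51 to -0.06, from 50 to 26 UMIs). Chondrocyte-, fibroblast-, osteogenic- and tendon-like cells of that library lay within counting error. In the library labelled DCKO the ratio was -1.45 in chondrocyte-like cells (-1.95 to -0.97) and -1.41 in interzone-like cells (-2.56 to -0.42, from 50 to 10 UMIs). It was -1.17 in fibroblast-like cells (-2.31 to -0.14) and, within counting error, -0.61 in osteogenic-like cells (-1.40 to 0.17). Tendon-like cells went the other way, at 1.86 (0.96 to 2.86, from 13 to 51 UMIs), as did non-skeletal cells, at 2.32 (1.25 to 3.48), where macrophages held 24 of the 26 UMIs. The kit reads transcripts from their 3' ends, but the files hold no read positions. The last exon spans 119136246 to 119137983 on chromosome 4 for Slc2a1 and 122727809 to 122730140 on chromosome 6 for Slc2a3 in GRCm38. Which exons the alleles delete is not stated in the paper's text, so the counts do not show whether these UMIs came from recombined alleles. They therefore neither bear out nor contradict the labels.

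**Figure D2:**
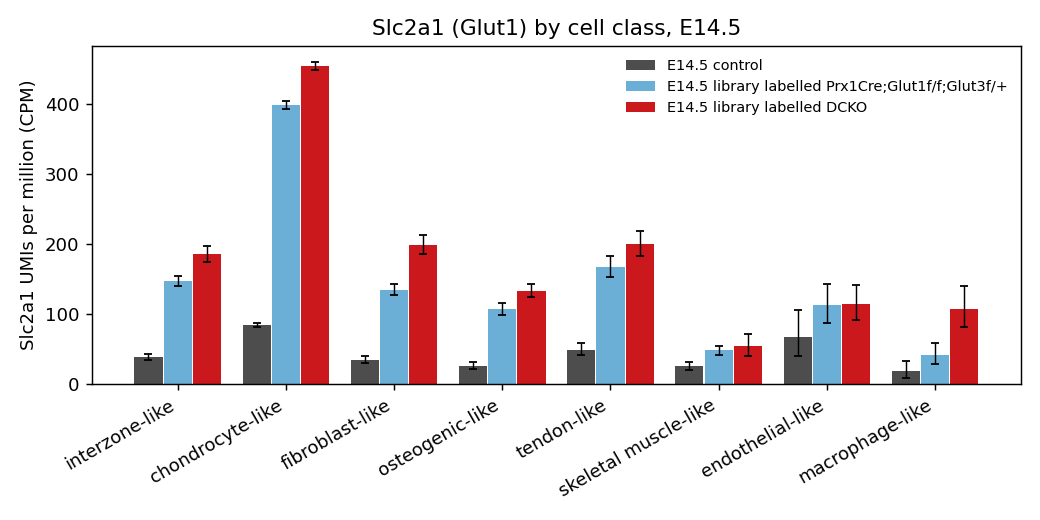
Slc2a1 level (CPM of summed UMIs, with 95% Poisson intervals) by cell class in the control library and the libraries labelled Prx1Cre;Glut1f/f;Glut3f/+ and DCKO at E14.5. The bars of both mutant libraries stand above the control bar in chondrocyte-, interzone-, fibroblast- and osteogenic-like cells. Unnamed skeletal clusters, where the level was highest in both mutant libraries, are not drawn.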

To gain mechanistic insights into the failure in interzone formation, we performed scRNA-seq with presumptive knee joint cells isolated from the *Prx1Cre;Glut1*^*f/f*^*;Glut3*^*f/+*^ or DCKO mutants versus control embryos (no Cre) at E14.5 (Fig. 6, A and B). 

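Clustering the skeletal cells of the 3 libraries together gave 10 clusters, of which 1 was interzone-like. It held 1765 of 8795 skeletal cells in the control, or 20.1% (95% exact binomial interval 19.2 to 20.9), 1693 of 10581 in the library labelled Prx1Cre;Glut1f/f;Glut3f/+, or 16.0% (15.3 to 16.7), and 1108 of 10970 in the library labelled DCKO, or 10.1% (9.54 to 10.7). Slc2a1 UMIs were higher in both mutant libraries, and such counts cannot show whether the labelled deletion took place. The share fell in the same order under every alternative. At a resolution of 0.6, which moved the control share the most, the values were 12.8%, 12.2% and 8.51%. Leaving the interzone markers out of the clustering features, a choice made after seeing the data, gave 21.5%, 17.7% and 12.0%. A further 1.74%, 1.54% and 1.76% of the skeletal cells lay in an unnamed cluster led by histone genes, which scored 0.450 for interzone. A larger unnamed cluster, led by Car9 and with a score of 0.486 for chondrocyte, held 3.12%, 14.7% and 16.1%, and an unnamed cluster of low depth held 1.80% in the control alone.

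Shares of cells with a Gdf5 UMI do not depend on clusters, but they depend on depth, so each cell was thinned to 2000 UMIs. Gdf5 lies on chromosome 2 of GRCm38 from 155941023 to 155945367. After thinning, 7.16% of the skeletal cells had a Gdf5 UMI in the control (6.62 to 7.74), 6.75% in the library labelled Prx1Cre;Glut1f/f;Glut3f/+ (6.26 to 7.26) and 3.20% in the library labelled DCKO (2.87 to 3.57). The first of these differences lies within counting error. Cells with fewer than 2000 UMIs, 518, 700 and 778 in number, were left out. Without thinning, the shares were 14.8%, 14.0% and 7.89%. In non-skeletal cells, which should lack Gdf5, thinned shares were 0.463%, 0.520% and 0.726%. Median depths were 7163, 6602 and 6362.5 UMIs in skeletal cells and 10756, 10897.5 and 7348 in non-skeletal cells.

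**Figure D3:**
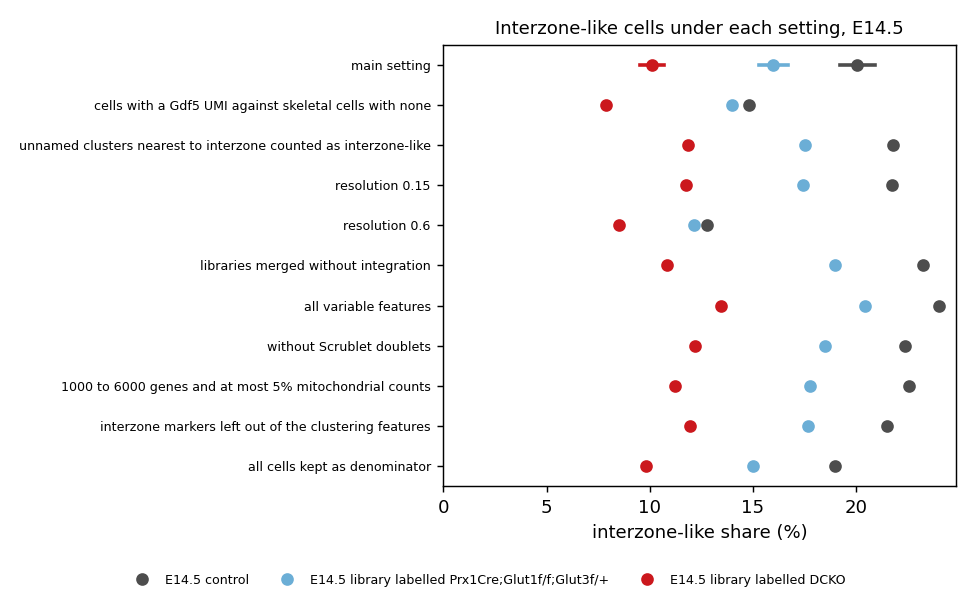
Share of skeletal cells in the interzone-like cluster at E14.5 for the control library and the libraries labelled Prx1Cre;Glut1f/f;Glut3f/+ and DCKO, with 1 dot per processing alternative and the main value with its 95% binomial interval. In each alternative the library labelled DCKO has the lowest share.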

Integrated analyses of the three datasets revealed that the percentage of Gdf5-expressing cells (cluster 2) was decreased from 23.5% in control (Ctrl) to 20% in *Prx1-Cre; Glut1*^*f/f*^*;Glut3*^*f/+*^ and 14.7% in DCKO (Fig. 6C). 

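A list of 54 genes of Tgfβ signaling was written here in place of the HALLMARK set. It was compared between interzone-like cells of the library labelled DCKO and of the control, with the reservation that Slc2a1 UMIs cannot show whether the labelled deletion took place. The median log2 ratio of the 52 genes with enough UMIs was -0.18, and 10 of them were higher. Matched random lists had a median of -0.09, with 95% of them between -0.17 and -0.01, and the list lay at percentile 1.16. In the library labelled Prx1Cre;Glut1f/f;Glut3f/+ the median was -0.19 (percentile 0.09). TMM factors moved the median for the library labelled DCKO the most, to -0.09, with no change in its percentile. At resolutions of 0.15 and 0.6, with the stricter filter of the cells and under both alternatives chosen after seeing the data, its percentile rose to between 2.63 and 13.2, within the range of 95% of the random lists. Chondrocyte-like cells of the library labelled DCKO had a median of -0.28 (percentile 0), so in that library the difference was not confined to interzone-like cells. In the library labelled Prx1Cre;Glut1f/f;Glut3f/+ the chondrocyte-like median was -0.09, within the random lists (percentile 33.6). Sex differed between these libraries and the control. Within the E13.5 library, the list in cells with Xist UMIs over those with Y-linked UMIs had a median of -0.08 in chondrocyte-like cells (percentile 0.35). In interzone-like cells that median was 0.007 (percentile 81.9).

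Tgfb2 lies on chromosome 1 of GRCm38 from 186622792 to 186705989. In the control libraries its level in interzone-like cells was 132 CPM at E13.5 and 111 CPM at E14.5, above Tgfb3 (27.9 and 56.8 CPM) and Tgfb1 (8.44 and 16.6 CPM). Against the other skeletal cells the log2 ratio of Tgfb2 was 0.07 at E13.5 (-0.03 to 0.17), which is within counting error, and 0.87 at E14.5 (0.75 to 0.99). With the unnamed neighboring cluster counted as interzone-like, the ratios were 0.72 and 1.61. In interzone-like cells of the library labelled DCKO, Tgfb2 had 137.9 CPM against 153 CPM in the control of the same clustering, a log2 ratio of -0.15 (-0.27 to -0.03). Over 11 alternatives this ratio ranged from -0.41 to 0.05, the latter with the libraries merged without integration. In the library labelled Prx1Cre;Glut1f/f;Glut3f/+ it was 0.14 (0.04 to 0.24). The paper concludes from these data and from staining of the joint that the failure in interzone formation correlates with diminished Tgfβ signaling in presumptive interzone cells.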

GSEA analysis revealed the Tgfβ pathway to be among the seven HALLMARK pathways being significantly down-regulated in the DCKO interzone cells compared to their normal counterparts (Fig. 6D and fig. S6A). scRNA-seq revealed that *Tgf*β*2* was not only significantly up-regulated in the developing interzone cells versus the other cells but also the highest expressed Tgfβ family gene there at E13.5 and E14.5 (table S1 and fig. S6B). Therefore, we examined *Tgf*β*2* expression in situ with RNAscope. Whereas *Tgf*β*2* was normally enriched in the primordial knee joint at E13.5, its expression was reduced to a small patch outside the dead zone in the DCKO sample (Fig. 6E). In addition, immunofluorescence staining showed that phosphorylation of Smad2, a readout for Tgfβ signaling and normally elevated in the knee joint over the neighboring cartilage at E13.5, was markedly reduced in both cartilage and the presumptive joint of DCKO embryos (Fig. 6E). Thus, the failure in interzone formation correlates with diminished Tgfβ signaling in presumptive interzone cells in vivo.

**Fig. 6.**
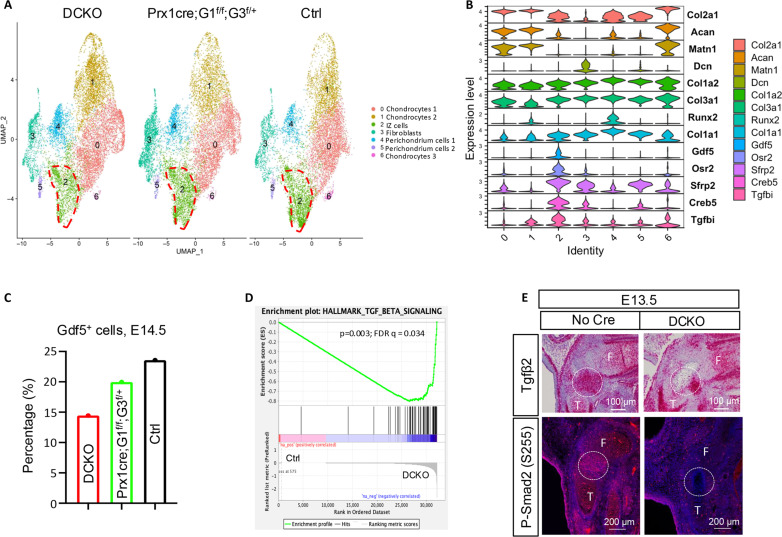
*Glut1/3* deletion suppresses Tgfβ signaling in *Gdf5*^*+*^ cells. (**A**) scRNA-seq of cells from joint regions of E14.5 embryos. DCKO, *Prx1Cre;Glut1*^*f/f*^*;Glut3*^*f/f*^. Red dashed lines denote *Gdf5*^*+*^ cells. (**B**) Violin plots of select marker genes for each cluster. (**C**) Relative abundance of interzone cells according to scRNA-seq. (**D**) GSEA reveals down-regulation of Tgfβ signaling pathway in *Gdf5*^*+*^ cells of DCKO versus Ctrl embryos. (**E**) RNAscope for *Tgf*β*2* (upper, dotted circles denote expression domain in joint region) and immunofluorescence for P-Smad2 (lower, dotted circles denote joint region) on knee sections at E13.5. Note the cell death in presumptive knee joint in DCKO samples. F, femur; T, tibia.

### Tgfβr2 deletion disrupts joint development

Impaired Tgfβ signaling upon *Glut1* and *Glut3* deletion prompted us to investigate the role of Tgfβ signaling in interzone formation. To this end, we deleted Tgfβr2, the obligatory type II receptor for all Tgfβ ligands, with *Prx1-Cre*. At E13.5, *Prx1Cre;Tgf*β*r2*^*f/f*^ mutants exhibited a narrower band of *Gdf5*-expressing interzone cells at the knee than normal (Fig. 7A). The reduced Gdf5 domain here was remarkably similar to that in the *Prx1-Cre;Glut1*^*f/f*^*;Glut3*^*f/+*^ (Fig. 4B) or the *Col2-Cre;Glut1*^*f/f*^*;Glut3*^*f/f*^ mutants (Fig. 4H). Also similar to the other mutants, the *Prx1Cre;Tgf*β*r2*^*f/f*^ embryos maintained a higher level of *Col2α1* expression in the presumptive interzone than normal (Fig. 7A). RNAscope also confirmed that *Tgf*β*r2* was normally enriched in the interzone but eliminated from the corresponding area in the *Prx1Cre;Tgf*β*r2*^*f/f*^ mutant (Fig. 7A). Moreover, histological sections at E18.5 revealed flattening of the articular surface along with absence of menisci and cruciate ligaments in the mutant knee (Fig. 7B). Confirming the defect in the articular cartilage, RNAscope showed that *Prg4* expression was virtually absent in the knee joint of *Prx1Cre;Tgf*β*r2*^*f/f*^ mouse (Fig. 7C). Thus, blocking Tgfβ signaling in the early limb mesenchymal progenitors, like deletion of *Glut1* and *Glut3*, impedes proper development of the interzone and its joint tissue derivatives.

**Fig. 7.**
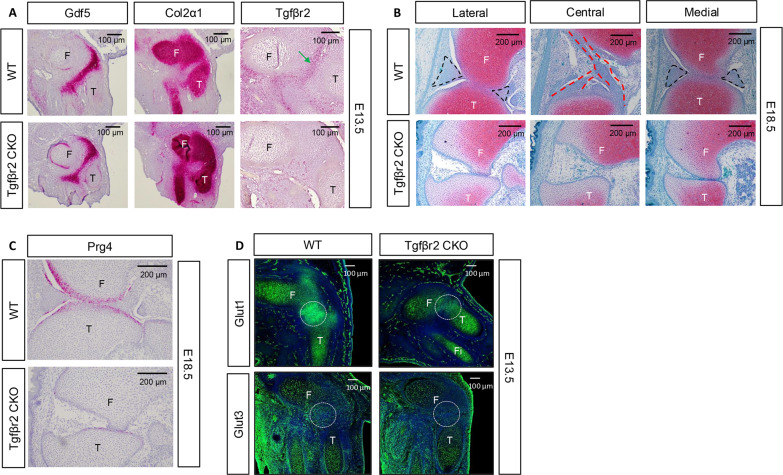
Deletion of Tgfβr2 disrupts interzone formation and knee joint development. (**A**) RNAscope on knee sections. Tgfβr2CKO: *Prx1Cre;Tgf*β*r2*^*f/f*^ at E13.5. Green arrow denotes enriched *Tgf*β*r2* expression in wild-type (WT) embryos but absent in Tgfβr2CKO. (**B**) Absence of meniscus (black dashed lines) and ligaments (red dashed lines) in the knee of Tgfβr2CKO at E18.5. (**C**) Loss of *Prg4* mRNA in the knee joint of Tgfβr2CKO at E18.5. (**D**) Immunofluorescence staining detects enhanced Glut1 and Glut3 expression in normal knee joint region (dotted circle) but not in equivalent areas of Tgfβr2CKO at E13.5. F, femur; T, tibia; Fi, fibula.

As Ihh and Wnt signaling are implicated in early joint development, we next investigated their potential role in regulating interzone formation. The *Ihh*^*−/−*^ mice are known to lack joints in the digits and show abnormal morphology in wrist joints. However, RNAscope analyses of their knee joint showed robust *Gdf5* expression in the presumptive interzone at E13.5 (fig. S6C). Similarly, deletion of β-catenin with *Prx1Cre* did not preclude *Gdf5* expression in the developing knee joint despite the severe truncation of distal outgrowth (fig. S6D). Thus, compared to the other signals, Tgfβ plays a unique role in regulating the genesis of early interzone cells.

### Tgfβ2 stimulates glycolysis in chondrocytes

The similar defects observed in *Prx1Cre;Tgf*β*r2*^*f/f*^, *Prx1Cre;Glut1*^*f/f*^*;Glut3*^*f/+*^ and *Col2Cre; Glut1*^*f/f*^*;Glut3*^*f/f*^ mutants prompted us to examine whether Tgfβ signaling could regulate glucose uptake during interzone formation. Immunostaining at E13.5 revealed that Glut1, normally enriched in the emerging interzone compared to the neighboring cartilage, failed to up-regulate in the presumptive interzone of the *Prx1Cre;Tgf*β*r2*^*f/f*^ mutant (Fig. 7D). Likewise, Glut3 was diminished in the mutant joint primordia (Fig. 7D). Thus, loss of Tgfβ signaling results in the failure to up-regulate glucose transporters in presumptive interzone cells in vivo.

As interzone cells originate from chondrocytes, we next tested whether Tgfβ might modulate glucose metabolism in chondrocytes themselves as a potential permissive cue for transition to interzone cells. Treatment of primary rib chondrocytes with recombinant Tgfβ2 for 12 hours markedly increased the protein levels of Glut1 and Glut3 (Fig. 8, A and B). Ldha, commonly associated with glycolysis, together with the master stimulator of glycolysis Hif1a, was also up-regulated by Tgfβ2 (Fig. 8, A and B). In addition, mTORC1 signaling, normally associated with increased protein synthesis, was stimulated by Tgfβ2, as indicated by increased phosphorylation of the ribosomal protein S6. Tgfβ2 stimulated glucose consumption and lactate production as early as 8 hours of incubation, even though the protein levels of Glut1 or Glut3 were not yet elevated at the early time point (Fig. 8, C and D and fig. S7A; we can leave this out if there are issues finding original blots). The increased glycolysis was confirmed by Seahorse assays, which showed significant increases in extracellular acidification rate beginning at 4 hours of Tgfβ2 treatment and continuing for at least 72 hours (Fig. 8, E and F, and fig. S7, B and C). On the contrary, both basal oxygen consumption rate (OCR) and the adenosine 5′-triphosphate (ATP) production OCR were significantly reduced after 4 hours of treatment, whereas the spare OCR was also reduced after 8 hours (Fig. 8, G to J). Both basal and ATP production OCR gradually recovered after 12 hours of Tgfβ2 treatment and returned to the pretreatment level after 72 hours, even though the spare OCR remained suppressed (fig. S7C). Thus, Tgfβ signaling stimulates glycolysis in chondrocytes, which may in turn support their transition to glycolysis-enriched interzone cells in response to other instructive signals.

**Fig. 8.**
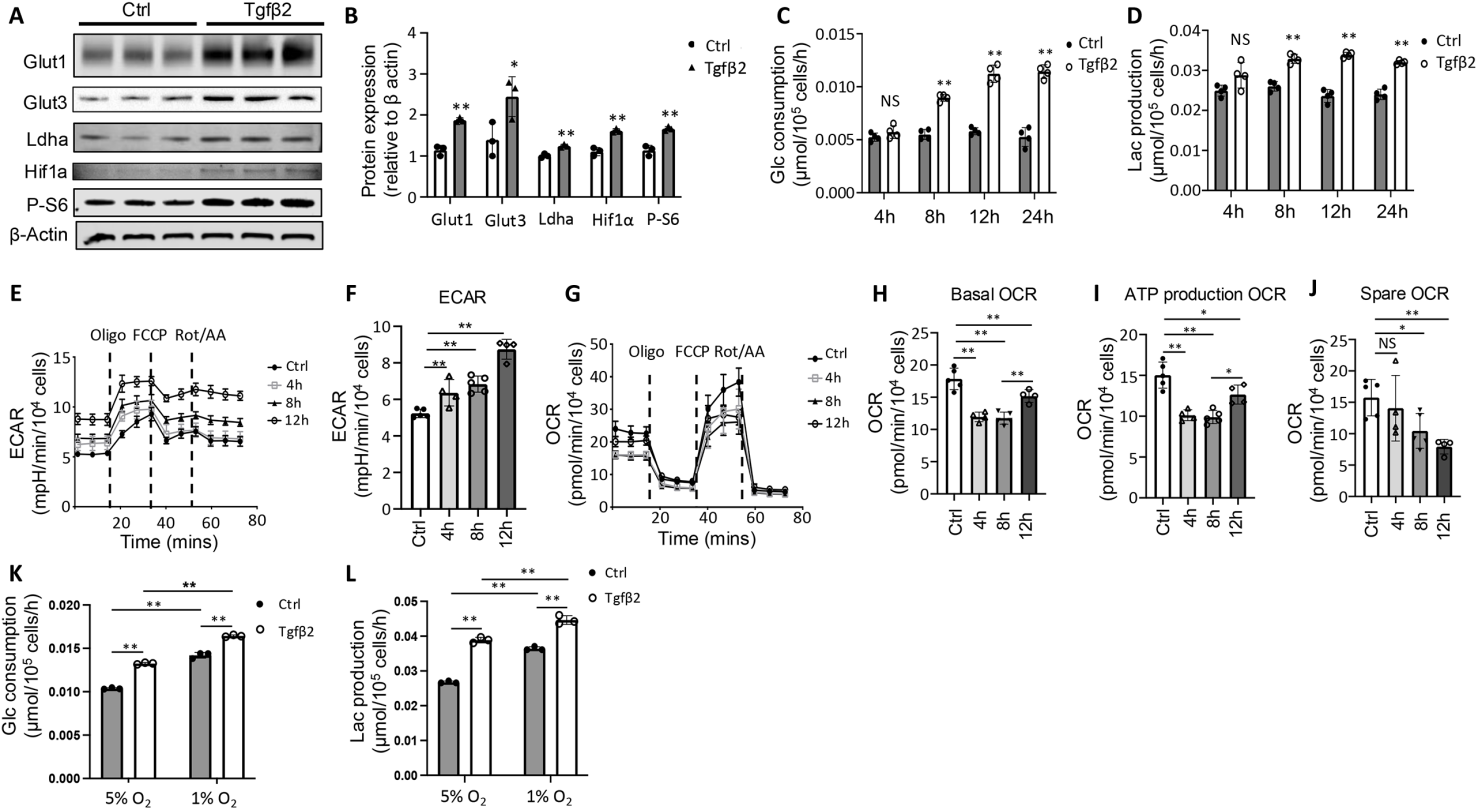
Tgfβ2 stimulates glycolysis in primary rib and limb chondrocytes. (**A** and **B**) Representative Western blot images (A) and quantification (B) from primary rib chondrocytes after 12 hours of Tgfβ2 or vehicle (ctrl) treatment. *N* = 3. (**C** and **D**) Glucose consumption (C) and lactate production (D) by primary rib chondrocytes following Tgfβ2 treatment for various durations as indicated. *N* = 4. (**E** to **J**) Seahorse assays in primary rib chondrocytes following Tgfβ2 treatment for various durations as indicated. *N* = 4 or 5. (**K** and **L**) Glucose consumption (K) and lactate production (L) by primary limb chondrocytes cultured in hypoxia (5 or 1% O_2_) and treated with Tgfβ2 or vehicle (Ctrl) for 12 hours. *N* = 3. *P < 0.05 and **P < 0.01, Student’s *t* test [(B) to (D)] or one-way ANOVA [(F) and (H) to (L)]. Error bars: SD.

As blocking Tgfβ signaling impaired interzone formation in the limbs, we next tested the potential metabolic effect of Tgfβ on embryonic limb chondrocytes. For this, we isolated chondrocytes from the developing tibias and femurs of E13.5 embryos. As nascent interzones have been shown to experience hypoxia, we cultured the cells with either 5 or 1% oxygen (*18*). As expected, reduced oxygen levels increased glucose consumption and lactate production by the cells with or without Tgfβ2 addition (Fig. 8, K and L). Tgfβ2 stimulated glycolysis in the cells cultured with either 5% or 1% oxygen (Fig. 8, K and L). The data therefore indicate that Tgfβ signaling can further promote glycolysis in the chondrocytes that prefigure the interzone cells and already experience hypoxia.

### Tgfβ activates glycolysis through mTOR and Hif1α

We next investigated potential mechanisms mediating the glycolytic activation by Tgfβ. Canonical Tgfβ signaling is mediated by Smad2 or Smad3, but knockdown of Smad2 by >50% with two different shRNA constructs did not diminish the induction of glucose consumption or lactate production by Tgfβ2 in chondrocytes (Fig. 9, A to C). Similarly, Smad2 knockdown did not compromise the increase of Glut1 protein by Tgfβ2 (Fig. 9D). Attempts to knock down Smad3 with 10 different shRNA constructs failed to achieve adequate efficiency. Nonetheless, the data indicate that full activity of the canonical signaling pathway is not required for Tgfβ to activate glycolysis.

**Fig. 9.**
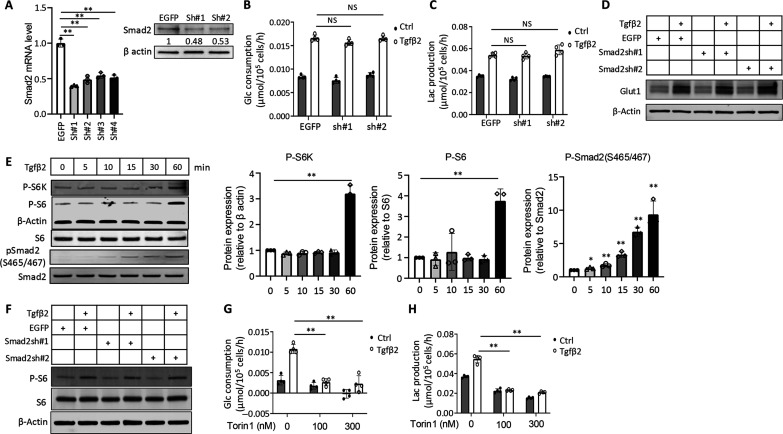
Tgfβ2 stimulates glycolysis through mTOR in primary rib chondrocytes. (**A**) Smad2 knockdown efficiency at mRNA (left) or protein level (right) by different shRNAs. Numbers in representative Western blot images indicate relative Smad2 levels normalized to β-actin. *N* = 3. (**B** and **C**) Quantification of glucose consumption and lactate production after 12 hour of Tgfβ2 or vehicle (Ctrl) treatment. *N* = 4. (**D**) Western blots showing effects of Smad2 knockdown on Glut1 after 12 hours of Tgfβ2 or vehicle (Ctrl) treatment. (**E**) Representative Western blot images and quantification of signal intensity showing temporal activation of Smad versus mTORC1 signaling by Tgfβ2. *N* = 3. (**F**) Representative Western blots images showing no effect by Smad2 knockdown on Tgfβ2-induced mTORC1 activation after 1 hour of Tgfβ2 or vehicle (ctrl) treatment. *N* = 3. (**G** and **H**) Effects of Torin1 on glucose consumption (G) and lactate production after 12 hours of Tgfβ2 or vehicle (Ctrl) treatment (H). *N* = 4. The inhibitor or its vehicle solution dimethyl sulfoxide (DMSO) was added to the cells for 12 hours (pretreatment) before either Tgfβ2 or its vehicle [0.1% bovine serum albumin (BSA)] was added. NS, not significant. *P < 0.05 and **P < 0.01, two-way ANOVA with Tukey’s multiple comparisons test. Error bars: SD.

Tak1, a MAP3K activated by Tgfβ or Bmp signaling, was previously shown to control interzone development in the knee (*9*). That finding prompted us to examine the potential involvement of Tak1 in the metabolic regulation by Tgfβ. Chemical inhibition of Tak1 with 5Z-7-oxozeaenol, however, had no appreciable effect on the induction of glucose consumption by Tgfβ2, even though it modestly reduced both basal and Tgfβ2-induced lactate production (fig. S8, A and B). Similarly, the Tak1 inhibitor did not compromise the induction of *Glut1* mRNA or protein by Tgfβ2 even though it increased the basal Glut1 protein level independent of mRNA changes (fig. S8, C and D). On the other hand, Tak1 inhibition diminished Smad2 phosphorylation at both S255 and S465/467 normally induced by Tgfβ2 (fig. S8E). The results therefore rule out Tak1-MAPK activation as a major mechanism for the glycolytic stimulation by Tgfβ in chondrocytes.

As mTOR-Hif1α activation has been shown to mediate glycolytic induction by Bmp in chondrocytes, we next examined its potential involvement in Tgfβ signaling (*21*). Western blot analyses showed that mTORC1 activation, as indicated by increased phosphorylation of S6K and S6, occurred after 1 hour of Tgfβ2 treatment, following the significant up-regulation of phospho-Smad2 detectable as early as 5 min after the treatment (Fig. 9E). However, knockdown of Smad2 had no effect on mTORC1 activation by Tgfβ2 (Fig. 9F). Inhibition of mTOR with Torin1 eliminated the induction of glucose consumption and lactate production by Tgfβ2, while also suppressing the basal rate of glycolysis (Fig. 9, G and H). In keeping with the reduced glycolysis, Torin1 notably blunted the induction of Glut1 protein and abolished that of Hif1α and Glut3 by Tgfβ2 (Fig. 10A). The changes in Glut1 or Glut3 protein levels were similar to those of Glut1 or Glut3 mRNA in response to either Tgfβ2 or Torin1, indicating that transcriptional regulation was likely the main mode of control for Glut1 and Glut3 expression in the current setting (fig. S8F). Furthermore, two different Hif1α inhibitors, echinomycin and KC7F2, completely eliminated the increase of glucose consumption and lactate production, as well as the induction of Glut1 and Glut3 proteins, by Tgfβ2 (Fig. 10, B to D). Likewise, the Hif1α inhibitors greatly suppressed *Glut1* mRNA levels regardless of Tgfβ2 treatment, demonstrating the critical dependence of *Glut1* transcription on Hif1α in chondrocytes (fig. S8G). Together, the study supports a model wherein locally enhanced Tgfβ signaling stimulates glycolysis via mTOR-Hif1a activation in preexisting chondrocytes to permit and sustain the transition to interzone cells in conjunction with other inductive signals (Fig. 10E).

**Fig. 10.**
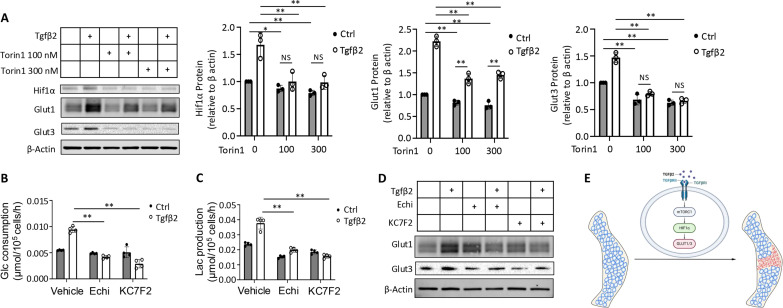
Tgfβ stimulates glycolysis via mTOR-Hif1a activation to facilitate transition of chondrocytes to interzone cells. (**A**) Representative images and quantification of Western blots showing effects of Torin1 on Hif1a and Glut proteins after 12 hours of Tgfβ2 or vehicle (Ctrl) treatment. *N* = 3. (**B** and **C**) Effects of Hif1α inhibitors echinomycin (Echi) or KC7F2 on glucose consumption (B) and lactate production (C) after 12 hours of Tgfβ2 or vehicle (Ctrl) treatment. *N* = 4. (**D**) Representative Western blot images showing effects of Hif1a inhibitors on Glut proteins after 12 hours of Tgfβ2 or vehicle (Ctrl) treatment. The inhibitors or their vehicle solution DMSO were added to the cells for 12 hours (pretreatment) before either Tgfβ2 or its vehicle (0.1% BSA) was added. NS, not significant. *P < 0.05 and **P < 0.01, two-way ANOVA with Tukey’s multiple comparisons test. Error bars: SD. (**E**) A model for Tgfβ signaling to facilitate interzone formation from chondrocytes via stimulation of glycolysis.

## DISCUSSION

We have studied the role of glycolysis and Tgfβ signaling in synovial joint interzone formation. By using scRNA-seq, we discovered heightened glycolysis as a major metabolic feature of early developing interzone cells in the knee joint primordia of mouse embryos. Blocking glycolysis by deleting Glut1 and Glut3 in the early limb bud mesenchyme or incipient chondrocytes, both contributing interzone cell progenitors, greatly impaired the formation of a functional interzone. However, deletion of the same glucose transporters in established interzone cells with *Gdf5Cre* did not impede normal joint development, supporting a transitory requirement for increased glucose uptake during the genesis of the interzone from chondrocytes. The increase in glucose uptake is in part mediated by Tgfβ signaling, which appears to stimulate glycolysis via the mTOR-Hif1α axis in chondrocytes in vitro. This work therefore uncovers a hitherto unappreciated link between joint initiation and metabolic reprogramming during the transition from chondrocytes to interzone cells.

The in vitro data support the basic idea that Tgfβ markedly up-regulates *Glut1* mRNA via mTOR-Hif1a activation, but multiple effectors besides Glut1 likely mediate the activation of glycolysis by Tgfβ. This was evident as mTOR inhibition by Torin1 completely blocked Tgfβ2-induced glycolysis but only partially suppressed the induction of Glut1. Tgfβ1 was previously shown to stabilize Hif1a in cancer cell lines through down-regulation of PHD2 in a Smad-dependent manner, but here we show that in primary chondrocytes, knockdown of Smad2 had no effect on the Tgfβ2-induced glycolysis or Glut1 expression (*28*). Therefore, Tgfβ signaling may activate Hif1a signaling through different mechanisms depending on the cellular context. Moreover, the early induction of glycolysis following 8 hours of Tgfβ2 treatment occurred before Glut1 or Hif1a up-regulation at 12 hours after the treatment. Other mechanisms therefore must be responsible for the initial activation of glycolysis by Tgfβ and warrant further investigation. Last, future genetic studies are necessary to determine the role of Tgfβ-mTOR-Hif1a signaling in promoting glycolysis during interzone genesis in vivo.

In contrast to the knee and elbow joints, the interphalangeal joints appeared to be normal at birth in the absence of *Glut1* and *Glut3* expression. Thus, interzone formation in the digits seemed to be less dependent on glycolysis. Alternatively, other Glut family members may play a redundant role specifically in the digits to sustain sufficient glycolysis needed for interzone formation. Moreover, the interzone cells for the digit joints may exhibit greater metabolic plasticity by switching to other energy substrates when glucose uptake is limited. Previous studies support that the development of limb distal and proximal joints may obey different regulatory mechanisms. For example, loss of Gdf5 or Ihh mainly affects the distal joints (*7*, *13*, *14*). Thus, future studies are necessary to uncover potential differences in metabolic requirements between the interphalangeal and the more proximal joint formation in the limbs.

A requirement for Tgfβr2 in digit joint formation is well documented but the mechanism remains to be fully elucidated. One study found *Gdf5* expression to be up-regulated in developing digit interzone cells at E13.5 but suppressed at E16.5 when *Tgf*β*r2* was deleted, whereas another study reported normal levels of *Gdf5* at E13.5 and E14.5 but reduced expression at E15.5 in the mutant (*11*, *12*). Despite the differences, both studies support the view that Tgfβr2 is dispensable for the initial specification of *Gdf5*-expressing interzone cells in the digits but instead is required for their maintenance at later stages. Thus, the role of Tgfβr2 in interphalangeal joint development is likely distinct from that in the knee joint and may be separable from the regulation of glycolysis.

Deletion of *Tgf*β*r2*, unlike that of *Glut1* and *Glut3*, did not eliminate interzone formation at the knee. Thus, other signals in the presumptive joint sites may also play a role in up-regulating glycolysis to support interzone cell genesis. In this regard, Bmp, like Tgfβ, has been shown to stimulate glycolysis via activation of mTOR and Hif1a in chondrocytes (*21*). Further in support of potential involvement of Bmp signaling, deletion of both *Bmp2* and *Bmp4* in the limb bud mesenchyme caused joint fusion at the knee and elbow (*8*). In addition, the presumptive interzone has been shown to experience localized hypoxia resulting in up-regulation of Hif1a protein, which can in turn activate glycolysis. Of note, Tgfβ2 further activated glycolysis in embryonic limb chondrocytes cultured under hypoxic conditions in our experiment, and this is consistent with our finding that Tgfβ signaling and hypoxia activate Hif1a through different mechanisms. Overall, multiple growth factors together with the hypoxic environment are likely responsible for the heightened glycolytic state necessary for interzone genesis in the knee joint. Such increased energy production from glycolysis may be necessary for driving the morphological changes from chondrocytes to interzone mesenchymal cells. Alternatively, the metabolic reprograming could alter the epigenome via specific metabolites such as acetyl–coenzyme A or lactate to confer the gene expression signature of interzone cells (*29*, *30*). Future studies are warranted to explore those possibilities.

Last, it is important to consider the relative normalcy of knee joints in *Gdf5Cre;Glut1/3* mutants at birth in contrast to articular cartilage defects seen in the adults, including thinning of articular tissue and extensive cell death. Although we cannot rule out secondary effects from the altered joint geometry, the adult joint phenotype highlights the importance of the glucose metabolic regulators in long-term joint maintenance and function. Previous deletion of *Bmpr1a* with *Gdf5Cre* by others also led to postnatal degeneration of articular cartilage without impairing normal development of most joints (*27*). Likewise, in previous studies on primary cilia, we reported that the knee joints in *Gdf5Cre;Ift88*^*f/f*^ mouse mutants are largely normal at birth but acquire increasingly severe abnormalities over postnatal time, including reduced biomechanical modulus and abnormal zonal organization of articular cartilage (*31*). Last, the thinning of articular cartilage was also observed when we previously deleted *Glut1/3* in the superficial articular cartilage with *Prg4-CreER*^*T2*^ specifically in postnatal mice, supporting a direct need for the glucose transporters in postnatal articular chondrocytes (*23*). Together, the studies sustain the notion that multiple genes exert stage-specific functions in the postnatal life of articular cartilage. Future studies are necessary to determine whether Bmp signaling or primary cilia activity interacts with glucose metabolism in articular chondrocytes to maintain postnatal joint health.

## MATERIALS AND METHODS

### Mouse strains

All mouse work was approved by the Children’s Hospital of Philadelphia Animal Care and Use Committee (IACUC approval number IAC 21-001296). Mice were housed at 22°C with a 12-hour light cycle (6 a.m. to 6 p.m.) and free access to food and water. Both male and female mice were analyzed in the study. *Prx1Cre*, *Col2Cre* (line 3), *Gdf5Cre*, *Glut1*^*f/f*^, *Tgf*β*r2*^*f/f*^, *Ihh*^*−/−*^, and β*-catenin*^*f/f*^ mouse lines are as previously described (*13*, *26*, *27*, *32*–*35*). *Glut3*^*f/f*^ mice were derived from frozen sperms of *C57BL/6N-Slc2a3*^*tm1c(KOMP)Mbp*^ purchased from Mouse Biology Program at University of California, Davis. As *Prx1Cre* is known to recombine flox alleles in the female germline, all conditional knockout mice with *Prx1Cre* were generated by crossing double heterozygous males carrying *Prx1Cre* and one floxed allele of the target gene with homozygous floxed females. For each experiment, a minimum of three embryos for each genotype as indicated in the figures was analyzed after the genotypes were determined. Morphological or quantitative assessment of tissue sections was performed in a blinded fashion. Embryos with the same genotype were randomly selected with no exclusion and the representative findings are reported here.

### scRNA-seq and GSEA

For timed pregnancy, breeding pairs of mice were set up at 6 p.m. and separated at 12 a.m. immediately after plug checking. The time of plug detection was considered the beginning of embryonic development (E0). Cartilage anlagen were isolated from the hindlimbs of E13.5 or E14.5 embryos and cleaned of soft tissues by rolling on Kimwipe paper. Presumptive knee joint regions were excised under a dissecting microscope (Leica) and digested in collagenase D (4 mg/ml; Sigma-Aldrich, catalog no. 11088858001) on an orbital shaker at 120 rpm, 37°C for 20 min. Libraries were constructed with the Single Cell 3’ Reagent Kits version 3.1 (10x Genomics) and sequenced with a NovaSeq sequencer at the Center for Applied Genomics of The Children’s Hospital of Philadelphia. Cell Ranger was used for demultiplexing, extraction of cell barcode, and quantification of unique molecular identifiers (10x Genomics). Downstream analyses were performed with Seurat version 3 (*36*). In brief, cells with poor quality (total genes >6000 or <200, or mitochondrial genes >10%) were excluded. The highly expressed feature genes were determined using FindVariableFeatures() function before regressing out cell cycle genes. A linear transformation and subsequent principal components analysis were performed on the scaled data. Uniform manifold approximation and projection nonlinear dimensional reduction was used to visualize cell clusters. Wilcoxauc in Seurat pipeline was used to generate a preranked list either for the same cluster in two different experimental conditions (e.g., interzone cells in ctrl versus mutant embryos in Fig. 5D) or for one cluster against other clusters in the same setting (e.g., interzone cells versus all other clusters in Fig. 1C). The rank list was then used in GSEA with MsigDB gene sets (*37*).

### Primary chondrocyte cultures

Rib chondrocytes were isolated from neonatal mice at postnatal day 3 or 5. In brief, rib cages were dissected to be free of most surrounding tissues and then incubated with collagenase II (3 mg/ml; Sigma-Aldrich, P6885) in Dulbecco’s Modified Eagle Medium (DMEM; Life Technologies) for 20 min at 37°C on a shaker to remove the residual soft tissues. The ribs were then washed twice with phosphate-buffered saline (PBS) and further incubated in collagenase II (0.3 mg/ml) in DMEM overnight in an incubator at 37°C. The resultant chondrocytes were centrifuged and resuspended in custom-made MEMα freshly supplemented with 5.5 mM glucose, 2 mM glutamine, 1 mM pyruvate, and 10% fetal bovine serum (FBS; referred to as complete MEMα or cMEMα) (*38*, *39*). The cells were cultured in a regular incubator till ~90% confluence before being dissociated and reseeded at the desired density (see below) for each experiment. All experiments used passage one cells. Certain cell cultures were treated with recombinant Tgfβ2 (15 ng/ml; R&D Systems, 7346-B2) and/or chemical inhibitors including 100 or 300 nM Torin1 (Tocris Bioscience, 4247), 5 nM echinomycin (Sigma-Aldrich, SML0477), 10 μM KC7F2 (Sigma-Aldrich, SML1043), and 300 or 600 nM 5Z-7-oxozeaenol (MedChem Express, HY-12686).

Limb chondrocytes were isolated from the hindlimbs of E13.5 mouse embryos. Specifically, tibias and femurs were dissected and cleaned of soft tissues by rolling off a sheet of Kimwipe paper before being digested in collagenase D (4 mg/ml; Sigma-Aldrich, 11088858001) on an orbital shaker at 120 rpm, 37°C for 20 min. The cells were seeded with αMEM (Thermo Fisher Scientific, 41061037) containing 10% FBS in six-well plates at 3.5 × 10^4^/cm^2^ and cultured in a regular incubator. After 1 day, the cells were incubated overnight with fresh αMEM plus 10% FBS under 5% or 1% oxygen in a hypoxia incubator (BINDER, CB160). Subsequently, the media were replaced with fresh media with or without Tgfβ2 (15 ng/ml; R&D Systems, 7346-B2). The cells were further cultured with 5 or 1% oxygen for 12 hours before the media was collected for glucose and lactate measurements. The results were normalized to the final cell number counted at the conclusion of the experiment.

For shRNA knockdown experiments, lentiviral pLKO.1-based shRNA clones targeting *Smad2* or *Smad3* were obtained from High-throughput Screening Core at the University of Pennsylvania. Construct IDs were as follows: shEGFP, SHC005; Smad2 shRNA#1, TRCN0000089334; Smad2 shRNA#2, TRCN0000089335; Smad2 shRNA#3, TRCN0000089336; Smad2 shRNA#4, TRCN0000089337; Smad3 shRNA#1 TRCN0000089023; Smad3 shRNA#2 TRCN0000089024; Smad3 shRNA#3, TRCN0000089025; Smad3 shRNA#4, TRCN0000089026; and Smad3 shRNA#5, TRCN0000089027. The shRNA target sequence information can be accessed through the Broad Institute link (https://portals.broadinstitute.org/gpp/public/clone/search). The pLKO.1 shRNA constructs, together with packaging plasmids p△8.2 and pVSVG, were cotransfected into human embryonic kidney 293T cells by using Lipofectamine 3000 (L3000001, Thermo Fisher Scientific) for virus production. Primary chondrocytes were seeded in 24-well plates at 2.4 × 10^4^/cm^2^ and infected with lentiviruses at one transduction unit/cell for 16 hours. After culturing for 48 hours, the cells are used for total RNA extraction or metabolic assays.

### Metabolic assays

For Seahorse measurements, 60,000 rib chondrocytes were seeded with cMEMα as defined above in each well of 96-well Seahorse plates and cultured at 37°C with 5% CO_2_. After 6 hours, the culture media was replaced with fresh cMEMα supplemented with or without recombinant Tgfβ2 (15 ng/ml; 7346-B2, R&D Systems) and further cultured under the same conditions for various durations. Thereafter, the medium was replaced with the Seahorse assay medium (Agilent, 103575-100) containing 5.5 mM glucose, 2 mM glutamine, and 1 mM pyruvate, with (for cells with prior treatment of Tgfβ2) or without (for cells without the prior treatment) the addition of Tgfβ2; the plate was then incubated at 37°C without CO_2_ for 1 hour before Seahorse measurements. For the cells treated with Tgfβ2, the treatment time presented in figures included both the duration in cMEMα and that in Seahorse medium. Mitochondria stress tests were performed by sequential injections of 2 μM oligomycin, 3 μM carbonyl cyanide *p*-trifluoromethoxyphenylhydrazone, 1 μM rotenone, and 1 μM antimycin A.

For glucose and lactate measurements, rib chondrocytes were seeded with cMEMα in 24-well plates at 2.4 × 10^4^/cm^2^. After 6 hours, the medium was replaced with fresh cMEMα and the cells were cultured for varying durations of time before the medium was collected for measurements. Glucose and lactate concentrations were determined with a glucose (Sigma-Aldrich, GAHK20) or L-lactate assay kit (Eton Bioscience, 120001), respectively.

For glucose uptake assays ex vivo, the hindlimb skeleton was dissected form E13.5 embryos and cleaned of soft tissues with Kimwipe, before incubation in 100 μM 2-NBDG solution (PBS and 10% FBS) for 30 min (37°C, 5% CO_2_). The samples were then washed in PBS three times, 2 min each, followed by embedding in optimal cutting temperature and immediate sectioning at 15 μm in a cryostat machine (Leica). The images were captured with an SP7 confocal microscope (Leica).

For assaying glycolysis rates in joint primordia versus cartilage anlagen, the hindlimb skeletal elements of E13.5 embryos were dissected clean of soft tissues by rolling off a sheet of Kimwipe paper. The knee joint region based on morphology was severed from the rest of femoral and tibial cartilage with a scalpel under a dissecting microscope. Dissections from five to six embryos in the same litter were combined to collect sufficient joint versus cartilage tissues, which were separately digested in collagenase D (4 mg/ml; Sigma-Aldrich, catalog no. 11088858001) on an orbital shaker at 120 rpm, 37°C for 20 min. The cells were seeded with cMEMα in 24-well plates at 2.4 × 10^4^/cm^2^. After 6 hours, the media were replaced with fresh cMEMα and cultured for 12 hours before being collected for glucose and lactate measurements as described above. The results were normalized to the final cell number which was counted at the conclusion of the experiment.

### Whole-mount skeletal preparation

Whole-mount skeletal staining was performed as previously described (*21*). In brief, mouse embryos were skinned and eviscerated before fixation in 95% ethanol overnight and further incubation in acetone overnight. The embryos were then stained in solution containing ethanol, glacial acetic acid, Alcian Blue 8GX and Alizarin Red S for 3 days at room temperature on a slow rocker, and lastly cleared with 1% KOH mixed with an increasing amount of glycerol.

### Histology, TUNEL and EdU staining, and RNAscope

For routine histology, paraffin sections were prepared from embryonic limbs fixed overnight at room temperature in fresh 4% paraformaldehyde (PFA). For EdU labeling in vivo, pregnant mice were injected with EdU intraperitoneally at 10 μg/g body weight at 2 hours before euthanasia. To prepare paraffin sections for RNAscope, 4% PFA was made in DEPC-treated water to prevent RNAase activity. The fixed samples were then dehydrated by sequential incubation in 30% and 70% ethanol in PBS for 30 min each and lastly in 100% ethanol overnight. The dehydrated limbs were incubated in isopropanol twice and then in melted paraffin twice, for 30 min at each step. The processed limbs were embedded in paraffin and sectioned at 6 μm with a microtome (Leica).

For safranin O staining, deparaffinized sections were first stained in Hematoxylin QS (Sigma-Aldrich, 105174) followed by de-staining in acidic ethanol (1% HCl and 70% EtOH). Next, the sections were sequentially incubated in 0.1% Fast Green for 5 min, in 1% acetic acid for 10 s, and in 0.1% Safranin O for 5 mins. The sections were lastly rinsed in 95% ethanol twice before mounting with Acrymount Plus Mounting Media (StatLab) under a coverslip.

TUNEL and EdU staining was performed with DeadEnd Fluorometric TUNEL System (Promega, G3250) and Click-iT EdU Cell Proliferation Kit (Thermo Fisher Scientific, C10337), respectively, on deparaffinized sections according to manufacturer’s instructions. The sections were counterstained with 4′,6-diamidino-2-phenylindole (DAPI) before imaging with the SP7 confocal microscope (Leica).

RNAscope was performed on paraffin sections with RNAscope 2.5 HD Assay (Advanced Cell Diagnostics, catalog no.322350) by following the standard procedure. The sections were counterstained with hematoxylin and imaged under a light microscope (Nikon).

### Immunofluorescence staining

For immunofluorescence, frozen sections were prepared at 15 μm from embryonic limbs fixed in fresh 4% PFA for 2 hours at room temperature. The frozen sections were incubated in antibody diluent (Thermo Fisher Scientific, catalog no.003218) at room temperature for 1 hour before incubation overnight at 4°C with the primary antibodies diluted 1:200 in the antibody diluent. The primary antibodies were as follows: Glut1 (Ab115730), P-Smad2 (S255) (Ab188334) from Abcam, Glut3 (RRID: AB_2631293, a gift from K. Takata, Gunma University). After three washes with PBS, the sections were incubated for 1 hour at room temperature with the 1:500 diluted goat anti-rabbit immunoglobulin G (IgG) (H + L) cross-adsorbed secondary antibody (Invitrogen, A-11008 or A-21245). The sections were washed three times in PBS before staining with DAPI and mounting with ProLong Gold Antifade Mountant (Invitrogen, P36930). The images were captured with an SP7 confocal microscope (Leica).

### RT-qPCR

Total RNA extraction was performed using RNeasy Micro kit (Qiagen, 74004) according to the manual. One microgram of RNA was reverse transcribed to cDNA using the High-Capacity RNA-to-cDNA Kit (Applied Biosystems, 4387406). Subsequently, quantitative polymerase chain reaction (qPCR) was conducted using PowerUp SYBR Green Master Mix (Thermo Fisher Scientific, USA). β-Actin was used as internal control and 2^−ΔΔCT^ values were calculated for relative gene expression. Gene-specific primers are provided in table S1.

### Western blot analyses

Total protein was extracted using RIPA buffer containing 1/100 proteinase inhibitors and phosphatase inhibitors (Thermo Fisher Scientific, catalog no. 78442). Proteins were separated via electrophoresis in Nupage 4 to 12% bis-tris gel (Invitrogen, NP0322BOX) and transferred to the membrane (Sigma-Aldrich, IPFL00010) in the transfer buffer (Life Technologies, NP0006-1). The membranes were blocked with the Odyssey Blocking Buffer (PBS) (LI-COR Biosciences, USA, 927-70001) for 1 hour at room temperature. Subsequently, the membranes were incubated with primary antibodies overnight at 4°C. The following primary antibodies were used: Ldha (catalog no. 2012), S6 (catalog no. 2217), P-S6 (catalog no. 4858), P-S6K (catalog no. 9205), P-Smad2 (S465/467) (catalog no. 3108), Smad2 (catalog no. 5339), and β-actin (catalog no. 3700) from Cell Signaling Technology; P-Smad2 (S255) (Ab188334) and Glut1 (Ab1157730) from Abcam; Glut3 (20403-1-AP) from Proteintech; and Hif1α (NB100-479) from Novus. All primary antibodies were used at 1:1000 dilution except for Hif1α at 1:3000. After washing three times in tris-buffered saline with Tween 20, the membranes were incubated with the secondary antibody IRDye 800CW Donkey anti-Rabbit IgG (H + L) (catalog no. 926-32213) or IRDye 680RD Goat anti-Mouse IgG (H + L) (catalog no. 926-68070) from LI-COR Biosciences or horseradish peroxidase–conjugated anti-mouse IgG (catalog no. 7076) or anti-rabbit IgG (catalog no. 7074) from Cell Signaling Technology. Protein bands were visualized and quantified with the Odyssey DLx Imaging System or by chemiluminescence (Thermo Fisher Scientific, USA, catalog no. 34095) with the ChemiDoc MP imaging system (Biorad).

### Statistical analyses

Data were analyzed using two-tailed unpaired Student’s *t* tests or one-way analysis of variance (ANOVA) with Fisher’ least significant difference test or two-way ANOVA with Tukey’s multiple comparisons test, as indicated in figure legends.

# Supplementary material for: Tgfβ signaling stimulates glycolysis to promote the genesis of synovial joint interzone in developing mouse embryonic limbs
**Source:** Sci Adv. 2025 Jan 8;11(2):eadq4991. doi: 10.1126/sciadv.adq4991
**Supplement:** Supplementary file 1 — Figs. S1 to S8 Tables S1 and S2

Supplementary Materials for  
**Tgfb signaling stimulates glycolysis to promote the genesis of synovial joint  
interzone in developing mouse embryonic limbs**

Chao Song *et al.*

*Sci. Adv.* **11**, eadq4991 (2025)  
DOI: 10.1126/sciadv.adq4991

**This PDF file includes:**

Figs. S1 to S8  
Tables S1 and S2

Supplemental Figures

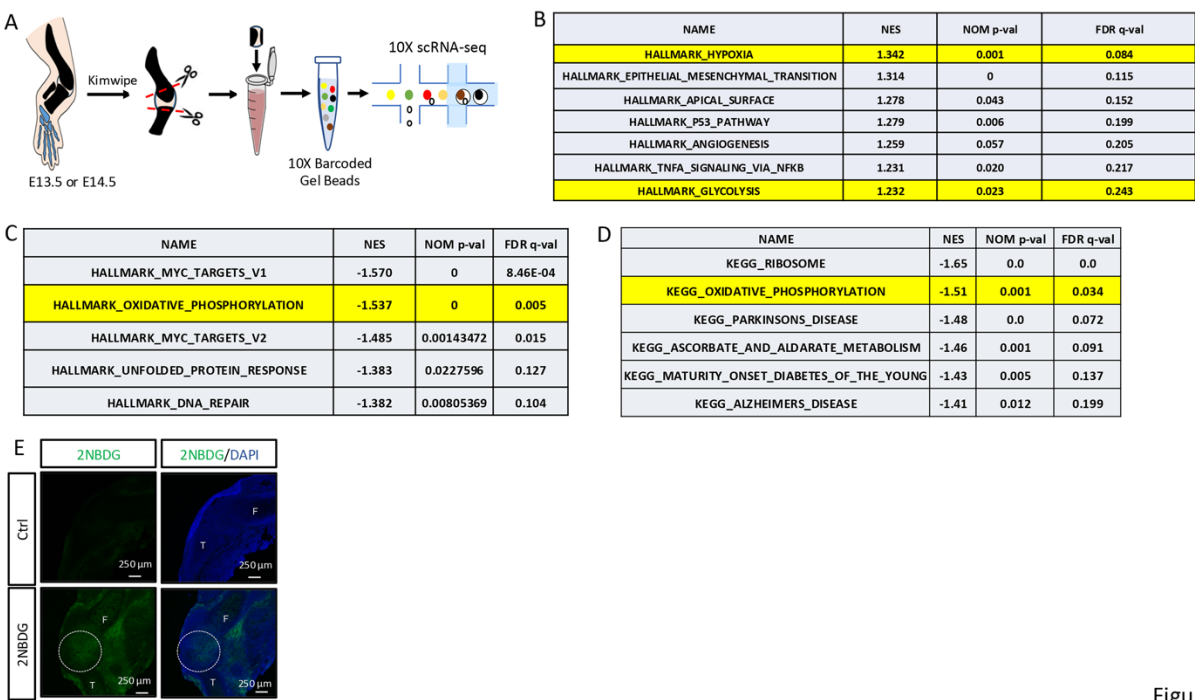

Figure S1

**Figure S1. Gdf5<sup>+</sup> interzone cells are highly glycolytic.**

(A) Experimental scheme of interzone isolation and scRNA-seq. 

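GSEA ranks all genes by their difference between 2 groups of cells and asks whether a set of genes gathers at one end. Further lists were computed here for interzone-like against other skeletal cells of the control libraries. The immediate-early list of 29 genes, which enzymatic dissociation can induce, had a median log2 ratio of 0.19 at E13.5 (percentile 99.9), with 15 genes higher, and of 0.02 at E14.5 (percentile 35.6). The Tgfβ list had a median of 0.02 at E13.5 (percentile 80.0) and 0.21 at E14.5 (percentile 98.8). For the G2M list of 54 genes the median was 0.07 at E13.5 (percentile 97.6) and -0.20 at E14.5 (percentile 0).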

(B) GSEA analysis showing HALLMARK pathways enriched in interzone cells over all other clusters. 

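Among the lists with lower medians, the ribosomal protein genes changed with age. Their median in interzone-like against other skeletal cells was -0.07 at E13.5 (percentile 59.8) and -0.22 at E14.5 (percentile 0), where 1 of 81 genes was higher. ATF4 target genes, a list of 22 genes of the integrated stress response, had a median of -0.13 at E13.5 (percentile 4.06) and -0.46 at E14.5 (percentile 0). The S-phase list of 43 genes had -0.03 (percentile 31.8) and -0.05 (percentile 0.650).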

(C, D) GSEA analysis showing HALLMARK (C) and KEGG (D) pathways downregulated in interzone cells over all other clusters. Pathways related to metabolism are highlighted. (E) Images of 2-NBDG uptake in E13.5 hindlimb sections following incubation ex vivo. White dotted circles denote presumptive joint region. F: femur; T: tibia; M: skeletal muscle.

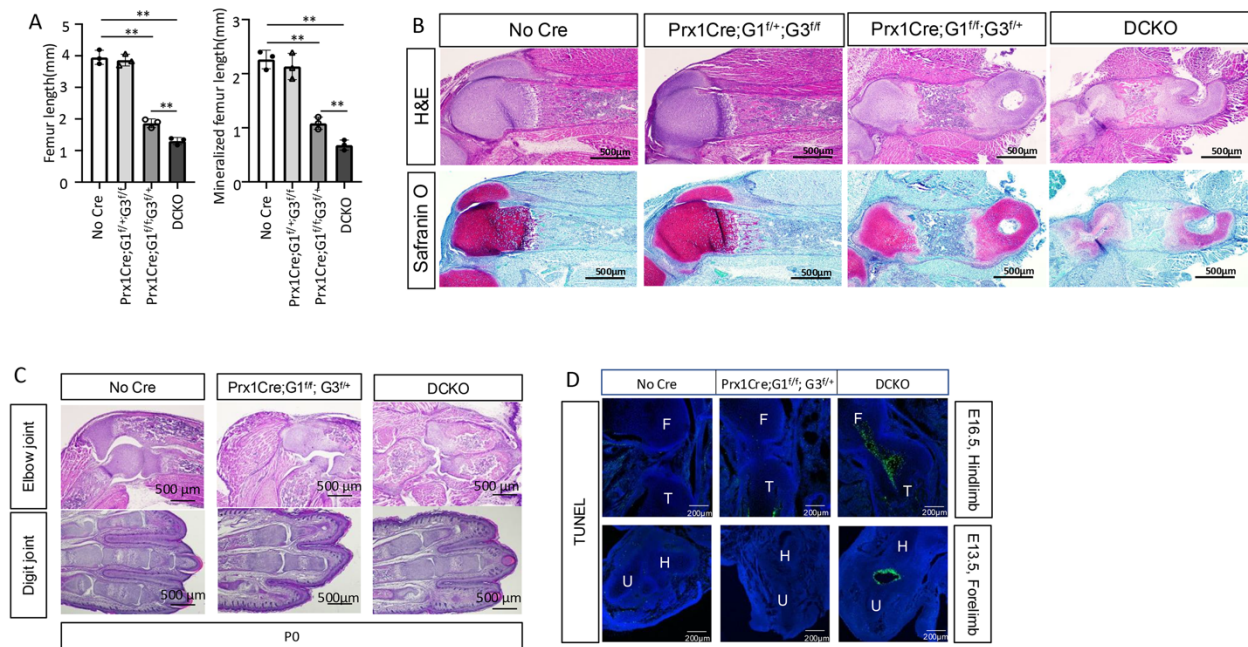

Figure S2

# **Figure S2. Glut1 and Glut3 deletion leads to severe joint malformation.**

(A) Quantification of femur lengths measured from stained skeletons at P0. (B) H&E or Safranin O staining of sections through the femur and knee joint at P0. (C) H&E staining of forelimb sections showing malformed elbow joints but relatively normal digit joints at P0. (D) TUNEL staining of forelimb at E13.5 and hindlimb at E16.5. DCKO: Prx1Cre;Glut1<sup>fl/f</sup>;Glut3<sup>fl/f</sup>. F: femur; T: tibia; H: humerus; U: ulna. \*\* p<0.01, one-way ANOVA.

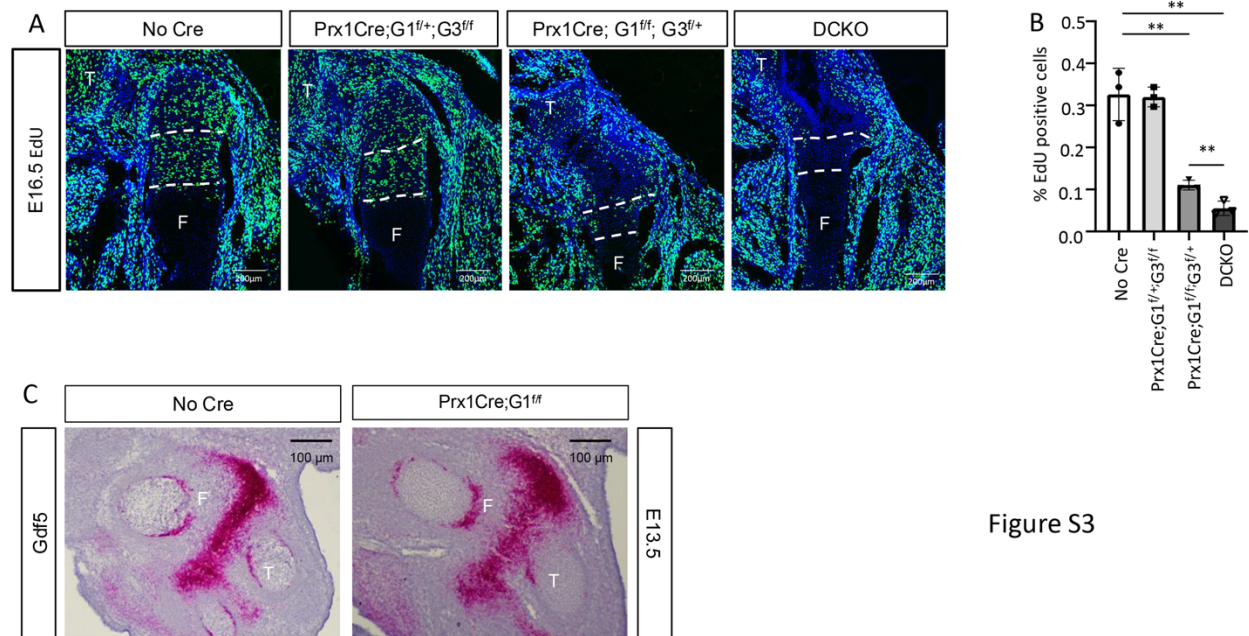

Figure S3

**Figure S3. Deletion of Glut transporters impairs chondrocyte proliferation and interzone formation.**

(A) Representative images of hind limb sections with EdU labeling in E16.5 embryos. Region of the femur between dotted lines was quantified in B. (B) Quantification of EdU labeling percentage among chondrocytes in marked region in A. N=3 embryos. One section per embryo was quantified. (C) RNAscope of Gdf5 on knee sections at E13.5. \*\* p<0.01, one-way ANOVA. Error bars: SD. F: femur; T: tibia.

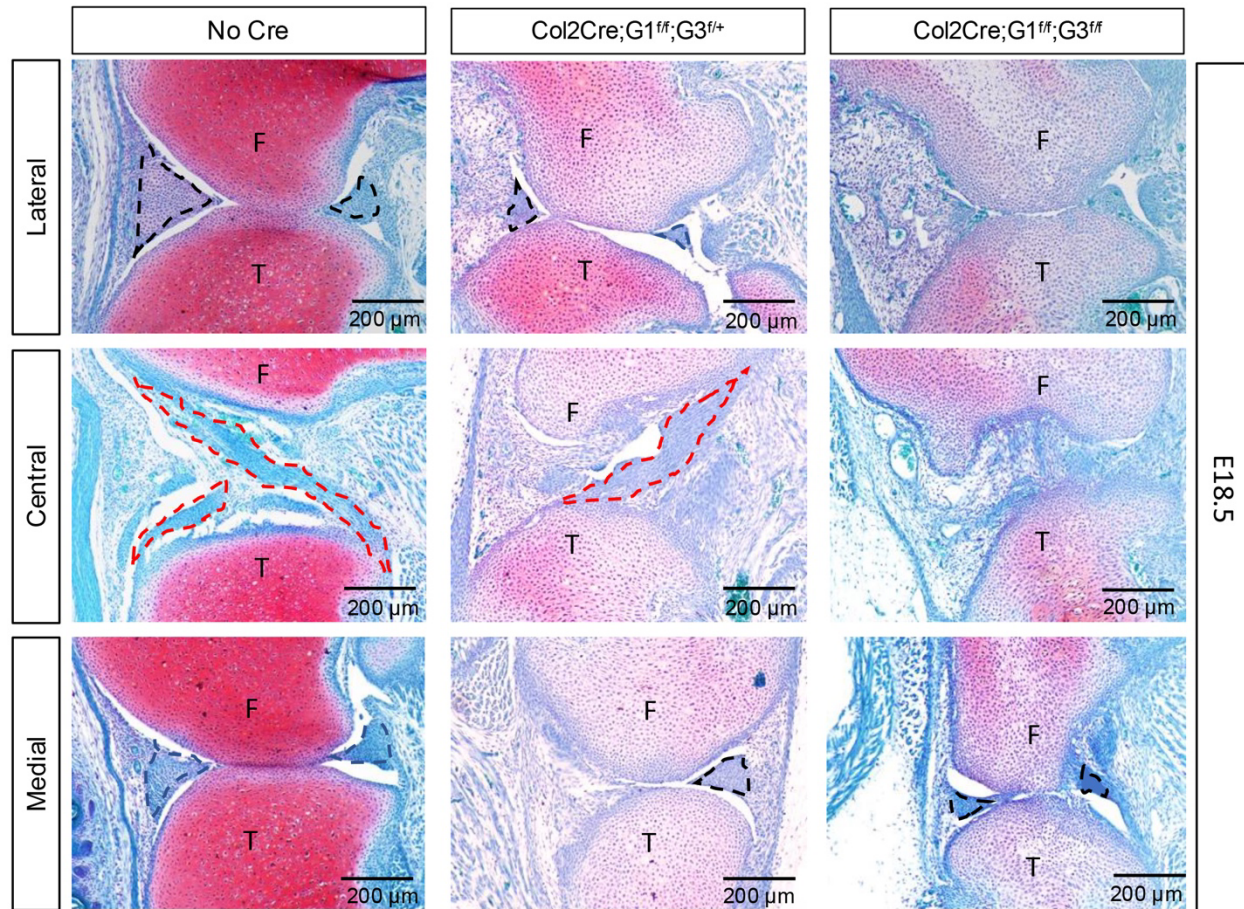

**Figure S4. Deletion of Glut1 and Glut3 with Col2-Cre leads to severe joint malformation.**

Safranin O staining of sections through various planes of knee joints at E18.5. Red dotted lines denote cruciate ligaments. Black dotted lines denote menisci. F: femur; T: tibia.

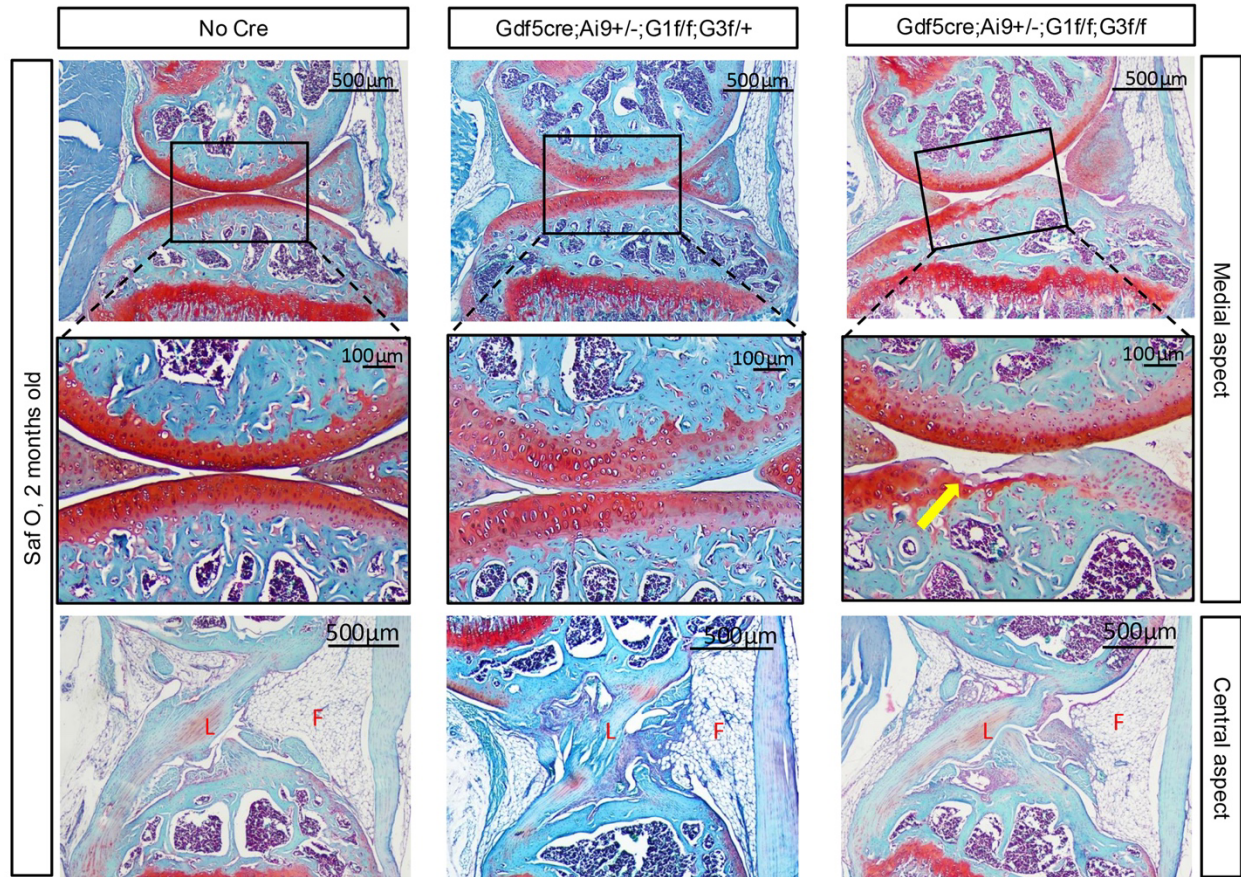

**Figure S5. Deletion of Glut1 and Glut3 with Gdf5Cre leads to loss of articular cartilage in mice at 2 months of age.** Sections through medial or central aspect of knee joint were stained with safranin O/methyl green. Boxed areas in medial section shown in higher magnification below. Arrow points to cartilage damage. L: ligaments; F: fat pads.

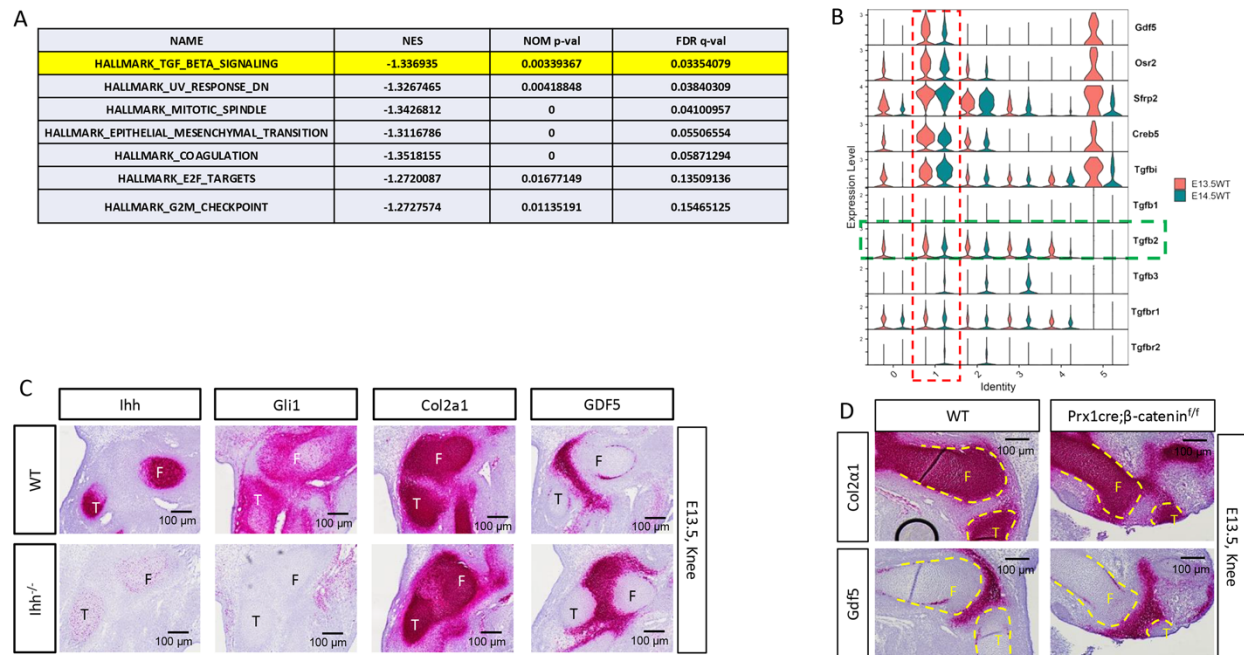

**Figure S6. Tgfb signaling regulates early joint development in the knee.**

(A) GSEA reveals gene pathways impaired in  $Gdf5^{+}$  cells of DCKO ( $Prx1Cre;Glut1^{fl/fl};Glut3^{fl/fl}$ ) vs Ctrl based on scRNA-seq at E14.5. 

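The same comparison was made with other lists between interzone-like cells of the library labelled DCKO and the control. Slc2a1 UMIs, higher in the library labelled DCKO, cannot show whether its labelled deletion took place. The glycolysis median was -0.39 (percentile 0), with Ldha at -0.64 (-0.68 to -0.59) and Pkm at -0.60 (-0.66 to -0.54). Sex differed between these libraries, and within the E13.5 library the glycolysis median of interzone-like cells with Xist UMIs over those with Y-linked UMIs was -0.21 (percentile 0.12). The fall also depended on the interzone-like cells chosen, since cells with a Gdf5 UMI gave a glycolysis median of -0.073 (percentile 58.4) and a resolution of 0.6 gave -0.13 (percentile 14.3), both within the random lists. The hypoxia median was -0.16 (percentile 9.29) and the OXPHOS median -0.02 (percentile 86.4). S-phase and G2M genes, which fell in chondrocyte-like cells with medians of -0.32 and -0.45, did not fall in interzone-like cells, where their medians were 0.04 and 0.06. The signs of both changed with cells chosen by a Gdf5 UMI, which gave -0.17 and -0.11. Ribosomal protein genes had a median of 0.24 (percentile 100), and mitochondrially encoded genes -0.04 (percentile 58.7).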

The Tgfb pathway is highlighted. (B) Violin plots show expression of Tgfb ligands and receptors among the different clusters identified by scRNA-seq in E13.5 and E14.5 wild-type joint primordia. 

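Receptor levels in interzone-like cells of the control libraries were 100.7 CPM at E13.5 and 96.8 CPM at E14.5 for Tgfbr1, 23.0 and 49.9 CPM for Tgfbr2, and 3.06 and 7.88 CPM for Tgfbr3. Tgfbr1 exceeded its level in the other skeletal cells by a log2 ratio of 0.68 at E13.5 (0.56 to 0.80) and 0.83 at E14.5 (0.70 to 0.96). For Tgfbr2 the ratio was 0.11 at E13.5 (-0.13 to 0.35) and 1.13 at E14.5 (0.94 to 1.31). Tgfbr3 was lower at E13.5, at -2.15 (-2.84 to -1.53), and within counting error at E14.5, at -0.14 (-0.60 to 0.29). The 6 ligands and receptors together had a median of 0.15 at E13.5 (percentile 76.8) and 0.81 at E14.5 (percentile 99.7).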

(C, D) RNAscope detects no reduction of  $Gdf5^{+}$  interzone cells in the knee of either  $Ihh^{-/-}$  (C) or  $Prx1Cre;\beta$ -catenin $^{fl/fl}$  mutants at E13.5 (D). F: Femur; T: Tibia.

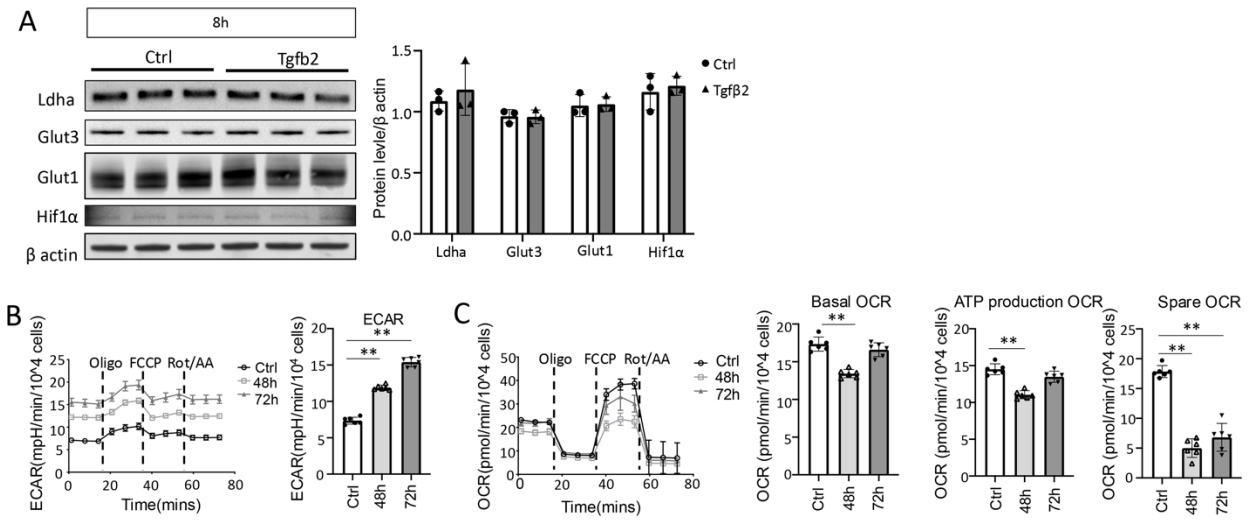

**Figure S7. Tgfb2 stimulates glycolysis in primary rib chondrocytes.**

(A) Western blot images and quantification indicating no change in levels of glycolysis proteins in primary chondrocytes after 8 hrs of Tgfb2 treatment. (B-C) Seahorse assays showing persistent stimulation of glycolysis by Tgfb2 following prolonged incubation of up to 72 hrs. \*\*  $p < 0.01$ , Student's t test, Error bars: SD.

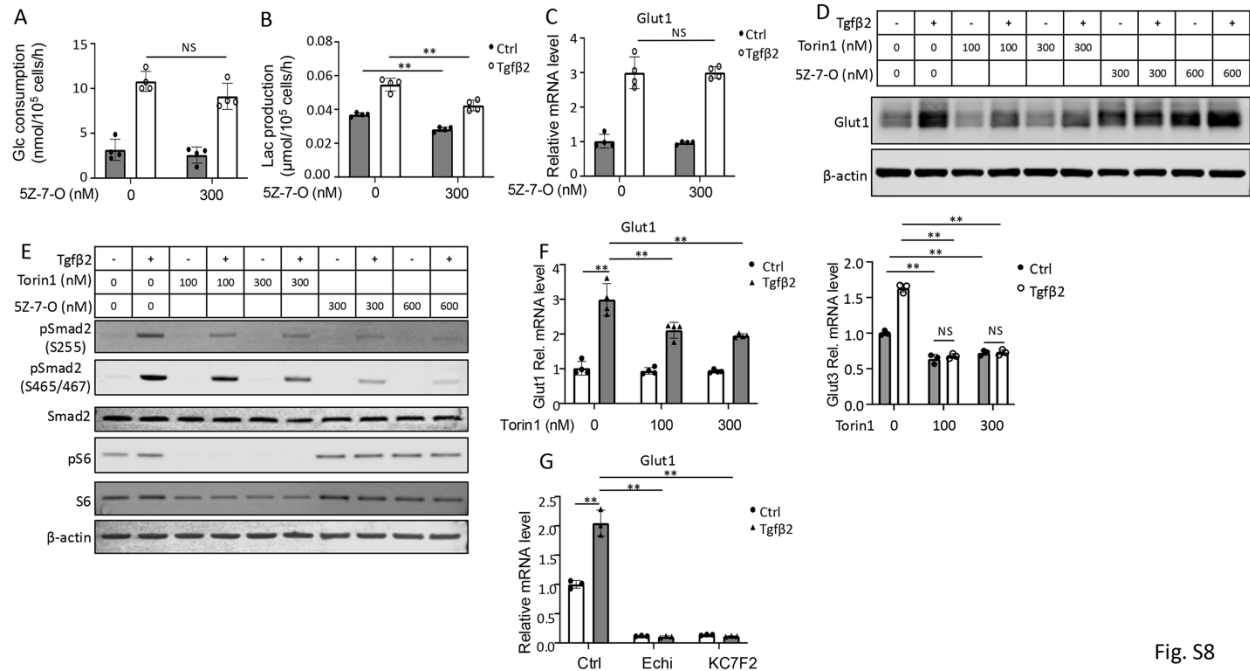

Fig. S8

# **Figure S8. Tgfbeta2 stimulates glycolysis through mTOR/Hif1alpha in primary rib chondrocytes.**

(A, B) Little effect of TAK1 inhibitor 5Z-7-Oxozeaenol on induction of glucose consumption (A) or lactate production (B) by Tgfbeta2 after 12 hrs. (C, D) Minimal effect of Tak1 inhibitor on Glut1 mRNA (C) or protein induction (D) by Tgfbeta2 after 12 hrs. (E) Western blots showing effects of mTOR or Tak1 inhibitor on Smad and mTORC1 signaling with or without Tgfbeta2 treatment for 1 hr. (F-G) RT-qPCR showing effects of mTOR inhibitor Torin1 (F) or Hif1alpha inhibitors echinomycin (Echi) and KC7F2 (G) on Glut1 or Glut3 mRNA levels with or without Tgfbeta2 treatment for 12 hrs. For all inhibitor experiments, the cells were pretreated with either inhibitors or their corresponding vehicle (DMSO) for 12 hours before either Tgfbeta2 or its vehicle (0.1% BSA) was added. \*\* p<0.01, two-way ANOVA, error bars: SD.

**Supplemental Table I. RT-qPCR primer information**

| <b>Gene</b>   | <b>Forward</b>         | <b>Reverse</b>         | <b>Amplicon<br/>size (bp)</b> |
|---------------|------------------------|------------------------|-------------------------------|
| Slc2a3        | CGCTTCTCATCTCCATTGTCC  | TGAAGATAGTATTGACCACGCC | 150                           |
| $\beta$ actin | GTGACGTTGACATCCGTAAAGA | GCCGGACTCATCGTACTCC    | 245                           |

**Supplemental Table II. DEGs for interzone cells versus all other clusters in E13.5 knee joint**

Positive log2FC indicates increased expression in interzone cells, p\_val\_adj <0.05, glycolysis genes in bold

|         | p_val     | avg_log2FC | pct.1 | pct.2 | p_val_adj |
|---------|-----------|------------|-------|-------|-----------|
| Sfrp2   | 0         | 2.31067185 | 0.982 | 0.764 | 0         |
| Gas1    | 0         | 2.0416307  | 0.966 | 0.707 | 0         |
| Gdf5    | 0         | 1.97079182 | 0.804 | 0.434 | 0         |
| Osr2    | 0         | 1.59660946 | 0.82  | 0.552 | 0         |
| Creb5   | 0         | 1.4272022  | 0.881 | 0.599 | 0         |
| Htra1   | 0         | 1.41344478 | 0.628 | 0.291 | 0         |
| Sulf1   | 0         | 1.41159457 | 0.807 | 0.49  | 0         |
| Ier3    | 0         | 1.4063391  | 0.688 | 0.36  | 0         |
| Tm4sf1  | 6.64E-234 | 1.34790782 | 0.477 | 0.239 | 2.14E-229 |
| Tgfb1   | 0         | 1.28239535 | 0.808 | 0.656 | 0         |
| Sox4    | 0         | 1.20489855 | 0.935 | 0.809 | 0         |
| Dusp1   | 4.10E-276 | 1.14039816 | 0.696 | 0.551 | 1.32E-271 |
| Vcan    | 0         | 1.10509788 | 0.948 | 0.825 | 0         |
| Tcf4    | 0         | 1.10458981 | 0.926 | 0.809 | 0         |
| Jun     | 0         | 1.09500407 | 0.951 | 0.849 | 0         |
| Lrrc17  | 1.27E-224 | 1.09174084 | 0.609 | 0.466 | 4.09E-220 |
| Trps1   | 0         | 1.04631606 | 0.887 | 0.658 | 0         |
| Foxp1   | 0         | 1.0101616  | 0.7   | 0.435 | 0         |
| Spint2  | 0         | 0.98565306 | 0.735 | 0.427 | 0         |
| Barx1   | 6.20E-195 | 0.96504929 | 0.651 | 0.47  | 2.00E-190 |
| Khdrbs3 | 6.35E-242 | 0.96425165 | 0.637 | 0.507 | 2.05E-237 |
| Rcan1   | 2.79E-256 | 0.94452967 | 0.526 | 0.292 | 9.00E-252 |
| Zfp36l1 | 0         | 0.93163339 | 0.806 | 0.664 | 0         |
| Pax9    | 8.95E-233 | 0.92268781 | 0.512 | 0.33  | 2.89E-228 |
| Lrig3   | 0         | 0.88046598 | 0.875 | 0.701 | 0         |
| Fbn2    | 0         | 0.86273732 | 0.913 | 0.846 | 0         |
| Pdlim3  | 0         | 0.85971842 | 0.604 | 0.294 | 0         |
| Cdh11   | 0         | 0.85380513 | 0.851 | 0.748 | 0         |
| Tagln2  | 1.73E-186 | 0.82840387 | 0.716 | 0.639 | 5.58E-182 |
| Robo1   | 0         | 0.82713169 | 0.678 | 0.482 | 0         |
| Tsc22d1 | 0         | 0.82417233 | 0.973 | 0.932 | 0         |
| Atf3    | 4.19E-224 | 0.81301896 | 0.497 | 0.272 | 1.35E-219 |
| Scrg1   | 1.20E-162 | 0.79366322 | 0.482 | 0.25  | 3.88E-158 |
| Epha7   | 4.27E-204 | 0.78732928 | 0.722 | 0.607 | 1.38E-199 |
| Cdon    | 3.23E-259 | 0.78405989 | 0.568 | 0.34  | 1.04E-254 |
| Meis2   | 1.53E-228 | 0.78137028 | 0.669 | 0.529 | 4.92E-224 |
| Inhba   | 9.23E-130 | 0.78104647 | 0.459 | 0.31  | 2.98E-125 |
| Man1a   | 4.04E-221 | 0.77098377 | 0.547 | 0.351 | 1.30E-216 |

|             |           |            |       |       |           |
|-------------|-----------|------------|-------|-------|-----------|
| Anxa2       | 1.27E-301 | 0.76294623 | 0.834 | 0.703 | 4.12E-297 |
| Prss23      | 3.09E-63  | 0.75551628 | 0.499 | 0.423 | 9.99E-59  |
| Sparc       | 0         | 0.74842687 | 0.964 | 0.905 | 0         |
| Sema3c      | 2.27E-286 | 0.74438938 | 0.699 | 0.471 | 7.33E-282 |
| Nfib        | 0         | 0.73488447 | 0.873 | 0.708 | 0         |
| Fosb        | 9.38E-163 | 0.73224853 | 0.816 | 0.731 | 3.03E-158 |
| Eif3h       | 0         | 0.67124869 | 0.98  | 0.967 | 0         |
| Zfp503      | 2.59E-144 | 0.66687933 | 0.558 | 0.42  | 8.36E-140 |
| Tnfaip8     | 5.15E-185 | 0.65474734 | 0.72  | 0.605 | 1.66E-180 |
| Sulf2       | 1.14E-211 | 0.64789827 | 0.745 | 0.647 | 3.69E-207 |
| C130073E24F | 1.71E-76  | 0.63972831 | 0.425 | 0.299 | 5.52E-72  |
| Arid5b      | 1.67E-228 | 0.63854052 | 0.721 | 0.572 | 5.40E-224 |
| Pid1        | 4.94E-65  | 0.63202855 | 0.396 | 0.289 | 1.60E-60  |
| Col12a1     | 7.49E-167 | 0.61543187 | 0.615 | 0.441 | 2.42E-162 |
| Syt11       | 5.20E-177 | 0.61344465 | 0.548 | 0.397 | 1.68E-172 |
| Efnb2       | 2.78E-114 | 0.61257349 | 0.544 | 0.429 | 8.96E-110 |
| Tnfaip6     | 1.34E-106 | 0.60311515 | 0.599 | 0.49  | 4.34E-102 |
| Runx1t1     | 9.01E-169 | 0.60183476 | 0.755 | 0.657 | 2.91E-164 |
| Wnt4        | 7.45E-150 | 0.60035534 | 0.603 | 0.441 | 2.41E-145 |
| Sgcd        | 1.42E-142 | 0.59477543 | 0.428 | 0.23  | 4.58E-138 |
| Sap30       | 6.07E-192 | 0.58782861 | 0.633 | 0.46  | 1.96E-187 |
| Smoc1       | 0         | 0.58480142 | 0.517 | 0.253 | 0         |
| Ube2e3      | 1.44E-160 | 0.58111014 | 0.81  | 0.725 | 4.65E-156 |
| Pamr1       | 2.97E-36  | 0.57213743 | 0.362 | 0.247 | 9.60E-32  |
| Adgrl3      | 9.94E-202 | 0.57203682 | 0.763 | 0.629 | 3.21E-197 |
| Fabp5       | 4.98E-73  | 0.56207669 | 0.792 | 0.768 | 1.61E-68  |
| Tgfb2       | 2.82E-42  | 0.55543916 | 0.669 | 0.662 | 9.11E-38  |
| Gas2        | 4.21E-124 | 0.55212482 | 0.767 | 0.727 | 1.36E-119 |
| Lmo1        | 1.15E-158 | 0.55198697 | 0.446 | 0.265 | 3.72E-154 |
| Aopep       | 1.18E-158 | 0.54149449 | 0.714 | 0.584 | 3.82E-154 |
| Mab21l2     | 3.16E-164 | 0.53234718 | 0.805 | 0.681 | 1.02E-159 |
| Fjx1        | 1.16E-61  | 0.53162942 | 0.499 | 0.414 | 3.73E-57  |
| Ltbp3       | 3.10E-96  | 0.52970753 | 0.532 | 0.415 | 1.00E-91  |
| Gli3        | 1.56E-121 | 0.52970744 | 0.621 | 0.497 | 5.03E-117 |
| Pcdh10      | 1.04E-292 | 0.52794895 | 0.584 | 0.366 | 3.37E-288 |
| Tmsb4x      | 4.79E-192 | 0.52279817 | 0.94  | 0.89  | 1.55E-187 |
| Six1        | 1.01E-122 | 0.52180969 | 0.557 | 0.435 | 3.26E-118 |
| Angptl1     | 5.25E-157 | 0.51508894 | 0.662 | 0.489 | 1.70E-152 |
| Mif         | 2.09E-179 | 0.51244964 | 0.993 | 0.986 | 6.73E-175 |
| Csrp2       | 2.69E-153 | 0.50488766 | 0.877 | 0.861 | 8.70E-149 |
| Krt17       | 1.51E-15  | 0.50380773 | 0.247 | 0.128 | 4.88E-11  |

|              |                  |                   |              |              |                  |
|--------------|------------------|-------------------|--------------|--------------|------------------|
| Lgals1       | 0                | 0.50354965        | 0.994        | 0.971        | 0                |
| Fos          | 4.73E-90         | 0.50184407        | 0.912        | 0.905        | 1.53E-85         |
| Cited2       | 7.42E-14         | 0.50172508        | 0.523        | 0.55         | 2.40E-09         |
| Ctsl         | 7.26E-114        | 0.49880683        | 0.822        | 0.793        | 2.34E-109        |
| Ackr3        | 1.83E-42         | 0.49832141        | 0.474        | 0.423        | 5.89E-38         |
| Tle1         | 5.05E-137        | 0.49790621        | 0.669        | 0.547        | 1.63E-132        |
| Jund         | 3.48E-187        | 0.48107857        | 0.996        | 0.989        | 1.12E-182        |
| Ccdc80       | 6.93E-31         | 0.47266013        | 0.46         | 0.421        | 2.24E-26         |
| Bnip3l       | 9.15E-93         | 0.47050922        | 0.841        | 0.792        | 2.96E-88         |
| Bmp4         | 1.38E-52         | 0.46464254        | 0.492        | 0.429        | 4.45E-48         |
| Tpm1         | 7.73E-120        | 0.46450595        | 0.822        | 0.791        | 2.50E-115        |
| Adamtsl1     | 1.43E-28         | 0.46236194        | 0.557        | 0.54         | 4.61E-24         |
| Zyx          | 2.21E-74         | 0.46030781        | 0.623        | 0.56         | 7.14E-70         |
| Cd47         | 7.39E-123        | 0.4601161         | 0.484        | 0.319        | 2.39E-118        |
| Igfbp5       | 1.05E-147        | 0.45850359        | 0.88         | 0.756        | 3.39E-143        |
| Shisa2       | 2.66E-11         | 0.45775772        | 0.347        | 0.299        | 8.58E-07         |
| Col5a1       | 3.24E-110        | 0.45593335        | 0.649        | 0.54         | 1.05E-105        |
| Fzd8         | 6.58E-58         | 0.45328919        | 0.463        | 0.355        | 2.13E-53         |
| Pdgfra       | 1.57E-61         | 0.44968875        | 0.717        | 0.718        | 5.07E-57         |
| Tpi1         | 3.11E-115        | 0.4472011         | 0.945        | 0.925        | 1.00E-110        |
| Nedd9        | 5.51E-140        | 0.44645535        | 0.43         | 0.253        | 1.78E-135        |
| Pcdh18       | 6.87E-77         | 0.44596661        | 0.658        | 0.607        | 2.22E-72         |
| Dleu2        | 1.10E-56         | 0.44567897        | 0.472        | 0.395        | 3.56E-52         |
| Plxna4       | 6.89E-11         | 0.43864346        | 0.371        | 0.315        | 2.23E-06         |
| S100a10      | 2.81E-137        | 0.43550648        | 0.727        | 0.596        | 9.06E-133        |
| Fxyd6        | 1.38E-52         | 0.43417709        | 0.622        | 0.565        | 4.46E-48         |
| Gem          | 2.71E-138        | 0.43022649        | 0.509        | 0.323        | 8.76E-134        |
| Hmgb3        | 9.89E-131        | 0.42722579        | 0.889        | 0.848        | 3.19E-126        |
| Epb41l3      | 2.17E-55         | 0.4234563         | 0.588        | 0.549        | 7.02E-51         |
| <b>Ldha</b>  | <b>1.29E-109</b> | <b>0.42049702</b> | <b>0.972</b> | <b>0.942</b> | <b>4.15E-105</b> |
| Rasl10a      | 3.94E-116        | 0.41775674        | 0.477        | 0.344        | 1.27E-111        |
| Timp2        | 1.34E-96         | 0.41642595        | 0.673        | 0.587        | 4.33E-92         |
| <b>Aldoa</b> | <b>7.38E-69</b>  | <b>0.41267628</b> | <b>0.938</b> | <b>0.915</b> | <b>2.38E-64</b>  |
| Arhgap31     | 5.57E-38         | 0.41041737        | 0.512        | 0.451        | 1.80E-33         |
| Foxc1        | 6.82E-74         | 0.41032693        | 0.627        | 0.533        | 2.20E-69         |
| Ift57        | 1.13E-154        | 0.40933596        | 0.574        | 0.402        | 3.65E-150        |
| Mpped2       | 4.10E-21         | 0.40708693        | 0.783        | 0.792        | 1.32E-16         |
| Egr1         | 9.16E-38         | 0.40606204        | 0.713        | 0.686        | 2.96E-33         |
| Bex1         | 5.45E-114        | 0.40457792        | 0.64         | 0.517        | 1.76E-109        |
| Pitx1        | 8.54E-118        | 0.40261876        | 0.914        | 0.896        | 2.76E-113        |
| Tcp11l2      | 4.04E-91         | 0.40193579        | 0.49         | 0.386        | 1.30E-86         |

|            |                 |                   |              |              |                 |
|------------|-----------------|-------------------|--------------|--------------|-----------------|
| Igfbp2     | 7.33E-109       | 0.40029396        | 0.749        | 0.674        | 2.37E-104       |
| Loxl2      | 1.98E-30        | 0.39622684        | 0.515        | 0.477        | 6.38E-26        |
| Dkk3       | 3.06E-08        | 0.39508412        | 0.342        | 0.311        | 0.00098911      |
| Tbx18      | 3.27E-98        | 0.39507367        | 0.625        | 0.545        | 1.06E-93        |
| Dlc1       | 9.42E-38        | 0.39065331        | 0.558        | 0.516        | 3.04E-33        |
| Rrad       | 5.54E-40        | 0.38854211        | 0.328        | 0.236        | 1.79E-35        |
| Nfkbiz     | 1.03E-112       | 0.38174837        | 0.428        | 0.267        | 3.31E-108       |
| Glcci1     | 1.05E-84        | 0.38157776        | 0.57         | 0.458        | 3.41E-80        |
| Adamts1    | 1.62E-85        | 0.38053991        | 0.468        | 0.334        | 5.25E-81        |
| Pkdcc      | 1.39E-46        | 0.37879906        | 0.765        | 0.744        | 4.50E-42        |
| Fn1        | 1.23E-111       | 0.37862803        | 0.759        | 0.645        | 3.96E-107       |
| Myoz1      | 3.45E-101       | 0.37713065        | 0.366        | 0.168        | 1.11E-96        |
| Socs3      | 1.60E-44        | 0.37694806        | 0.674        | 0.618        | 5.18E-40        |
| Nfil3      | 1.39E-50        | 0.37571682        | 0.523        | 0.449        | 4.50E-46        |
| Plagl1     | 7.24E-74        | 0.37528358        | 0.818        | 0.709        | 2.34E-69        |
| <b>Pkm</b> | <b>1.02E-67</b> | <b>0.37493166</b> | <b>0.955</b> | <b>0.947</b> | <b>3.31E-63</b> |
| Csrp1      | 1.41E-46        | 0.37364351        | 0.568        | 0.514        | 4.55E-42        |
| Lrba       | 2.81E-54        | 0.37032188        | 0.496        | 0.419        | 9.08E-50        |
| Ldlrad4    | 6.60E-22        | 0.37003713        | 0.442        | 0.394        | 2.13E-17        |
| Xist       | 2.29E-90        | 0.3678406         | 0.876        | 0.831        | 7.38E-86        |
| Ndufa4l2   | 3.51E-12        | 0.36467443        | 0.19         | 0.145        | 1.13E-07        |
| Nxph1      | 2.08E-177       | 0.36457105        | 0.39         | 0.142        | 6.71E-173       |
| Cpq        | 2.00E-31        | 0.36372053        | 0.429        | 0.344        | 6.45E-27        |
| Myo1b      | 4.12E-07        | 0.36334424        | 0.519        | 0.552        | 0.0133144       |
| Rgcc       | 1.19E-06        | 0.36149167        | 0.525        | 0.525        | 0.03856775      |
| Rhoq       | 2.24E-19        | 0.36129089        | 0.442        | 0.4          | 7.22E-15        |
| Rai14      | 6.92E-36        | 0.36129041        | 0.557        | 0.519        | 2.24E-31        |
| Map1lc3a   | 6.03E-94        | 0.35813125        | 0.846        | 0.834        | 1.95E-89        |
| Btg2       | 6.25E-73        | 0.35676949        | 0.613        | 0.504        | 2.02E-68        |
| Chrdl1     | 8.14E-115       | 0.35471562        | 0.48         | 0.371        | 2.63E-110       |
| Sox11      | 6.84E-57        | 0.350845          | 0.888        | 0.864        | 2.21E-52        |
| Tle4       | 2.52E-21        | 0.3501784         | 0.581        | 0.561        | 8.13E-17        |
| Rnd3       | 3.09E-60        | 0.34813209        | 0.632        | 0.58         | 9.97E-56        |
| Slc38a1    | 5.38E-63        | 0.34545607        | 0.706        | 0.645        | 1.74E-58        |
| Fstl1      | 1.07E-97        | 0.3442858         | 0.83         | 0.78         | 3.47E-93        |
| Tsc22d2    | 6.84E-108       | 0.34179434        | 0.596        | 0.444        | 2.21E-103       |
| Tafa2      | 2.14E-149       | 0.34122904        | 0.507        | 0.371        | 6.92E-145       |
| Pmp22      | 3.43E-65        | 0.33794726        | 0.784        | 0.711        | 1.11E-60        |
| Psd3       | 1.83E-51        | 0.3369518         | 0.39         | 0.283        | 5.90E-47        |
| Svil       | 2.83E-34        | 0.33645301        | 0.634        | 0.619        | 9.13E-30        |
| Dusp14     | 0               | 0.33553549        | 0.46         | 0.215        | 0               |

|             |                 |                   |              |              |                 |
|-------------|-----------------|-------------------|--------------|--------------|-----------------|
| H1f0        | 2.49E-21        | 0.33489987        | 0.72         | 0.725        | 8.05E-17        |
| Tnfrsf12a   | 9.86E-31        | 0.33052953        | 0.343        | 0.248        | 3.18E-26        |
| Sema3a      | 5.42E-17        | 0.32871954        | 0.55         | 0.541        | 1.75E-12        |
| Jmjd1c      | 1.98E-36        | 0.32597669        | 0.586        | 0.532        | 6.38E-32        |
| <b>Eno1</b> | <b>4.08E-40</b> | <b>0.32583648</b> | <b>0.899</b> | <b>0.844</b> | <b>1.32E-35</b> |
| Lgr5        | 6.24E-51        | 0.32547254        | 0.313        | 0.167        | 2.01E-46        |
| Gpc6        | 4.32E-52        | 0.32494487        | 0.686        | 0.586        | 1.39E-47        |
| H3f3b       | 1.34E-237       | 0.32453574        | 1            | 1            | 4.33E-233       |
| Nrep        | 1.33E-38        | 0.32328698        | 0.538        | 0.472        | 4.28E-34        |
| Efna5       | 8.68E-65        | 0.3213701         | 0.503        | 0.426        | 2.80E-60        |
| Pmepa1      | 4.34E-45        | 0.32101084        | 0.672        | 0.618        | 1.40E-40        |
| Dab2        | 7.27E-24        | 0.32023061        | 0.548        | 0.516        | 2.35E-19        |
| Ddah2       | 4.37E-77        | 0.31850127        | 0.856        | 0.862        | 1.41E-72        |
| Olfml2b     | 1.31E-129       | 0.31845013        | 0.401        | 0.228        | 4.23E-125       |
| Meg3        | 1.34E-88        | 0.31706474        | 0.981        | 0.955        | 4.34E-84        |
| Dusp8       | 1.01E-17        | 0.31644776        | 0.362        | 0.314        | 3.27E-13        |
| Nfic        | 2.21E-20        | 0.31616106        | 0.479        | 0.429        | 7.13E-16        |
| Sox6        | 2.24E-47        | 0.3158704         | 0.718        | 0.613        | 7.24E-43        |
| Sat1        | 1.03E-19        | 0.31551869        | 0.376        | 0.31         | 3.31E-15        |
| Malat1      | 1.02E-133       | 0.31479892        | 0.999        | 0.999        | 3.28E-129       |
| Lin7a       | 2.77E-89        | 0.31427561        | 0.465        | 0.355        | 8.93E-85        |
| Pnrc1       | 4.95E-96        | 0.31083338        | 0.934        | 0.928        | 1.60E-91        |
| Cadps2      | 6.21E-61        | 0.31038772        | 0.387        | 0.269        | 2.00E-56        |
| Nfia        | 2.24E-41        | 0.3097313         | 0.56         | 0.491        | 7.24E-37        |
| Tpd52       | 9.31E-17        | 0.30557947        | 0.447        | 0.425        | 3.01E-12        |
| Hmcn1       | 7.62E-10        | 0.30529202        | 0.471        | 0.46         | 2.46E-05        |
| Vps13b      | 1.44E-77        | 0.30443045        | 0.478        | 0.375        | 4.65E-73        |
| Kras        | 7.61E-45        | 0.30264414        | 0.686        | 0.637        | 2.46E-40        |
| Mfap2       | 2.19E-90        | 0.30238532        | 0.941        | 0.928        | 7.06E-86        |
| Hoxd9       | 1.81E-11        | 0.30068068        | 0.535        | 0.507        | 5.83E-07        |
| Tnni2       | 1.34E-13        | 0.29930242        | 0.18         | 0.181        | 4.33E-09        |
| Bex4        | 3.03E-84        | 0.29858401        | 0.682        | 0.585        | 9.78E-80        |
| Mat2b       | 7.70E-11        | 0.29818663        | 0.488        | 0.482        | 2.49E-06        |
| Chst5       | 5.93E-21        | 0.29745243        | 0.252        | 0.279        | 1.91E-16        |
| Rhob        | 7.51E-33        | 0.29466014        | 0.61         | 0.554        | 2.43E-28        |
| Mpp7        | 3.45E-56        | 0.29465521        | 0.607        | 0.523        | 1.11E-51        |
| Lhx9        | 6.99E-15        | 0.29399521        | 0.478        | 0.456        | 2.26E-10        |
| Qk          | 1.25E-37        | 0.29197686        | 0.801        | 0.788        | 4.03E-33        |
| Net1        | 9.20E-17        | 0.28875849        | 0.578        | 0.562        | 2.97E-12        |
| Klf13       | 1.61E-17        | 0.28817295        | 0.465        | 0.43         | 5.20E-13        |
| Fgfr2       | 7.67E-60        | 0.28771032        | 0.66         | 0.557        | 2.48E-55        |

|              |                 |                   |              |              |                 |
|--------------|-----------------|-------------------|--------------|--------------|-----------------|
| Tax1bp3      | 1.80E-09        | 0.28707494        | 0.614        | 0.662        | 5.81E-05        |
| Gm42418      | 2.20E-144       | 0.28610375        | 1            | 1            | 7.09E-140       |
| Angptl2      | 2.50E-13        | 0.28382913        | 0.401        | 0.364        | 8.09E-09        |
| Fhod3        | 3.69E-14        | 0.28149408        | 0.212        | 0.129        | 1.19E-09        |
| Syne2        | 6.82E-70        | 0.28002565        | 0.604        | 0.538        | 2.20E-65        |
| Dclk1        | 5.92E-13        | 0.27747017        | 0.379        | 0.33         | 1.91E-08        |
| Tmx4         | 8.35E-32        | 0.27737951        | 0.545        | 0.484        | 2.70E-27        |
| Smoc2        | 1.25E-28        | 0.27724643        | 0.549        | 0.474        | 4.03E-24        |
| Disp1        | 1.68E-14        | 0.27691415        | 0.388        | 0.345        | 5.44E-10        |
| Cdh13        | 1.68E-15        | 0.27554942        | 0.245        | 0.239        | 5.41E-11        |
| Phactr2      | 7.90E-40        | 0.27528726        | 0.583        | 0.502        | 2.55E-35        |
| Ltbp1        | 1.77E-08        | 0.27390373        | 0.469        | 0.464        | 0.00057003      |
| Ccdc34       | 4.29E-27        | 0.27274313        | 0.777        | 0.777        | 1.38E-22        |
| Ccnd1        | 2.23E-35        | 0.27226724        | 0.876        | 0.829        | 7.19E-31        |
| Nbl1         | 2.74E-56        | 0.27208735        | 0.382        | 0.276        | 8.85E-52        |
| Ly6h         | 1.44E-17        | 0.27087514        | 0.455        | 0.423        | 4.64E-13        |
| Magi1        | 6.53E-115       | 0.26907326        | 0.517        | 0.438        | 2.11E-110       |
| Espn         | 0               | 0.26714068        | 0.478        | 0.272        | 0               |
| Six4         | 5.05E-43        | 0.26688809        | 0.438        | 0.363        | 1.63E-38        |
| <b>Gapdh</b> | <b>1.08E-74</b> | <b>0.26549247</b> | <b>0.996</b> | <b>0.994</b> | <b>3.47E-70</b> |
| Khdrbs2      | 3.68E-32        | 0.26493601        | 0.41         | 0.346        | 1.19E-27        |
| Ext1         | 4.00E-13        | 0.26378811        | 0.471        | 0.438        | 1.29E-08        |
| Pcdh17       | 4.89E-13        | 0.26320339        | 0.376        | 0.332        | 1.58E-08        |
| Ckb          | 5.18E-07        | 0.26288515        | 0.565        | 0.561        | 0.01673056      |
| Tmem178      | 6.43E-46        | 0.26240219        | 0.338        | 0.22         | 2.07E-41        |
| Sesn3        | 6.10E-17        | 0.26038394        | 0.58         | 0.57         | 1.97E-12        |
| Stxbp6       | 5.71E-10        | 0.2601094         | 0.446        | 0.423        | 1.84E-05        |
| Palld        | 7.15E-08        | 0.25971777        | 0.645        | 0.68         | 0.00230869      |
| Dbn1         | 1.12E-41        | 0.25964704        | 0.772        | 0.753        | 3.61E-37        |
| Tmed4        | 1.33E-33        | 0.25831642        | 0.556        | 0.494        | 4.30E-29        |
| Prdx2        | 1.68E-118       | 0.25759544        | 0.997        | 0.994        | 5.42E-114       |
| <b>Gpi1</b>  | <b>1.14E-36</b> | <b>0.25722818</b> | <b>0.798</b> | <b>0.758</b> | <b>3.68E-32</b> |
| Cux1         | 6.41E-11        | 0.25629668        | 0.61         | 0.62         | 2.07E-06        |
| Scx          | 5.39E-08        | 0.25628744        | 0.554        | 0.572        | 0.00174051      |
| Eln          | 1.10E-18        | 0.2560702         | 0.394        | 0.324        | 3.56E-14        |
| Mex3b        | 2.60E-16        | 0.25580597        | 0.618        | 0.617        | 8.40E-12        |
| Bnip3        | 4.26E-13        | 0.25505412        | 0.59         | 0.549        | 1.37E-08        |
| Nedd4l       | 6.45E-84        | 0.25440769        | 0.5          | 0.413        | 2.08E-79        |
| Ctnnal1      | 2.14E-23        | 0.25406009        | 0.354        | 0.283        | 6.92E-19        |
| Fam214a      | 1.14E-79        | 0.25357246        | 0.397        | 0.29         | 3.67E-75        |
| Fam162a      | 3.84E-12        | 0.25203832        | 0.818        | 0.831        | 1.24E-07        |

|             |           |            |       |       |            |
|-------------|-----------|------------|-------|-------|------------|
| 1500004A13F | 6.21E-214 | 0.25138054 | 0.482 | 0.331 | 2.00E-209  |
| Trib1       | 5.44E-78  | 0.25126394 | 0.461 | 0.333 | 1.76E-73   |
| Hoxd11      | 1.09E-07  | 0.25081083 | 0.472 | 0.53  | 0.00351687 |
| Ism1        | 4.73E-115 | 0.25041481 | 0.486 | 0.354 | 1.53E-110  |
| 11-Sep      | 1.86E-66  | -0.2504143 | 0.638 | 0.758 | 6.02E-62   |
| 1810058I24R | 3.41E-64  | -0.2508608 | 0.794 | 0.864 | 1.10E-59   |
| Selenoh     | 2.22E-56  | -0.2513756 | 0.828 | 0.894 | 7.16E-52   |
| Panx3       | 1.64E-57  | -0.2514611 | 0.092 | 0.266 | 5.29E-53   |
| Fam204a     | 2.57E-106 | -0.2526377 | 0.481 | 0.649 | 8.31E-102  |
| P3h1        | 7.14E-61  | -0.2529324 | 0.299 | 0.445 | 2.30E-56   |
| Vcam1       | 3.04E-65  | -0.2538738 | 0.464 | 0.548 | 9.81E-61   |
| Edil3       | 6.28E-11  | -0.253989  | 0.273 | 0.328 | 2.03E-06   |
| Gnl3        | 6.32E-61  | -0.2550491 | 0.577 | 0.687 | 2.04E-56   |
| Crabp2      | 1.28E-26  | -0.2551276 | 0.71  | 0.806 | 4.13E-22   |
| Emp3        | 8.39E-44  | -0.2553399 | 0.708 | 0.77  | 2.71E-39   |
| Rab28       | 2.15E-111 | -0.2557981 | 0.425 | 0.605 | 6.95E-107  |
| Fzd9        | 2.23E-08  | -0.2569342 | 0.309 | 0.329 | 0.00071848 |
| Ebf3        | 1.51E-106 | -0.2576421 | 0.36  | 0.525 | 4.88E-102  |
| Tshz2       | 2.51E-24  | -0.2582653 | 0.524 | 0.62  | 8.09E-20   |
| Ppib        | 3.50E-114 | -0.2583235 | 0.965 | 0.983 | 1.13E-109  |
| Klhl13      | 2.12E-106 | -0.2585518 | 0.314 | 0.459 | 6.84E-102  |
| Chd3        | 5.91E-59  | -0.2586077 | 0.742 | 0.852 | 1.91E-54   |
| Hspg2       | 1.95E-56  | -0.2586201 | 0.322 | 0.444 | 6.31E-52   |
| Tpd52l1     | 5.56E-12  | -0.2599973 | 0.53  | 0.536 | 1.79E-07   |
| Rcn3        | 7.45E-77  | -0.2601511 | 0.751 | 0.853 | 2.40E-72   |
| P4ha1       | 1.56E-50  | -0.2605534 | 0.546 | 0.632 | 5.04E-46   |
| Ssr2        | 3.57E-69  | -0.2605997 | 0.891 | 0.937 | 1.15E-64   |
| Anxa5       | 1.49E-41  | -0.261572  | 0.749 | 0.805 | 4.82E-37   |
| Cspg4       | 5.59E-48  | -0.2625052 | 0.389 | 0.481 | 1.80E-43   |
| Eva1b       | 5.93E-93  | -0.2638446 | 0.444 | 0.634 | 1.92E-88   |
| Tmem263     | 1.46E-65  | -0.2643843 | 0.583 | 0.693 | 4.73E-61   |
| Dynll1      | 4.28E-107 | -0.2656223 | 0.977 | 0.991 | 1.38E-102  |
| Csgalnact1  | 5.79E-43  | -0.2656485 | 0.247 | 0.36  | 1.87E-38   |
| Tmem97      | 2.36E-59  | -0.265732  | 0.447 | 0.553 | 7.62E-55   |
| Pja1        | 1.11E-31  | -0.2657972 | 0.453 | 0.535 | 3.57E-27   |
| Tcf7l1      | 5.31E-72  | -0.2660668 | 0.433 | 0.557 | 1.71E-67   |
| Rplp1       | 4.55E-220 | -0.2660729 | 0.996 | 0.996 | 1.47E-215  |
| Tns3        | 2.04E-47  | -0.2663493 | 0.423 | 0.516 | 6.59E-43   |
| Ift20       | 4.27E-80  | -0.2666353 | 0.699 | 0.816 | 1.38E-75   |
| 1500009L16R | 3.92E-84  | -0.2668856 | 0.417 | 0.555 | 1.26E-79   |
| C1qbp       | 5.10E-72  | -0.2669406 | 0.797 | 0.876 | 1.65E-67   |

|          |           |            |       |       |           |
|----------|-----------|------------|-------|-------|-----------|
| Smad7    | 2.17E-54  | -0.2682935 | 0.611 | 0.709 | 7.00E-50  |
| Lpar4    | 1.66E-111 | -0.2683595 | 0.4   | 0.583 | 5.37E-107 |
| Fgfr1    | 1.09E-33  | -0.2683741 | 0.578 | 0.618 | 3.52E-29  |
| Phgdh    | 1.97E-57  | -0.2705265 | 0.788 | 0.844 | 6.37E-53  |
| Tubb2a   | 3.37E-104 | -0.2718899 | 0.336 | 0.519 | 1.09E-99  |
| Kdelr3   | 3.68E-72  | -0.2727507 | 0.396 | 0.538 | 1.19E-67  |
| Fkbp9    | 6.18E-85  | -0.2736733 | 0.434 | 0.598 | 2.00E-80  |
| Raph1    | 7.44E-85  | -0.2741965 | 0.292 | 0.436 | 2.40E-80  |
| Eif4a1   | 9.72E-123 | -0.2750517 | 0.951 | 0.985 | 3.14E-118 |
| Hoxa11os | 1.94E-191 | -0.2762749 | 0.326 | 0.504 | 6.28E-187 |
| Crip1    | 7.70E-61  | -0.2764214 | 0.401 | 0.525 | 2.49E-56  |
| Nin      | 1.14E-88  | -0.2771574 | 0.249 | 0.394 | 3.68E-84  |
| Cox4i2   | 2.20E-74  | -0.278458  | 0.342 | 0.453 | 7.10E-70  |
| Manf     | 5.99E-61  | -0.2805904 | 0.832 | 0.894 | 1.93E-56  |
| Tshz1    | 2.69E-42  | -0.2817431 | 0.375 | 0.48  | 8.67E-38  |
| Atp5e    | 1.06E-150 | -0.2821562 | 0.977 | 0.991 | 3.42E-146 |
| Papss1   | 5.10E-78  | -0.283093  | 0.642 | 0.751 | 1.65E-73  |
| Ctsz     | 2.17E-65  | -0.2835287 | 0.57  | 0.685 | 7.02E-61  |
| Ctnnbip1 | 2.65E-87  | -0.2857184 | 0.694 | 0.821 | 8.55E-83  |
| Oaf      | 1.44E-73  | -0.2864655 | 0.659 | 0.757 | 4.64E-69  |
| Serpine2 | 1.77E-18  | -0.2867547 | 0.667 | 0.671 | 5.71E-14  |
| Fibin    | 1.46E-36  | -0.287004  | 0.718 | 0.738 | 4.71E-32  |
| Etv5     | 6.46E-96  | -0.2871097 | 0.163 | 0.338 | 2.09E-91  |
| Aprt     | 1.09E-91  | -0.2878785 | 0.813 | 0.904 | 3.50E-87  |
| Snhg18   | 1.21E-96  | -0.2882349 | 0.496 | 0.668 | 3.90E-92  |
| Asap1    | 5.45E-66  | -0.2891399 | 0.698 | 0.777 | 1.76E-61  |
| Apbb2    | 3.87E-31  | -0.2895278 | 0.345 | 0.421 | 1.25E-26  |
| Clint1   | 2.30E-87  | -0.2897604 | 0.586 | 0.728 | 7.41E-83  |
| Auts2    | 3.72E-76  | -0.2911404 | 0.873 | 0.933 | 1.20E-71  |
| Gfpt1    | 1.03E-61  | -0.2917576 | 0.519 | 0.623 | 3.34E-57  |
| Batf3    | 1.23E-41  | -0.2934329 | 0.483 | 0.556 | 3.97E-37  |
| Btbd3    | 1.87E-45  | -0.2945676 | 0.355 | 0.454 | 6.04E-41  |
| Clcn5    | 1.40E-63  | -0.2952936 | 0.341 | 0.473 | 4.53E-59  |
| Wnt5a    | 3.66E-127 | -0.2955818 | 0.457 | 0.609 | 1.18E-122 |
| Gsn      | 1.17E-102 | -0.2957789 | 0.353 | 0.503 | 3.78E-98  |
| Ccnd2    | 1.51E-100 | -0.2959859 | 0.718 | 0.883 | 4.87E-96  |
| Atp5g1   | 6.13E-115 | -0.2975071 | 0.891 | 0.954 | 1.98E-110 |
| Kdelr2   | 1.75E-88  | -0.2997433 | 0.728 | 0.831 | 5.65E-84  |
| Matn3    | 7.01E-17  | -0.3004633 | 0.209 | 0.289 | 2.26E-12  |
| Klf2     | 4.20E-72  | -0.3010666 | 0.647 | 0.752 | 1.36E-67  |
| Slit3    | 3.96E-216 | -0.3021727 | 0.382 | 0.551 | 1.28E-211 |

|          |           |            |       |       |           |
|----------|-----------|------------|-------|-------|-----------|
| Egfl6    | 1.09E-126 | -0.302786  | 0.234 | 0.395 | 3.53E-122 |
| Rrbp1    | 1.35E-102 | -0.3028358 | 0.903 | 0.954 | 4.37E-98  |
| Tmem256  | 1.71E-109 | -0.3045356 | 0.778 | 0.892 | 5.53E-105 |
| Unc5c    | 5.32E-150 | -0.3051892 | 0.338 | 0.522 | 1.72E-145 |
| Lman1    | 2.50E-78  | -0.3069813 | 0.697 | 0.796 | 8.08E-74  |
| Mpp6     | 6.55E-114 | -0.3088327 | 0.554 | 0.732 | 2.12E-109 |
| Sec61b   | 3.04E-121 | -0.3088659 | 0.961 | 0.981 | 9.80E-117 |
| Ywhaq    | 4.44E-116 | -0.3096201 | 0.923 | 0.964 | 1.43E-111 |
| Vkorc1   | 3.96E-101 | -0.3128071 | 0.532 | 0.698 | 1.28E-96  |
| Pdlim4   | 3.27E-104 | -0.3134572 | 0.569 | 0.706 | 1.06E-99  |
| Trim47   | 1.37E-146 | -0.3137606 | 0.153 | 0.345 | 4.41E-142 |
| Ppa1     | 1.75E-54  | -0.3142086 | 0.774 | 0.824 | 5.64E-50  |
| Mme      | 0         | -0.3150517 | 0.218 | 0.499 | 0         |
| Limd2    | 2.05E-104 | -0.3154082 | 0.686 | 0.799 | 6.63E-100 |
| Lrrc59   | 2.55E-83  | -0.3161314 | 0.667 | 0.764 | 8.23E-79  |
| Peg3     | 4.16E-68  | -0.3162803 | 0.932 | 0.961 | 1.34E-63  |
| Ostc     | 8.97E-134 | -0.3218625 | 0.901 | 0.956 | 2.89E-129 |
| Reep5    | 5.99E-96  | -0.3227383 | 0.618 | 0.76  | 1.93E-91  |
| Igf2r    | 8.30E-96  | -0.3248359 | 0.501 | 0.669 | 2.68E-91  |
| Anxa1    | 5.42E-89  | -0.3260736 | 0.062 | 0.246 | 1.75E-84  |
| Bicc1    | 1.15E-92  | -0.3262659 | 0.339 | 0.505 | 3.71E-88  |
| Col23a1  | 5.47E-97  | -0.3291914 | 0.45  | 0.576 | 1.77E-92  |
| BC006965 | 2.94E-09  | -0.3292151 | 0.318 | 0.343 | 9.50E-05  |
| Hspd1    | 1.19E-105 | -0.3304478 | 0.847 | 0.925 | 3.84E-101 |
| Fam104a  | 2.73E-106 | -0.3338547 | 0.715 | 0.821 | 8.83E-102 |
| Ntm      | 6.62E-26  | -0.3356166 | 0.191 | 0.305 | 2.14E-21  |
| Lef1     | 3.56E-33  | -0.335712  | 0.249 | 0.331 | 1.15E-28  |
| Sorbs1   | 5.15E-76  | -0.3379628 | 0.236 | 0.367 | 1.66E-71  |
| Klf5     | 6.18E-64  | -0.3392414 | 0.27  | 0.387 | 2.00E-59  |
| Ost4     | 3.35E-109 | -0.3393292 | 0.768 | 0.869 | 1.08E-104 |
| Prrx2    | 6.85E-241 | -0.3397992 | 0.43  | 0.623 | 2.21E-236 |
| Bcl2     | 1.12E-133 | -0.3424244 | 0.544 | 0.678 | 3.63E-129 |
| Inka1    | 2.61E-88  | -0.3441868 | 0.451 | 0.577 | 8.42E-84  |
| Msi2     | 3.08E-92  | -0.3443778 | 0.406 | 0.545 | 9.96E-88  |
| Gadd45g  | 2.79E-47  | -0.3457912 | 0.434 | 0.517 | 9.02E-43  |
| Col27a1  | 2.32E-31  | -0.3528747 | 0.638 | 0.638 | 7.48E-27  |
| Ctdspl   | 1.87E-65  | -0.3612773 | 0.58  | 0.642 | 6.04E-61  |
| Rap2c    | 3.68E-119 | -0.3628551 | 0.49  | 0.644 | 1.19E-114 |
| Sh3bgrl3 | 1.42E-127 | -0.3638534 | 0.808 | 0.898 | 4.59E-123 |
| Ebf2     | 1.03E-173 | -0.3646164 | 0.248 | 0.453 | 3.33E-169 |
| 6-Sep    | 3.31E-144 | -0.3653306 | 0.47  | 0.681 | 1.07E-139 |

|         |           |            |       |       |           |
|---------|-----------|------------|-------|-------|-----------|
| Nnat    | 3.71E-84  | -0.3658345 | 0.811 | 0.901 | 1.20E-79  |
| Cpe     | 4.92E-20  | -0.3687787 | 0.684 | 0.656 | 1.59E-15  |
| Pcp4    | 3.80E-63  | -0.3698984 | 0.427 | 0.483 | 1.23E-58  |
| Pcolce  | 4.86E-82  | -0.3721437 | 0.411 | 0.564 | 1.57E-77  |
| Traf4   | 2.19E-108 | -0.3766567 | 0.621 | 0.734 | 7.07E-104 |
| Eif5a   | 1.37E-199 | -0.3771646 | 0.971 | 0.992 | 4.41E-195 |
| Papss2  | 2.74E-68  | -0.3798083 | 0.467 | 0.554 | 8.84E-64  |
| Igfbp3  | 4.93E-90  | -0.3800064 | 0.252 | 0.389 | 1.59E-85  |
| Pfn1    | 1.08E-219 | -0.3802532 | 0.967 | 0.992 | 3.47E-215 |
| Fdps    | 2.60E-100 | -0.3823796 | 0.646 | 0.783 | 8.39E-96  |
| Tnc     | 4.54E-138 | -0.3843248 | 0.246 | 0.466 | 1.47E-133 |
| Dpysl3  | 0         | -0.3845314 | 0.332 | 0.578 | 0         |
| Jdp2    | 5.08E-139 | -0.384992  | 0.222 | 0.41  | 1.64E-134 |
| Basp1   | 3.21E-33  | -0.3880366 | 0.819 | 0.911 | 1.03E-28  |
| Mest    | 1.69E-161 | -0.3890108 | 0.955 | 0.984 | 5.45E-157 |
| Amot    | 4.10E-113 | -0.3935619 | 0.443 | 0.585 | 1.32E-108 |
| Selenom | 4.69E-141 | -0.3957764 | 0.658 | 0.822 | 1.51E-136 |
| Cd24a   | 4.60E-88  | -0.3959531 | 0.891 | 0.916 | 1.49E-83  |
| Cnn2    | 1.11E-216 | -0.3960035 | 0.484 | 0.703 | 3.58E-212 |
| Ssbp2   | 4.91E-101 | -0.3991874 | 0.671 | 0.793 | 1.58E-96  |
| Bambi   | 4.20E-114 | -0.4002117 | 0.377 | 0.54  | 1.35E-109 |
| Maf     | 1.42E-262 | -0.4008044 | 0.237 | 0.482 | 4.59E-258 |
| Id2     | 4.18E-93  | -0.402711  | 0.705 | 0.791 | 1.35E-88  |
| Rflnb   | 1.26E-155 | -0.4030144 | 0.478 | 0.631 | 4.08E-151 |
| Hic1    | 2.46E-91  | -0.412602  | 0.357 | 0.485 | 7.95E-87  |
| Dlx5    | 9.12E-291 | -0.4159224 | 0.348 | 0.531 | 2.94E-286 |
| Meox1   | 1.19E-226 | -0.4181753 | 0.263 | 0.483 | 3.85E-222 |
| Gpc3    | 1.39E-181 | -0.4208471 | 0.96  | 0.986 | 4.49E-177 |
| Fkbp11  | 5.87E-105 | -0.4210174 | 0.372 | 0.532 | 1.89E-100 |
| Smarca2 | 5.51E-78  | -0.422903  | 0.431 | 0.593 | 1.78E-73  |
| Col9a2  | 3.00E-27  | -0.4246079 | 0.812 | 0.725 | 9.69E-23  |
| Tspan4  | 8.41E-99  | -0.4266427 | 0.366 | 0.513 | 2.71E-94  |
| Mia     | 4.00E-31  | -0.4272175 | 0.776 | 0.695 | 1.29E-26  |
| Tubb2b  | 1.20E-38  | -0.4295724 | 0.451 | 0.533 | 3.89E-34  |
| Pcolce2 | 5.82E-24  | -0.4353978 | 0.272 | 0.356 | 1.88E-19  |
| S100a6  | 3.70E-84  | -0.4364806 | 0.136 | 0.314 | 1.19E-79  |
| Srm     | 5.78E-136 | -0.4366565 | 0.603 | 0.747 | 1.87E-131 |
| Fxyd3   | 8.18E-30  | -0.4503638 | 0.281 | 0.359 | 2.64E-25  |
| Selenos | 4.87E-170 | -0.452114  | 0.627 | 0.796 | 1.57E-165 |
| Ss18l2  | 6.82E-105 | -0.4554734 | 0.548 | 0.654 | 2.20E-100 |
| Pth1r   | 3.91E-140 | -0.4679022 | 0.505 | 0.648 | 1.26E-135 |

|          |           |            |       |       |           |
|----------|-----------|------------|-------|-------|-----------|
| Rtl3     | 2.63E-206 | -0.4688834 | 0.181 | 0.428 | 8.49E-202 |
| Limch1   | 2.59E-224 | -0.4855585 | 0.344 | 0.59  | 8.36E-220 |
| Cmtm5    | 1.13E-60  | -0.4898329 | 0.246 | 0.355 | 3.63E-56  |
| Tbrg1    | 7.61E-164 | -0.4942996 | 0.74  | 0.848 | 2.46E-159 |
| Serpinh1 | 6.02E-283 | -0.5042257 | 0.966 | 0.988 | 1.94E-278 |
| Fgfr3    | 1.24E-107 | -0.5068804 | 0.296 | 0.43  | 4.01E-103 |
| Grb10    | 9.09E-260 | -0.5190929 | 0.866 | 0.945 | 2.94E-255 |
| Nrp2     | 1.06E-250 | -0.52668   | 0.34  | 0.586 | 3.43E-246 |
| Susd5    | 9.42E-184 | -0.5281288 | 0.141 | 0.369 | 3.04E-179 |
| Flnb     | 4.78E-164 | -0.5413567 | 0.485 | 0.64  | 1.54E-159 |
| Comp     | 2.25E-61  | -0.5413584 | 0.161 | 0.295 | 7.27E-57  |
| Ihh      | 0         | -0.5459183 | 0.159 | 0.474 | 0         |
| Asb4     | 3.86E-148 | -0.5482577 | 0.476 | 0.612 | 1.25E-143 |
| Rspo3    | 6.57E-112 | -0.5511871 | 0.318 | 0.471 | 2.12E-107 |
| Id3      | 1.36E-213 | -0.5574703 | 0.877 | 0.935 | 4.40E-209 |
| Shox2    | 3.39E-224 | -0.5583722 | 0.66  | 0.824 | 1.09E-219 |
| Arpc1b   | 1.03E-222 | -0.5640722 | 0.41  | 0.659 | 3.31E-218 |
| Thbs1    | 2.20E-104 | -0.5709692 | 0.371 | 0.498 | 7.11E-100 |
| Hes1     | 4.58E-159 | -0.5767231 | 0.406 | 0.607 | 1.48E-154 |
| Pim3     | 1.35E-157 | -0.5906678 | 0.488 | 0.637 | 4.35E-153 |
| Peg10    | 8.80E-117 | -0.5917444 | 0.446 | 0.567 | 2.84E-112 |
| Cthrc1   | 2.08E-155 | -0.6045431 | 0.845 | 0.865 | 6.72E-151 |
| Lgals3   | 3.69E-94  | -0.6189701 | 0.17  | 0.324 | 1.19E-89  |
| Col1a2   | 1.30E-160 | -0.6336426 | 0.682 | 0.851 | 4.19E-156 |
| Vim      | 2.31E-136 | -0.6344528 | 0.812 | 0.892 | 7.45E-132 |
| Runx3    | 0         | -0.6350026 | 0.261 | 0.569 | 0         |
| Islr     | 2.49E-264 | -0.6383287 | 0.47  | 0.693 | 8.05E-260 |
| Twist2   | 0         | -0.6448197 | 0.484 | 0.665 | 0         |
| Ugdh     | 1.00E-151 | -0.6450741 | 0.575 | 0.678 | 3.23E-147 |
| Id1      | 2.30E-203 | -0.6641462 | 0.797 | 0.881 | 7.42E-199 |
| Ptch1    | 0         | -0.6938226 | 0.547 | 0.76  | 0         |
| Stk26    | 2.66E-227 | -0.7210497 | 0.468 | 0.636 | 8.59E-223 |
| Ebf1     | 0         | -0.726277  | 0.43  | 0.73  | 0         |
| Runx2    | 0         | -0.7445826 | 0.393 | 0.629 | 0         |
| Lbhd2    | 3.27E-212 | -0.7465417 | 0.195 | 0.429 | 1.06E-207 |
| Prrx1    | 1.46E-242 | -0.7532261 | 0.535 | 0.796 | 4.71E-238 |
| Phlda2   | 2.92E-86  | -0.7540517 | 0.402 | 0.498 | 9.43E-82  |
| Cnmd     | 9.10E-202 | -0.7607021 | 0.397 | 0.554 | 2.94E-197 |
| Crabp1   | 3.64E-107 | -0.7796922 | 0.583 | 0.705 | 1.18E-102 |
| Snai1    | 0         | -0.8061094 | 0.498 | 0.686 | 0         |
| Gdf10    | 0         | -0.8191565 | 0.164 | 0.489 | 0         |

|         |           |            |       |       |           |
|---------|-----------|------------|-------|-------|-----------|
| Col11a2 | 1.88E-194 | -0.8226674 | 0.427 | 0.569 | 6.07E-190 |
| Col9a3  | 2.50E-83  | -0.8425244 | 0.848 | 0.733 | 8.08E-79  |
| Acan    | 6.00E-211 | -0.8649823 | 0.401 | 0.555 | 1.94E-206 |
| Mef2c   | 0         | -0.8806299 | 0.277 | 0.554 | 0         |
| Dcn     | 9.18E-12  | -0.8869695 | 0.324 | 0.325 | 2.96E-07  |
| Lum     | 9.82E-123 | -0.9539748 | 0.324 | 0.485 | 3.17E-118 |
| Wwp2    | 1.26E-129 | -0.988376  | 0.729 | 0.709 | 4.07E-125 |
| Snorc   | 5.61E-114 | -1.0986529 | 0.203 | 0.366 | 1.81E-109 |
| Col11a1 | 9.88E-238 | -1.1930335 | 0.732 | 0.769 | 3.19E-233 |
| Hmga2   | 0         | -1.223218  | 0.671 | 0.941 | 0         |
| Cytl1   | 0         | -1.2258278 | 0.197 | 0.504 | 0         |
| Col2a1  | 1.67E-139 | -1.2708661 | 0.934 | 0.801 | 5.38E-135 |
| Col9a1  | 0         | -1.4532065 | 0.521 | 0.683 | 0         |
| Hapln1  | 1.80E-301 | -1.5092767 | 0.259 | 0.493 | 5.83E-297 |
| Matn4   | 0         | -1.6939288 | 0.627 | 0.749 | 0         |
| Matn1   | 0         | -2.0946313 | 0.237 | 0.542 | 0         |

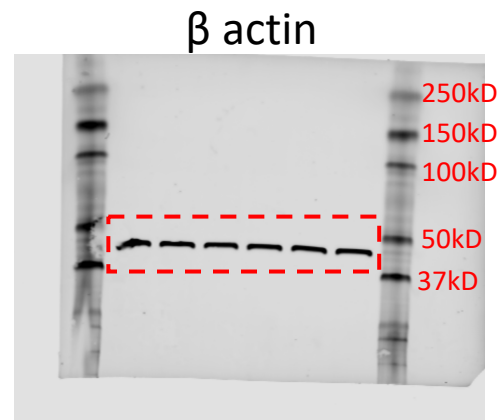

β actin predicted: 45 kD  
Protein ladder, Biorad 161-0374

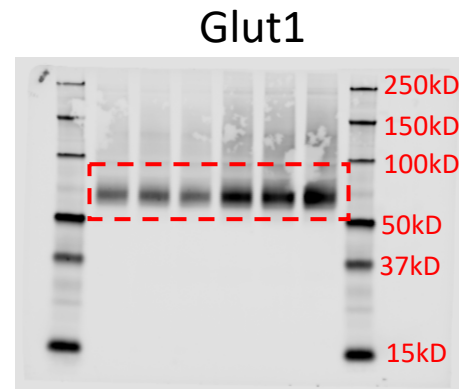

Glut1 predicted: 54 kD

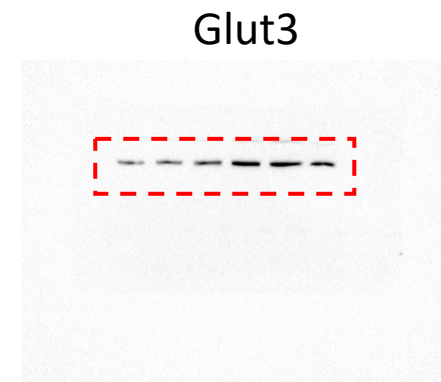

Glut3 predicted: 54 kD

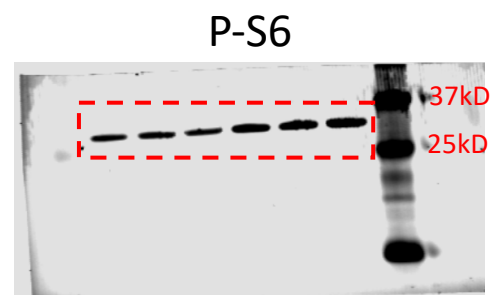

P-S6 predicted: 32 kD

LDHA predicted: 37 kD

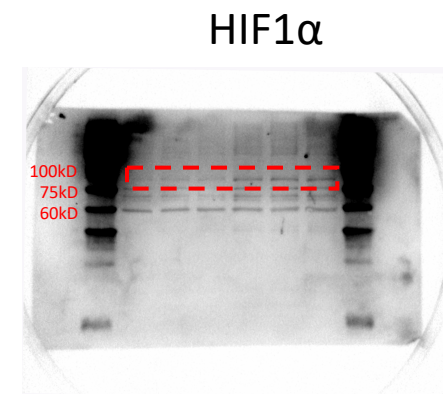

HIF1a predicted: 93kD

**Figure 8A**

Smad2

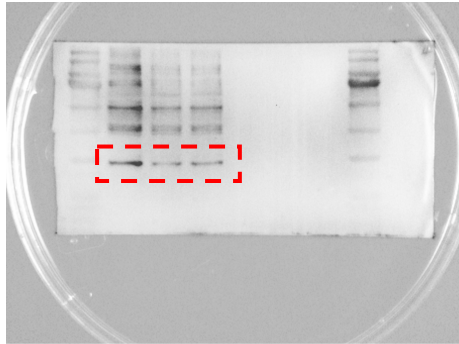

$\beta$  actin

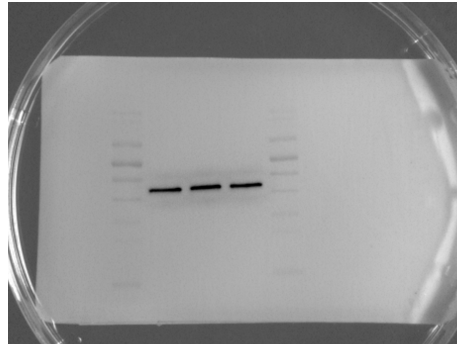

Figure 9A

Glut1

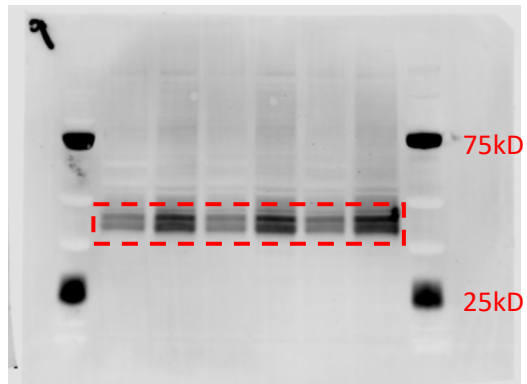

$\beta$  actin

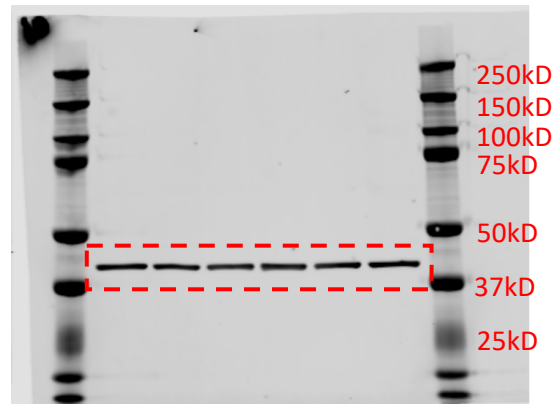

Figure 9D

$\beta$  actin and P-S6

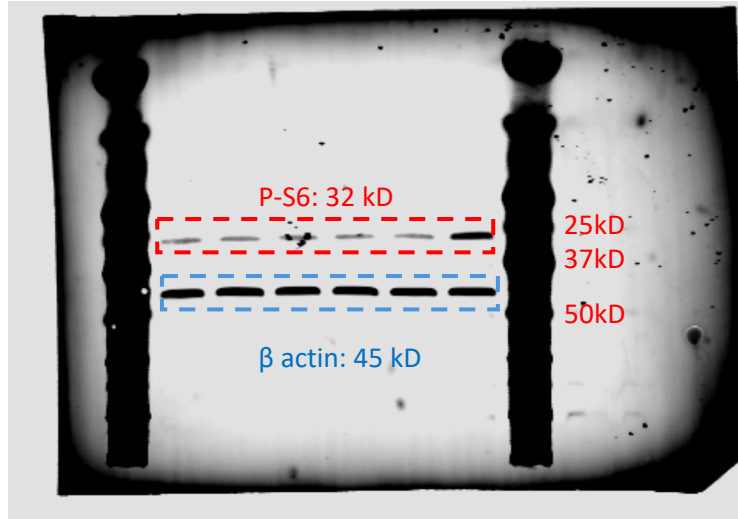

P-S6K

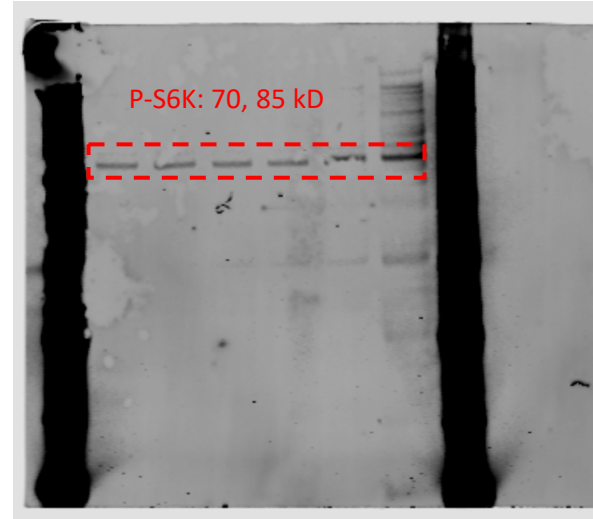

Smad2

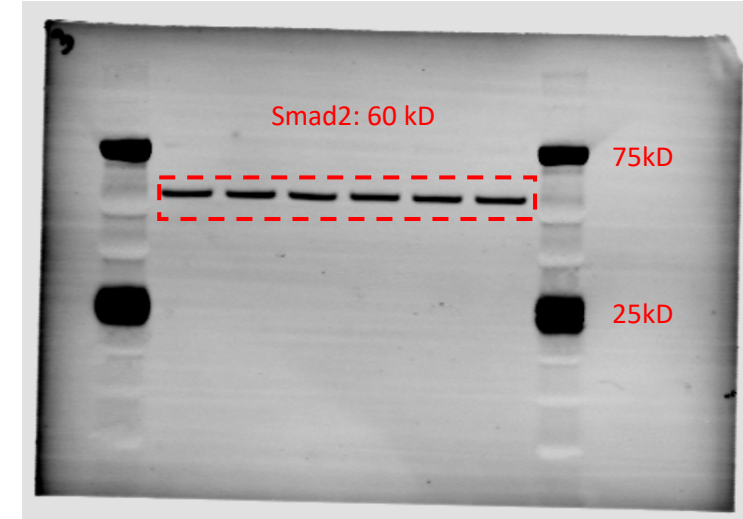

P-Smad2

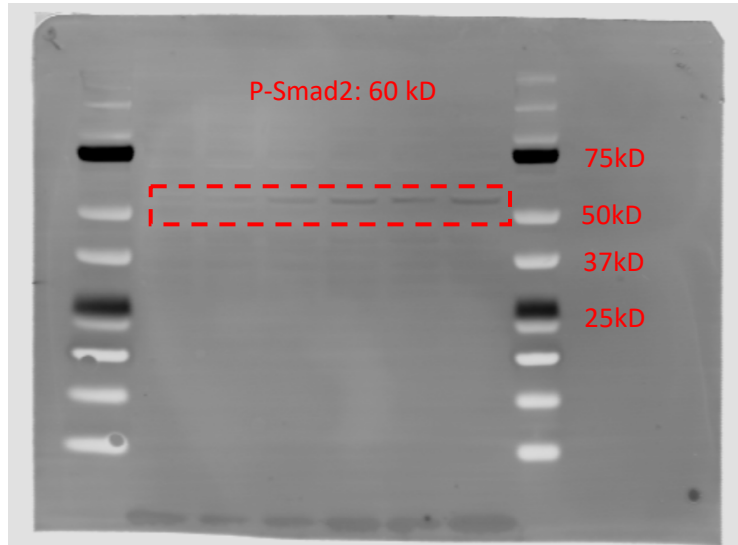

S6

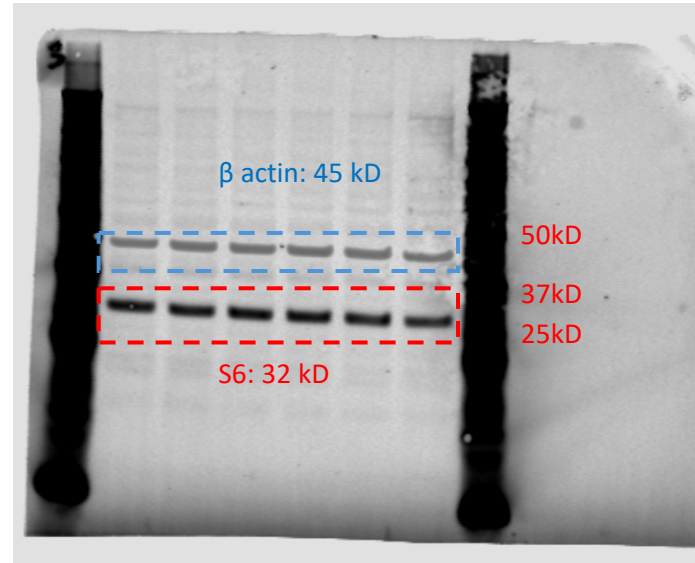

Figure 9E  
Images shown  
in paper

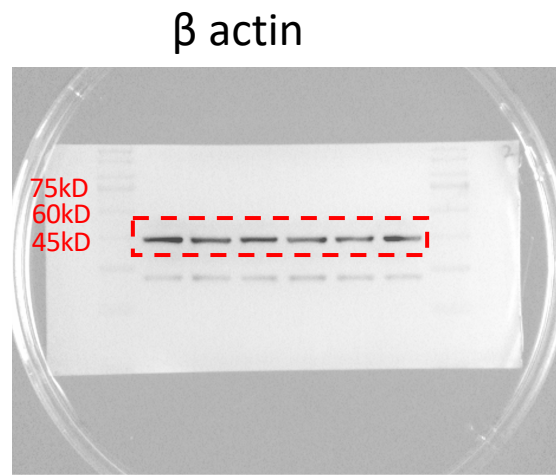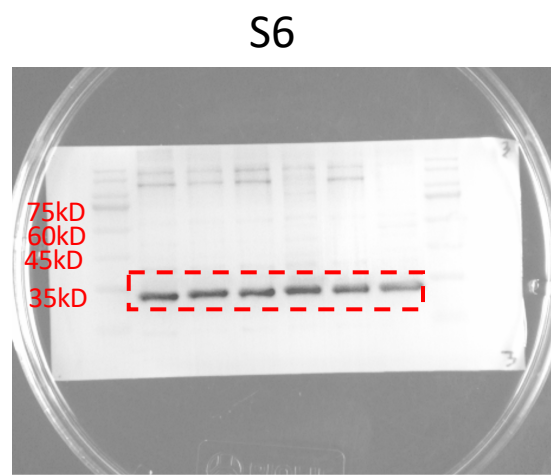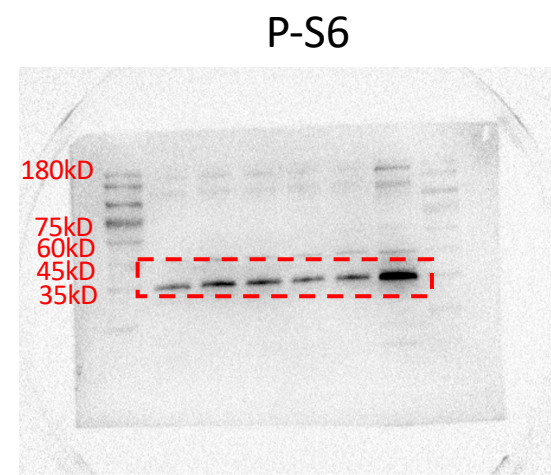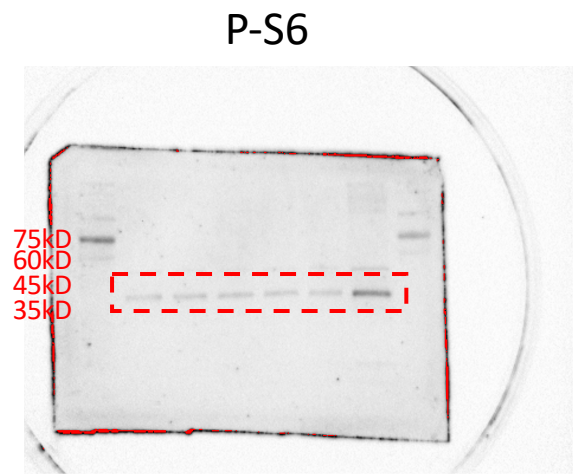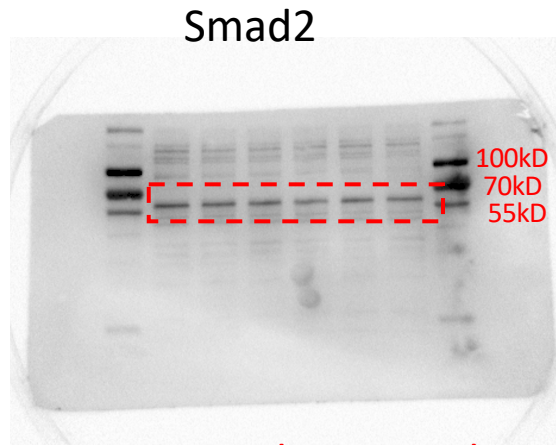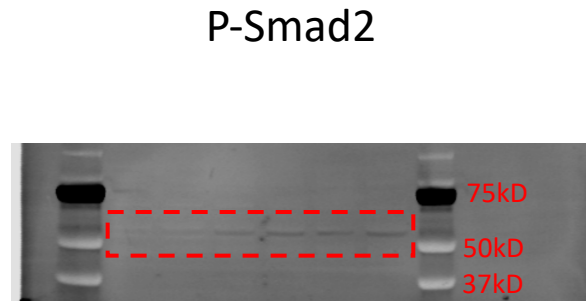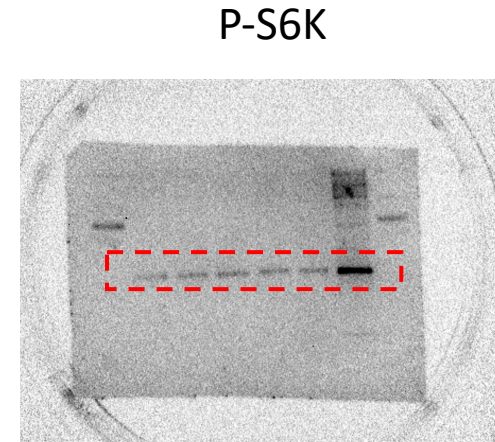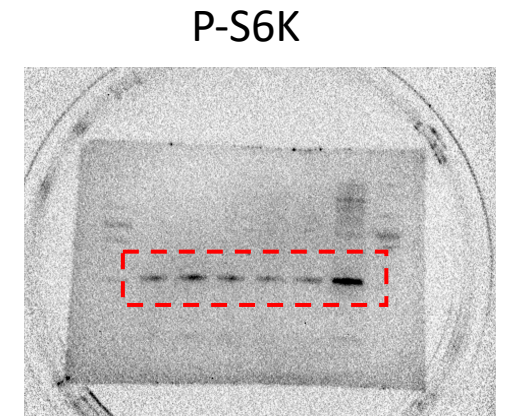

Thermo Fisher 26616

Fig. 9E  
Additional images used for quantification

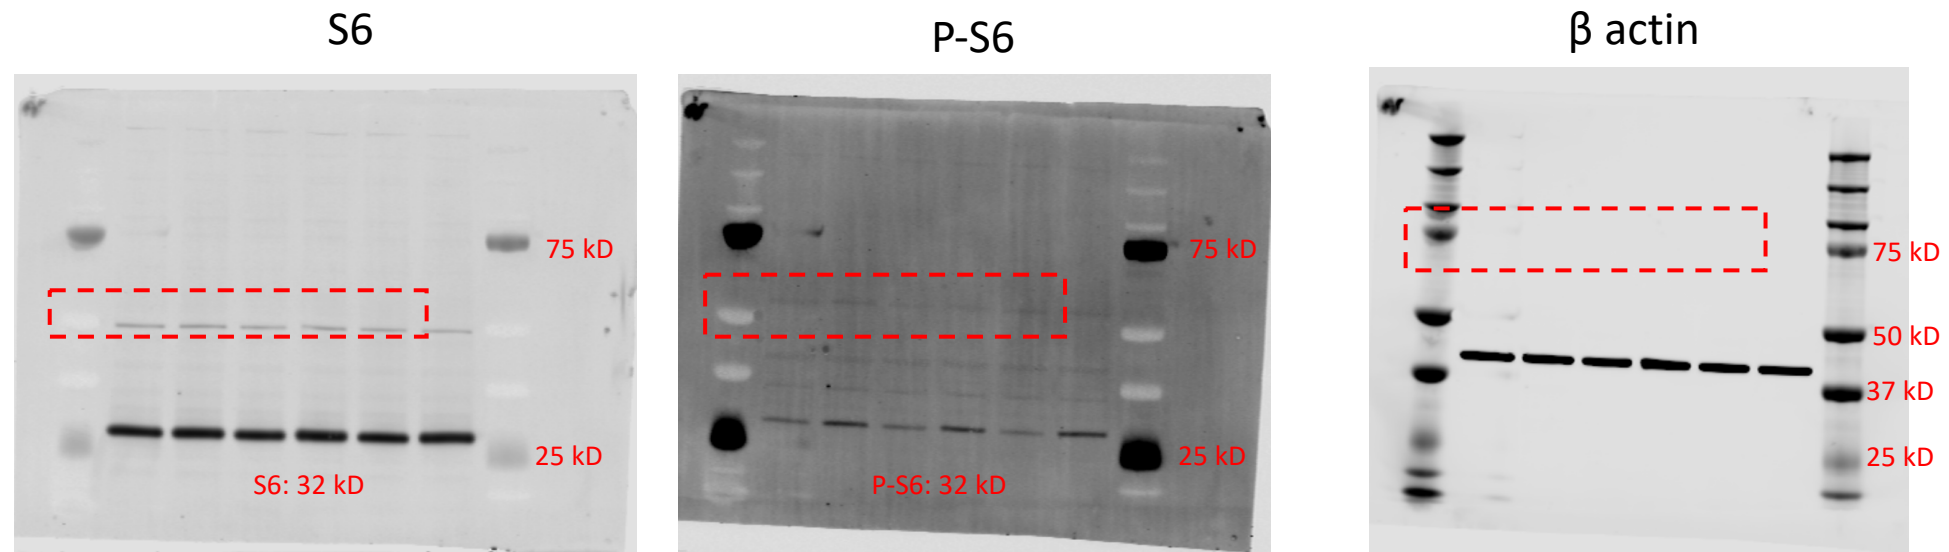

Figure 9F

$\beta$  actin

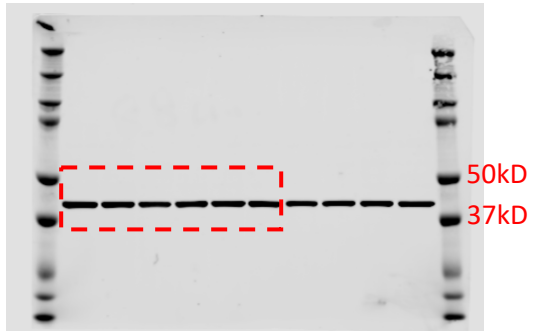

Glut1

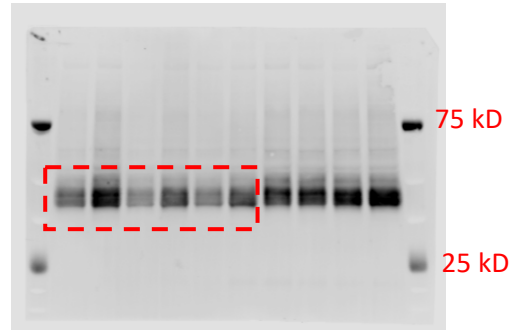

Glut3

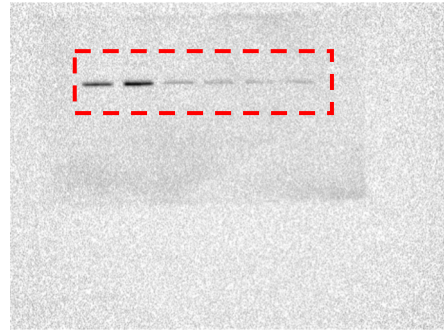

HIF1a

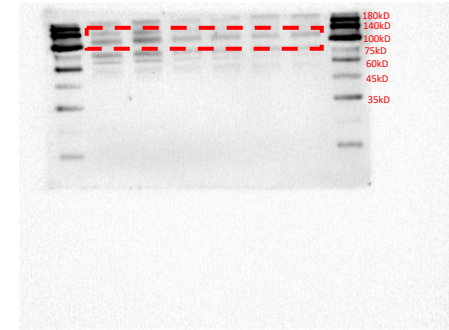

Images shown in  
paper

Glut1

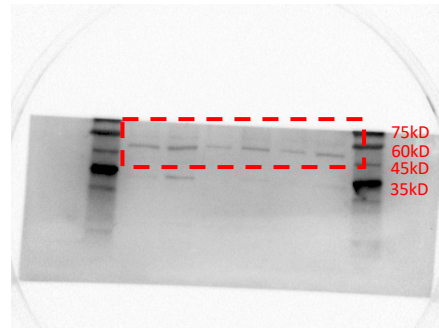

Glut3

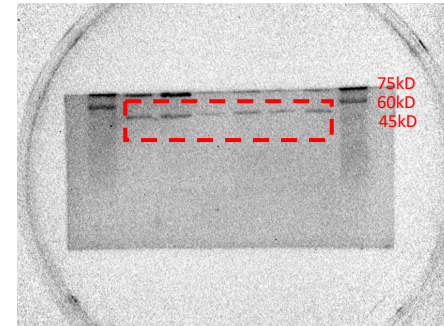

HIF1a

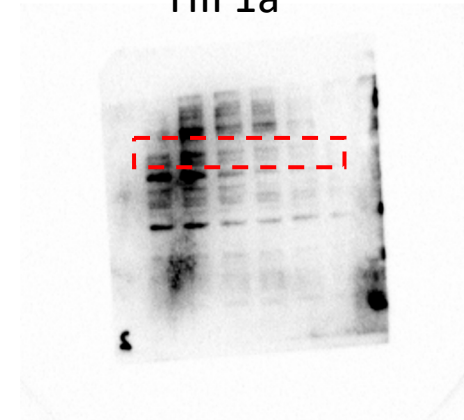

Glut1

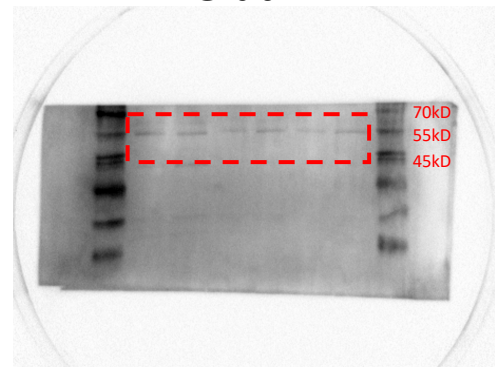

Glut3

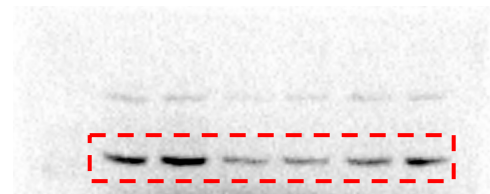

HIF1a

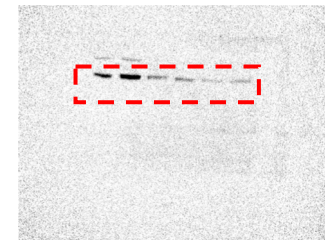

Figure 10A

$\beta$  actin

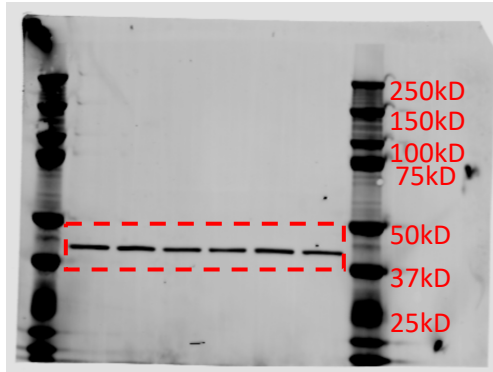

Glut1

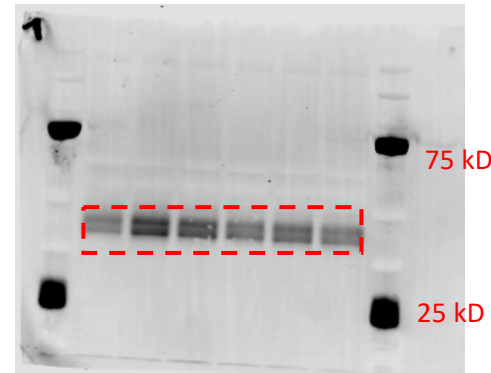

Glut3

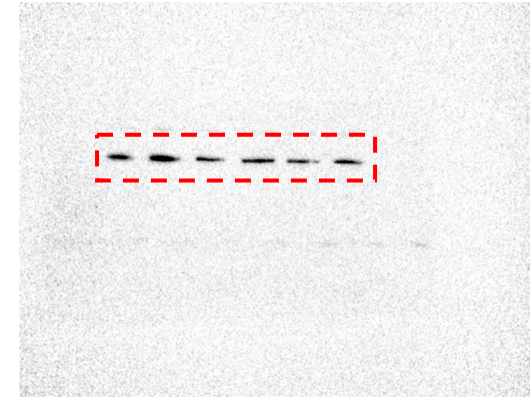

Figure 10D

Glut1

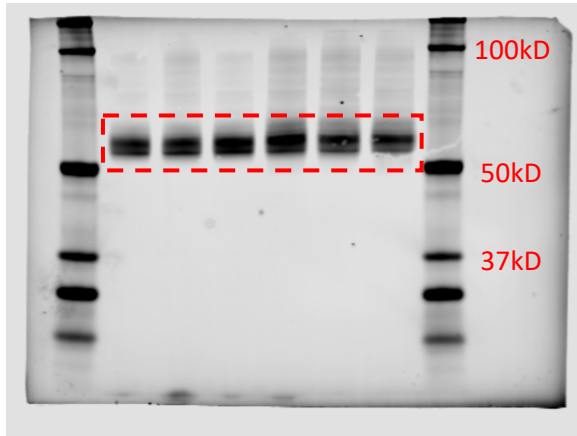

Glut1 predicted: 54 kD

Glut3

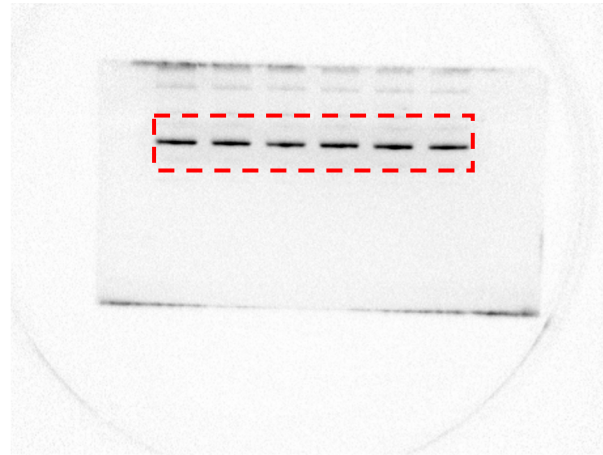

Glut3 predicted: 54 kD

HIF1 $\alpha$

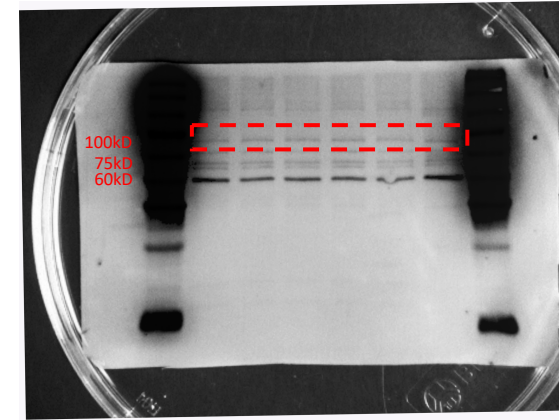

HIF1a predicted: 93kD

8h Ldha

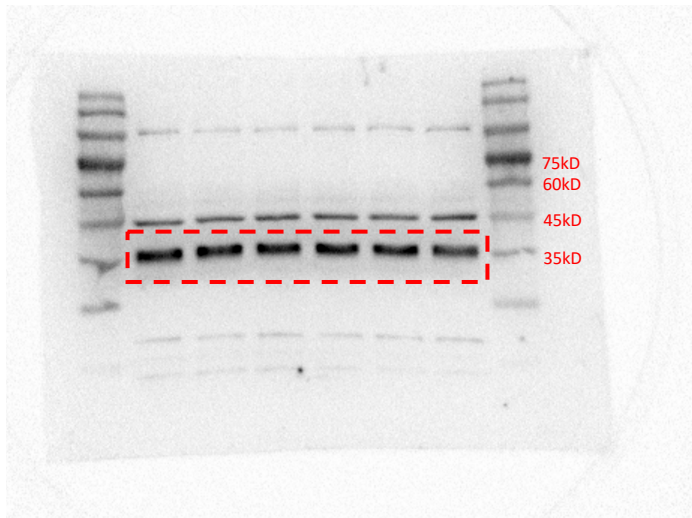

LDHA: 37 kD

Figure S7A

$\beta$  actin

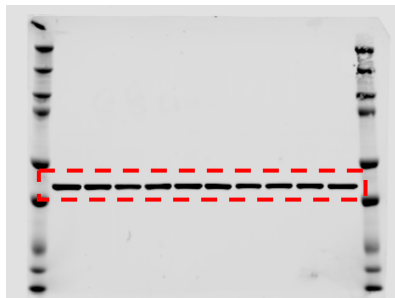

Glut1

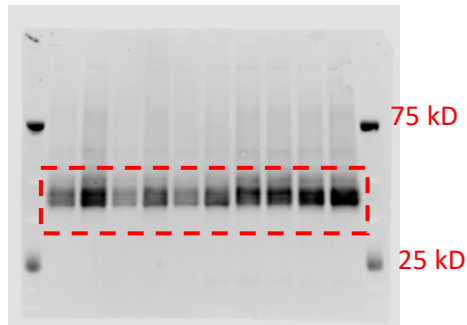

Figure S8D

Torin1 (nM)  
Tgf $\beta$ 2

|   |   |     |     |     |     |     |     |     |     |
|---|---|-----|-----|-----|-----|-----|-----|-----|-----|
| - | + | -   | +   | -   | +   | -   | +   | -   | +   |
| 0 | 0 | 100 | 100 | 300 | 300 |     |     |     |     |
| 0 | 0 |     |     |     |     | 300 | 300 | 600 | 600 |

5Z-7-O (nM)

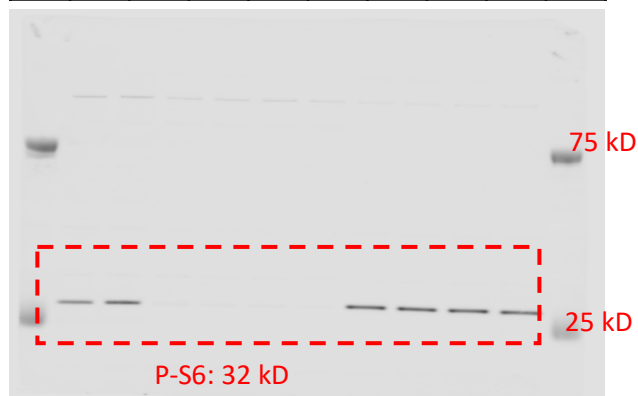

S6

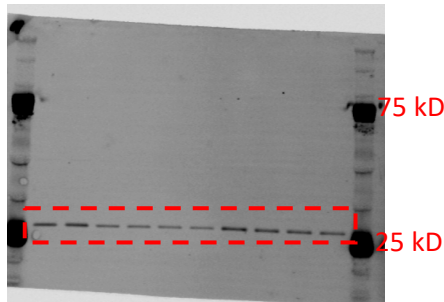

Smad2 and  $\beta$  actin

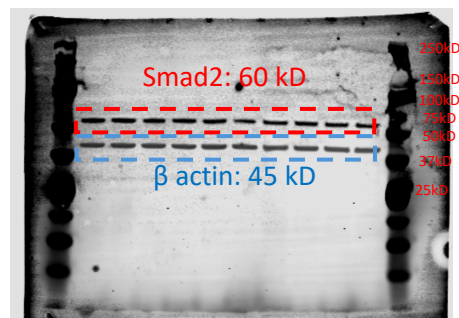

pSmad2(S465/467)

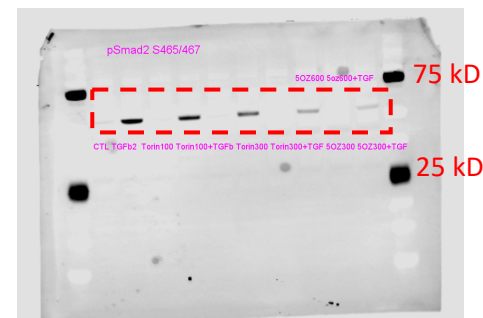

pSmad2(S255)

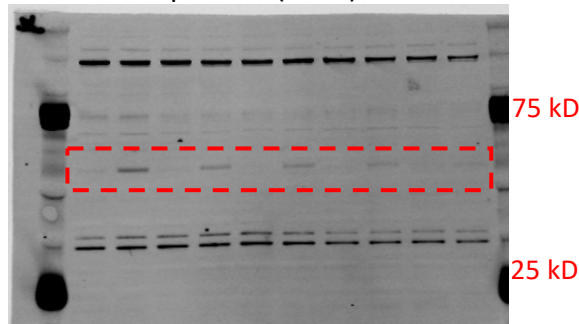

Figure S8E

How the deposited data were processed for this re-analysis (not part of the article)

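Presumptive knee joint cells of mouse embryos were profiled by droplet scRNA-seq in 4 libraries, 1 at E13.5 (control) and 3 at E14.5 (control, Prx1Cre;Glut1f/f;Glut3f/+ and DCKO). Each condition has 1 library, and the number of embryos pooled in it is not stated in the paper's text. The authors made libraries with a 3' kit, called cells and counted UMIs per gene with Cell Ranger 6.1.2, the version named in the headers, and deposited the counts per gene and cell without normalization. Whole numbers and unequal totals per library were checked in the files. Total counts ranged from 84188147 to 100344565 UMIs per library. The genome build is not stated, and identifiers were matched to GENCODE M21 (GRCm38), with 99.85% found. The E14.5 control library was used both with the E13.5 control and with the mutants.

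Cells with 200 to 6000 genes and at most 10% mitochondrial counts were kept, which removed 183, 89, 80 and 67 cells with more than 6000 genes, 27, 94, 112 and 66 with fewer than 200, and 119, 226, 264 and 175 with a higher mitochondrial share, in the order above. Doublets were kept. Both control libraries, and separately the 3 libraries of E14.5, were normalized, integrated by canonical correlation anchors and clustered with Seurat 5.3.0 in R 4.3.3 (Matrix 1.6.5) from 2000 variable features and 30 dimensions at a resolution of 0.3, with S and G2M scores regressed. Skeletal cells were then clustered again. Genes of the prepared lists were left out of the features, apart from cell type markers. Genes selected afterwards from all genes by the rule on named genes were left out only where a list held them. A cluster took the class with the highest score, the mean marker level relative to the highest cluster, among classes with at least 3 markers detected in at least 10% of its cells. It stayed unnamed when that score was under 0.5, a limit set after the scores had been seen, when it was shallow and held no marker of the class among its 10 leading genes, or when those genes held more markers of another class. Marker lists, with 5 to 8 genes per class, were written for interzone, chondrocyte, fibroblast, osteogenic, tendon, skeletal muscle, endothelial, macrophage, erythroid, glial or neuronal, epidermal and mural cells. They served to name clusters, and their genes are not reported as results, apart from the shares of cells with a Gdf5 UMI, from the interzone markers set beside table S1 and from Lum, which the rule on named genes selected.

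UMIs were summed over the cells of a class in a library and scaled to CPM. Ratios of 2 sums carry the exact conditional 95% interval of the counts, CPM values the Poisson interval and shares the Clopper-Pearson interval, computed with scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3 in Python 3.11.15. These cover counting error only. Cells of a library are not replicates, so no p-value, standard error or count of changed genes was derived. Where a sum held 0 counts, 3 counts were taken as its limit. Gene lists for glycolysis, hypoxia, OXPHOS, the mitochondrial genome, Tgfβ signaling, Tgfβ ligands and receptors, ATF4 targets, immediate-early genes, ribosomal proteins, S phase and G2M, beside 11 glucose transporters and 10 genes of joint formation, all written from general knowledge since no pathway collection was at hand, were prepared. Lists other than the transporters and joint genes were summarized by their median log2 ratio with a prior count of 0.5. Genes with at least 10 UMIs in either group entered, and the median was ranked among 10000 random lists matched over 10 classes of expression. The Tgfβ list shares 2 genes with the immediate-early list and 2 with the ligands and receptors, the joint genes share 2 with the Tgfβ list, and 2 ATF4 targets are in the hypoxia list. The immediate-early list holds Ier3, which the study picked from these libraries. Shares of cells with a Gdf5 UMI were thinned to 2000 UMIs per cell. The value given is the exact expectation over all draws, which replaced a single random draw, and the range of 100 draws is given with the alternatives. Profiles were compared over genes with at least 10 CPM in any class of at least 100 cells.

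The genes named in the text follow a rule: each gene the paper names for its scRNA-seq, each gene of a list of at most 20 members, and, for DCKO against control interzone-like cells, the 5 largest rises and 5 largest falls among genes with at least 20 CPM and 20 UMIs in one group that moved the same way in chondrocyte-like cells and in the library with 1 intact Glut3 allele. Sex-linked genes are given apart. Single members of the lists were summarized where they add nothing to the list's median.

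Alternatives, changed one at a time, were resolutions of 0.15 and 0.6, libraries merged without integration, all variable features, removal of doublets, 1000 to 6000 genes with at most 5% mitochondrial counts, cells with a Gdf5 UMI in place of clusters, TMM factors (calcNormFactors of edgeR 4.0.16), the mean of CPM over single cells, chondrocyte-like cells as the only comparison, at least 100 UMIs per list gene, all cells as denominator and no thinning. Scrublet, from scanpy 1.11.5 with scikit-image 0.26.0, called at most 0.021% of the cells with its own threshold, under the 0.5% set as a minimum. The cells with the top 8% of scores, ties included, were therefore removed, which was 8.139% to 8.816% of the cells. After seeing the data, 2 alternatives were added: unnamed clusters nearest to interzone counted as interzone-like, and interzone markers left out of the clustering features.

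The ratio and list steps were tested on simulated data. For DCKO against control interzone-like cells, with 18933 genes of which 200 were changed, 100% of the changed genes had the right direction, the median error was 0.0806 on the log2 scale and 97.5% of the intervals covered the true value. Of 100 unchanged lists of 52 genes, 4% lay outside the 95% range, and a list shifted by -0.3 was found at -0.319. For interzone-like against other skeletal cells at E13.5, with 21755 genes, 100% had the right direction, with a median error of 0.061. Plots were drawn with matplotlib 3.10.9. GSEA with the HALLMARK and KEGG collections and Monocle trajectories were not run here. Table S1 was read in part, with 247 of the 261 genes that the paper reports as higher in interzone cells, and entered no overlap or enrichment test.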

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

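The tests of free RNA and of a comparison within 1 sex were planned, and the other tests in this part, those of sex across genes, sex on single genes and lists, dissociation, a label swap, hypoxia, damaged cells and moved cells, were chosen after the results had been seen.

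Slc2a1 stood at 439 CPM in skeletal cells of the library labelled DCKO and at 364 CPM in those of the library labelled Prx1Cre;Glut1f/f;Glut3f/+, against 67.6 CPM in the control, although both labels name a deletion of this gene. The paper does not report these counts. Free RNA from cells in which Prx1Cre does not act is argued against by the level in chondrocyte-like cells of the library labelled DCKO, 454 CPM, which exceeds the 96.5 CPM of non-skeletal cells. A sex difference is argued against within the E13.5 library, where cells with Xist UMIs had a log2 ratio of -0.10 (-0.22 to 0.02) over cells with Y-linked UMIs. A rise of hypoxia genes cannot be told apart. The hypoxia median in chondrocyte-like cells of the library labelled DCKO, 0.19, was far below the rise of Slc2a1. It lay above all random lists, with 26 of 38 genes higher and the highest at 3.27. Other classes of this library went both ways. The median was -0.16 in interzone-like and -0.02 in osteogenic-like cells, both within the random lists, and 0.29 in fibroblast-like cells (percentile 100). Slc2a1 rose in each, by 2.28, 2.37 and 2.56. In chondrocyte-like cells of the library labelled Prx1Cre;Glut1f/f;Glut3f/+ the hypoxia median was 0.21 (percentile 100), with 31 of 38 genes higher. In its interzone-like cells it was -0.27 (percentile 0), in fibroblast-like cells 0.13 (percentile 100) and in osteogenic-like cells -0.07 (percentile 26.7). Over all skeletal cells it was 0.26 in this library and 0.28 in the library labelled DCKO (both at percentile 100). A swap of the control and DCKO labels is argued against as the source of the level in the library labelled Prx1Cre;Glut1f/f;Glut3f/+. Its log2 ratio of 2.43 would then stand against the DCKO library, although both labels name the same deletion of this gene. For the library labelled DCKO itself, a swap cannot be told apart from an effect of the genotype. Its Slc2a3 was lower in chondrocyte-like (-1.45), interzone-like (-1.41) and fibroblast-like cells (-1.17), as the label says, and higher in tendon-like cells, at 1.86, but 3' UMIs of a conditional allele have no fixed direction. The E13.5 control, at 51.1 CPM, lay near the E14.5 control. Transcripts of a recombined allele that keep the last exon may be counted as Slc2a1, and whether they were was not tested, since the deleted exons are not stated. The genotype stays open as a cause.

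ATF4-target genes, a stress-response list the paper does not examine, were higher in skeletal cells of both mutant libraries. Their median log2 ratio to the control was 1.16 in the library labelled DCKO, with 21 of 22 genes higher, and 0.46 in the library labelled Prx1Cre;Glut1f/f;Glut3f/+. In interzone-like cells the medians were 0.52 and -0.17. A sex difference of the size in the library labelled DCKO is argued against by the contrast of cells with Xist UMIs and cells with Y-linked UMIs at E13.5. There the median of the list was 0.071 (-0.11 to 0.24, percentile 99.8), with 13 of 22 genes higher, and the highest gene, at 1.07, lay below the median of 1.16. For the smaller rise in the other mutant library, sex stays open. A stronger dissociation response of the library labelled DCKO cannot be told apart. The immediate-early median in its skeletal cells was -0.059, within the random lists (percentile 88.4), but 11 of 29 genes were higher and the genes ranged from -1.31 to 1.33, so this median decides nothing. A stress response to the loss of glucose uptake may explain the rise, as a hypothesis from a single library per genotype. The Slc2a1 UMIs of these libraries cannot show whether the labelled deletion took place. Embryo, litter and library preparation were not tested.

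Xist UMIs were found in 92.2% of the cells of the library labelled Prx1Cre;Glut1f/f;Glut3f/+ and in 91.2% of those of the library labelled DCKO, against 0.172% in the E14.5 control, so the mutant embryos were female and the control embryos male. No comparison within 1 sex was possible, because 1 interzone-like cell of the control had Xist and no Y-linked UMI. Across 10229 autosomal genes, the log2 ratios between DCKO and control skeletal cells correlated at -0.056 with the contrast of cells with Xist and with Y-linked UMIs at E13.5. Separate cells gave that contrast again with a correlation of 0.364, but all skeletal cells mix several classes. In chondrocyte-like cells alone, the correlation was 0.0835 over 6694 genes, and the contrast correlated with itself at only 0.0966 between separate cells. In interzone-like cells the correlation was 0.0918 over 2252 genes, and the contrast correlated with itself at 0.0914. Sex and genotype therefore cannot be told apart across genes in skeletal, chondrocyte-like or interzone-like cells. Genes are not independent replicates in these correlations.

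A cluster led by Car9, Mt1, Stc2, Pfkp and Nog held 16.1% of the skeletal cells in the library labelled DCKO and 14.7% in the library labelled Prx1Cre;Glut1f/f;Glut3f/+, against 3.12% in the control. The paper does not describe it. Slc2a1 was left out of the clustering features, and the cluster stayed unnamed with a chondrocyte score of 0.486. In the clustering of all cells, Slc2a1 was among the leading genes of the Car9-led cluster. The unnamed skeletal clusters together had 797 CPM of Slc2a1 in the library labelled Prx1Cre;Glut1f/f;Glut3f/+ and 835 CPM in the library labelled DCKO, against 47.2 CPM in the control. Slc2a1 also rose in the named skeletal classes. Damaged cells cannot be told apart. The median mitochondrial share of the cluster in the library labelled DCKO, 1.27%, was below the 2.30% of all its skeletal cells, but the shallowest cells of the control also had low shares. Its 274 cells of this cluster, with a median of 1107 UMIs, had 1.78%, and a cluster with a median of 643 UMIs had 1.67%, against 2.39% in all its skeletal cells. In the library labelled DCKO the cluster was also shallow, with a median of 3921 UMIs against 6362.5 in all skeletal cells. In the library labelled Prx1Cre;Glut1f/f;Glut3f/+ it had 4988.5 UMIs against 6602 in all skeletal cells. That was near the 4909 of its interzone-like cells, so the cluster was less shallow there. Several leading genes respond to hypoxia, and an answer of chondrocyte-like cells to the mutant genotype may be present, which was not tested.

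Glycolysis genes were lower in interzone-like cells of the library labelled DCKO, with a median of -0.39 against the control and 3 of 16 genes higher. In its chondrocyte-like cells the median was 0.08 (-0.15 to 0.28), above 95% of the random lists (percentile 99.2). There 9 of 16 genes were higher, so the genes of that class went both ways. The difference between the classes was not tested. In the library labelled Prx1Cre;Glut1f/f;Glut3f/+ the medians were -0.27 and 0.02. A candidate explanation is that interzone-like cells with high glycolysis joined the Car9-led cluster. Among cells with a Gdf5 UMI, taken without clusters, the median was -0.073 (-0.29 to 0.19) for the library labelled DCKO, within the random lists (percentile 58.4). For the library labelled Prx1Cre;Glut1f/f;Glut3f/+ it was 0.021 (-0.16 to 0.17), above 95% of the random lists (percentile 98.9), with 8 of 16 genes higher. No fall was seen in these cells of the latter library, but the genes went both ways and the ranges are wide, so moved cells cannot be told apart from a fall within interzone cells. Sex also stays open, since it differed between the libraries.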

How the results depend on the processing

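The alternatives that counted unnamed clusters nearest to interzone as interzone-like and that left the interzone markers out of the clustering features were chosen after seeing the data, and the others were planned. The cause of each change below was not tested, apart from the changes with the denominator, the thinning and the scaling, which follow from their construction.

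The share of interzone-like cells at E14.5 kept its order, highest in the control and lowest in the library labelled DCKO, under 10 alternatives, and ranged from 12.8% to 24.0%, 12.2% to 20.4% and 7.89% to 13.48% in the control and in the libraries labelled Prx1Cre;Glut1f/f;Glut3f/+ and DCKO, the order used below. The rise of Slc2a1, the higher hypoxia median at both ages, the higher glycolysis and lower OXPHOS medians at E13.5 and the lower Tgfβ list in the library labelled DCKO kept their direction under each alternative run for them. The Tgfβ list lay within 95% of the random lists under 5 of these, with percentiles from 2.63 to 13.2. For the 19 results that answer a comparison, 146 values under alternatives were obtained. Of these, 56 stayed within the counting error or the spread of the list, 81 moved beyond it in the same direction, and 9 changed sign, in the glycolysis and OXPHOS medians at E14.5. For 58 single genes and further lists, 406 of 653 values stayed, 222 moved and 25 changed sign, in 9 of the results.

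With a resolution of 0.15, the shares were 21.8%, 17.4% and 11.8%. In interzone-like against other skeletal cells, the medians at E13.5 and E14.5 were 0.27 and -0.14 for glycolysis, 0.33 and 0.25 for hypoxia, and -0.057 and 0.043 for OXPHOS, and the ratios of Tgfb2 were 0.71 and 1.53. Slc2a1 was -0.29 at E13.5, and at E14.5 Ldha was -8.0e-04, Aldoa -0.15, Eno1 -0.21 and Gapdh -0.085. With a resolution of 0.6, the shares were 12.8%, 12.2% and 8.51%, Tgfb2 was 0.52 and 1.41, and the Tgfβ list in the library labelled DCKO was -0.13 (percentile 13.2).

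With the libraries merged without integration, the shares were 23.2%, 19.0% and 10.8%. Glycolysis was 0.46 at E13.5, hypoxia 0.39 and 0.13 (percentile 58.4), OXPHOS -0.057 and 0.18, and Tgfb2 0.43 and 0.17. Tgfb2 in interzone-like cells of the library labelled DCKO against the control became 0.046, the highest under any alternative, with -0.41 as the lowest. With all variable features, the shares were 24.0%, 20.4% and 13.48%. Glycolysis was 0.23 and -0.15, hypoxia 0.29 and 0.24, OXPHOS -0.049 and 0.032, and Tgfb2 0.73 and 1.56. Slc2a1 was -0.32 at E13.5, and at E14.5 Ldha was -0.021, Aldoa -0.17, Eno1 -0.24 and Gapdh -0.079.

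When cells with a Gdf5 UMI were set against skeletal cells with none, the shares were 14.8%, 14.0% and 7.89%. Glycolysis was 0.42 and -0.088, hypoxia 0.34 and 0.17, OXPHOS -0.092 and 0.0051, Tgfb2 0.54 and 1.12, and the Tgfβ list in the library labelled DCKO -0.26. Slc2a1 was -0.0013 at E13.5, and at E14.5 Ldha was -0.028, Aldoa -0.10, Eno1 -0.24 and Gapdh -0.072. In the library labelled Prx1Cre;Glut1f/f;Glut3f/+ against the control, glycolysis became 0.021, hypoxia 0.059 and the ATF4-target list 0.13.

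When unnamed clusters nearest to interzone counted as interzone-like, the shares were 21.8%, 17.5% and 11.9%. Glycolysis was 0.20 and -0.14, hypoxia 0.31 and 0.29, OXPHOS -0.048 and 0.024, and Tgfb2 0.72 and 1.61. Slc2a1 was -0.36 at E13.5, and at E14.5 Ldha was -0.032, Aldoa -0.14, Eno1 -0.29 and Gapdh -0.14. Leaving the interzone markers out of the clustering features gave shares of 21.5%, 17.7% and 12.0%. That clustering was run for the E14.5 libraries only.

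Removing doublets by Scrublet scores gave shares of 22.4%, 18.5% and 12.2%. Keeping cells with 1000 to 6000 genes and at most 5% mitochondrial counts gave 22.6%, 17.8% and 11.3%, and an OXPHOS median of -0.0023 at E14.5. Over all kept cells, the shares were 19.0% in the control and 15.0% in the library labelled Prx1Cre;Glut1f/f;Glut3f/+.

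With chondrocyte-like cells alone as comparison, glycolysis was 0.36 at E13.5, OXPHOS -0.15 and -0.0067, Tgfb2 0.54 and 1.73, and Slc2a1 at E13.5 -0.34. TMM factors gave -0.27 and -0.19 for OXPHOS, 0.72 for Tgfb2 at E14.5 and -0.093 for the Tgfβ list in the library labelled DCKO. With the mean over cells of per-cell CPM, glycolysis was 1.08 at E13.5 and Tgfb2 0.75 at E14.5. Slc2a1 in skeletal cells was then 2.24 in the library labelled Prx1Cre;Glut1f/f;Glut3f/+ and 2.60 in the library labelled DCKO, and Slc2a3 in the latter -0.17.

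Without thinning, the shares of skeletal cells with a Gdf5 UMI were 14.8%, 14.0% and 7.89%. Over 100 random draws, the thinned shares ranged from 6.55% to 7.61%, 6.42% to 7.10% and 2.83% to 3.44%. Depth limits Slc2a3, whose interzone-like UMIs numbered 50 in the control and 10 in the library labelled DCKO, and the non-skeletal classes. Classes with fewer than 50 cells were not compared.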

Differences from the paper's values

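The alternatives that counted unnamed clusters nearest to interzone as interzone-like and that left the interzone markers out of the clustering features were chosen after seeing the values, and the other alternatives were set before the data were examined.

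The shares of interzone-like cells at E14.5 were 20.1%, 16.0% and 10.1% in the control and in the libraries labelled Prx1Cre;Glut1f/f;Glut3f/+ and DCKO, against the paper's 23.5%, 20% and 14.7%. Each of the paper's values lies outside the counting interval here, but shares were taken to differ only where one was more than 1.5 times the other, and by that rule none did. All variable features gave 24.0%, 20.4% and 13.48%, which was the highest share for the library labelled DCKO under any alternative, and libraries merged without integration gave 23.2% in the control.

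Of 11 log2 fold changes of single genes at E13.5 that were compared with table S1, which was read in part, 9 differ. For these, any gap beyond counting error was taken as a difference. They are given here on the scale of that table, the log2 of the mean normalized counts per 10000 plus 1. The counting error used was that of the ratio of summed UMIs at the main setting, a different statistic, and it served for every alternative too. It is therefore a yardstick for the gaps and no error of the values themselves. The values lie apart by more than this yardstick, which is small for these genes, and have no replicate error. All comparisons are of interzone-like with other skeletal cells.

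For Gas1 the log2 fold change was 1.96 against the paper's 2.04, and for Htra1 it was 1.18 against the paper's 1.41. None of the alternatives closed either gap. For Tm4sf1 it was 1.74 against the paper's 1.35. Cells with a Gdf5 UMI set against skeletal cells with none gave 1.28 for this gene, within counting error of the paper's value, and no other alternative closed the gap.

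For Ldha the value was 1.13 against the paper's 0.42. Counting the unnamed clusters nearest to interzone as interzone-like, an alternative chosen after seeing the values, gave 0.41 and closed the gap, and none set before the data were examined did, with 0.45 under all variable features as the nearest. For Aldoa it was 1.15 against the paper's 0.41, and for Pkm 0.93 against the paper's 0.37. A resolution of 0.15 gave 0.42 and 0.37 and was the only alternative to close these gaps. For Eno1 it was 1.06 against the paper's 0.33. All variable features gave 0.37 and closed the gap, as did counting the unnamed clusters, the alternative chosen after seeing the values, at 0.35, and no other did. For Gapdh it was 0.65 against the paper's 0.27, and only all variable features, at 0.27, closed the gap.

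For Tgfb2 it was -0.0017 against the paper's 0.56. None of the alternatives closed the gap, and the nearest was 0.42 under all variable features. The paper's table lists Tgfb2 in a fraction of 0.669 of the interzone cells and 0.662 of the other cells, against 0.423 and 0.453 here. For each of the 11 genes compared, the fraction of other cells was higher in the paper's table, and whether both fold changes compare the same cells was not settled.

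Further entries of the table were not counted above. For Tgfb1 the table as read gives the paper's 1.28, in fractions of 0.808 and 0.656 of the cells, against 0.031 in fractions of 0.0509 and 0.0465 here, and 0.036 was the highest value under any alternative. No entry for Tgfbi was read, a gene with 1.61 here, and which gene the Tgfb1 entry stands for was not settled. Interzone markers were left out because they named the clusters. Sfrp2 was at 1.75 against the paper's 2.31, with 1.70 to 2.09 over the alternatives, and Osr2 at 1.89 against the paper's 1.60, with 1.21 to 1.91. Gdf5 was at 2.08 against the paper's 1.97, and Creb5 at 1.41 against the paper's 1.43, which removal of doublets also gave.

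The paper states that Tgfb2 is higher in interzone cells than in the other cells. At E13.5 the log2 ratio of summed UMIs was within counting error of 0. It lay above 0 by more than that error at resolutions of 0.15 and 0.6, with the libraries merged without integration, with all variable features, with cells chosen by a Gdf5 UMI, with chondrocyte-like cells alone as comparison and, chosen after seeing the values, with the unnamed clusters counted, with values from 0.43 to 0.73. The paper reports lower OXPHOS in interzone cells for the integrated data of both ages. At E14.5 the OXPHOS median was -0.03, at percentile 13.1 of the random lists, and it lay within 95% of them under each alternative, with the lowest percentile, 8.57, at a resolution of 0.6. The paper reports higher glycolysis in interzone cells than in neighboring cells, chondrocytes among them. It draws also on Glut1 protein and, at E13.5, on uptake of a glucose analog, glucose consumption and lactate production, which RNA does not measure. Against chondrocyte-like cells the glycolysis median was 0.36 at E13.5 (percentile 99.8) and 0.18 at E14.5 (percentile 83.3). No other setting was run for this comparison in the clustering of the controls. The E14.5 control clustered together with the mutants gave -0.26, below 95% of the random lists (percentile 0.29), with 2 of 16 genes higher. The paper places interzone cells closer to a chondrocyte cluster than to fibroblasts or osteogenic cells. With the E14.5 control clustered together with the mutants, the correlation of the interzone-like profile with chondrocyte-like cluster 0, 0.9136, lay below those with osteogenic-like (0.920) and fibroblast-like cells (0.9143), and in the clustering of the controls it lay above both. The paper describes fewer clusters of all cells than the 12 obtained here at a resolution of 0.3, and more chondrocyte clusters than the 2 obtained here.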

Other observations

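The test in this part, of the dissociation response of interzone-like cells, was planned, and no test here was chosen after the result had been seen.

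Immediate-early genes, which dissociation can induce, had medians in interzone-like against other skeletal cells, at the settings of the passages, from 0.017 in the E14.5 control, clustered with the E13.5 control, to 0.42 in the library labelled DCKO. The value of 0.017 lay within the random lists (percentile 35.6), and over the alternatives for it the median ranged from -0.21, with the libraries merged without integration, to 0.30, against chondrocyte-like cells alone. A dissociation response shared by all cells of a library therefore cannot be told apart from a higher level in interzone-like cells. No biological explanation was tested.

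Genes of joint formation, a list of 10 of which the paper names all but Erg, differed in direction between interzone-like and other skeletal cells of the control libraries. The log2 ratios at E13.5 and E14.5 were 1.81 and 1.97 for Wnt9a, 0.71 and 0.45 for Wnt4, 1.78 and 3.01 for Prg4, 0.47 and 0.48 for Erg, and 0.40 and 1.16 for Bmp4. Osr1 was at -0.19 and 1.79 and Nog at 1.30 and -0.50. Bmp2 was at -0.01 and -0.41, Hif1a at 0.12 and 0.08, and Ihh at -5.00 and -4.64.

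For interzone-like cells of the library labelled DCKO against the control, the rule on named genes selected from 3523 genes. The 5 largest rises were those of Lum (log2 ratio 2.32, 95% interval 2.07 to 2.58), Slc2a1 (2.28, 2.12 to 2.45), Kitl (1.87), Phlda2 (1.37) and Psat1 (1.36). The 5 largest falls were those of Socs2 (-6.10, -8.38 to -4.54, from 386 to 3 UMIs), C1qtnf3 (-5.15), Pax9 (-4.84), F2rl1 (-4.33) and Krt17 (-3.45). Lum is one of the fibroblast markers used to name clusters. Selected genes outside the prepared lists were not kept out of the clustering features, so they could shape the clusters. These libraries differ in sex as in genotype, and their Slc2a1 UMIs cannot show whether the labelled deletion took place. Prg4 had a log2 ratio of -1.53 (-2.25 to -0.86) in the same comparison, from 119 to 22 UMIs.

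Among Tgfβ ligands and receptors in the same cells, Tgfb1 had the largest fall, at -1.06 (-1.66 to -0.50, from 129 to 33 UMIs) in the library labelled DCKO and -0.69 (-1.13 to -0.26) in the library labelled Prx1Cre;Glut1f/f;Glut3f/+. Tgfbr2 was at -0.81 and -0.67, Tgfb3 at -0.51 and -0.22, and Tgfb2 at -0.15 and 0.14. Tgfbr1, at -0.16 and -0.07, and Tgfbr3, at 0.11 and -0.09, were within counting error. The 6 genes together had medians of -0.33 (percentile 2.83) and -0.15 (percentile 27.9).

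Of 11 glucose transporters, Slc2a8 was the most abundant in interzone-like cells of the E13.5 control after Slc2a1, with 13.4 CPM against 10.2 CPM in the other skeletal cells (log2 ratio 0.39, 0.06 to 0.70). Slc2a4 was lower there, at -0.87 (-1.59 to -0.22). At E14.5, Slc2a12 was higher, at 1.22 (0.34 to 2.01), from 16 UMIs. Slc2a2 and Slc2a5 were not detectable at this depth in interzone-like cells of either age.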
